# Structural insights into the human NuA4/TIP60 acetyltransferase and chromatin remodeling complex

**DOI:** 10.1126/science.adl5816

**Published:** 2024-08-23

**Authors:** Zhenlin Yang, Amel Mameri, Claudia Cattoglio, Catherine Lachance, Alfredo Jose Florez Ariza, Jie Luo, Jonathan Humbert, Deepthi Sudarshan, Arul Banerjea, Maxime Galloy, Amélie Fradet-Turcotte, Jean-Philippe Lambert, Jeff A. Ranish, Jacques Côté, Eva Nogales

## Abstract

**INTRODUCTION:**

Covalent and noncovalent modifications of chromatin alter its structure and stability and are critical for the regulation of gene expression. The human Tat-interactive protein, 60 kDa (TIP60) complex, a fusion of the yeast nucleosome acetyltransferase of histone H4 (NuA4) and switch/sucrose nonfermentable related 1 (SWR1) complexes, is involved in both histone acetylation and H2A.Z-H2B histone exchange and is essential for cell viability, playing a role, among other cellular processes, in gene regulation and DNA double-strand break repair. Mutations in TIP60 have been linked to various disorders, including cancer and Alzheimer’s disease. However, we currently lack an understanding of its assembly and the mechanisms behind its dual functionality. TIP60 interacts with transcription factors and can be recruited to specific loci through its largest subunit, transformation/transcription domain-associated protein (TRRAP), which is shared with the Spt-Ada-Gcn5 acetyltransferase (SAGA) complex. How TRRAP is partitioned between these two large complexes and its specific role in TIP60 remain to be explored.

**RATIONALE:**

The human TIP60 complex has a molecular mass of >1.5 MDa and contains 17 or more distinct subunits organized in several functional modules that recognize and modify chromatin. In our study, we used biochemical assays, cryo–electron microscopy (cryo-EM), and cross-linking mass spectrometry (CX-MS) to investigate the coordination of TIP60 activities, elucidate its subunit organization, and shed light on its engagement with the nucleosome. Guided by our structural data, we conducted functional genomic assays in cells to reveal the role of the TRRAP module, the coordination of acetylation and histone exchange, and the regulation of gene expression across the genome.

**RESULTS:**

We show that the large E1A binding protein P400 (EP400), which contains regions corresponding to the Swr1 subunit of the yeast SWR1 complex and to the Esa1-associated factor 1 (Eaf1) subunit from the NuA4 complex, plays a scaffolding role within TIP60, directly partitioning into or interacting with its five functional modules: trimer independent of NuA4 involved in transcription interactions with nucleosomes (TINTIN), histone acetyltransferase (HAT), TRRAP, actin-related protein (ARP), and BASE modules. EP400 contains a distinct, extended region following the motor domain, including a segment that integrates within the ARP module and tethers the HAT module, and segments that bind to TRRAP. The HAT module is flexibly attached, and we found that although the acetyltransferase activity of TIP60 stimulates H2A.Z-H2B exchange, the reverse is not true. The ARP module, which is centrally located and coordinates the arrangement of the rest of the complex, presents a new position with respect to the hexameric AAA–adenosine triphosphatase compared with its counterparts, the SRCAP and SWR1 remodeling complexes. Upon binding to the nucleosome, the ARP module undergoes a conformational change reminiscent of but likely distinct from that observed for the SRCAP complex. We show that TRRAP engages with the Swi3, Ada2, N-Cor, and TFIIIB (SANT) domain and hydrophobic domain (HD) of the EP400 subunit through regions that are also used for interaction with the SAGA complex, thereby preventing the formation of hybrid complexes. Deletion of the SANT and HD domains of EP400 leads to the detachment of the TRRAP module, the relocalization of TIP60 in the genome, and a redistribution of H2A.Z and its acetylation that affects gene expression patterns.

**CONCLUSION:**

Our studies define the structural organization of TIP60, shed light on the coordination of H2A.Z-H2B exchange and histone acetylation activities, and demonstrate the functional importance of the TRRAP module in defining regions of activity in the genome. These findings contribute to our molecular understanding of TIP60 assembly and structure and are relevant to a variety of human diseases. ■

## Abstract (summary)

The human nucleosome acetyltransferase of histone H4 (NuA4)/Tat-interactive protein, 60 kilodalton (TIP60) coactivator complex, a fusion of the yeast switch/sucrose nonfermentable related 1 (SWR1) and NuA4 complexes, both incorporates the histone variant H2A.Z into nucleosomes and acetylates histones H4, H2A, and H2A.Z to regulate gene expression and maintain genome stability. Our cryo–electron microscopy studies show that, within the NuA4/TIP60 complex, the E1A binding protein P400 (EP400) subunit serves as a scaffold holding the different functional modules in specific positions, creating a distinct arrangement of the actin-related protein (ARP) module. EP400 interacts with the transformation/transcription domain-associated protein (TRRAP) subunit by using a footprint that overlaps with that of the Spt-Ada-Gcn5 acetyltransferase (SAGA) complex, preventing the formation of a hybrid complex. Loss of the TRRAP subunit leads to mislocalization of NuA4/TIP60, resulting in the redistribution of H2A.Z and its acetylation across the genome, emphasizing the dual functionality of NuA4/TIP60 as a single macromolecular assembly.

Alteration of the chromatin state to change the accessibility of DNA regions is carried out by protein complexes that either covalently modify histones or use adenosine triphosphate (ATP) hydrolysis to change the position and/or composition of nucleosomes, thus allowing eukaryotic cells to regulate replication, transcription, and DNA repair. Histone posttranslational modifications (PTMs), such as acetylation, can alter the interaction of histone tails with DNA and the acidic patch on nucleosomes and affect the availability of the tails for further modifications. Complex epigenetic cross-talk can be established by the recruitment of proteins containing reader modules for specific histone PTMs, including ATP-dependent chromatin remodelers and other histone modifiers. As an example, the essential yeast nucleosome acetyltransferase of histone H4 (NuA4) complex is recruited by transcription factors to acetylate histones H4 and H2A at gene promoters, allowing binding of other factors, recruitment of RNA polymerase II, and, in some contexts, stimulating the switch/sucrose nonfermentable related 1 (SWR1) chromatin remodeler. In turn, SWR1 uses ATP hydrolysis to replace canonical histone H2A with the H2A.Z variant in promoter-proximal nucleosomes (1, 2). In humans, the large NuA4 and SWR1 complexes have “merged” into a single supramolecular entity, the NuA4/TIP60 complex (referred to from here on as TIP60).

The human TIP60 complex has a molecular mass of >1.5 MDa and contains >17 distinct subunits, depending on cell type, which are distributed in several functional modules (3–8) (fig. S1A). TIP60 is essential for cell viability, as it participates in critical cellular processes, including gene regulation and DNA double-strand break repair. It also has critical functions guiding cell fate, being required for stem cell maintenance and renewal, regulating the cell cycle, differentiation, apoptosis, and autophagy, with increasing reports of its function in cell metabolism (6, 9–13). Furthermore, TIP60 plays critical roles in brain development and pathologies (9, 10, 14, 15), and mutations in this complex have been linked to neurodevelopmental disorders (16–19) as well as cancer (20–23). TIP60 can modify nucleosomes through covalent and noncovalent mechanisms by using its histone acetyltransferase (HAT) module and its E1A binding protein P400 (EP400) chromatin remodeler subunit, respectively. It can also recognize chromatin states through several reader domains for different histone marks (4, 24–31) (fig. S1A). The EP400 subunit contains regions corresponding to the Swr1 subunit of the yeast SWR1 complex and to the Esa1-associated factor 1 (Eaf1) subunit from the NuA4 complex (32). It harbors a switch 2/sucrose nonfermentable 2 (SWI2/SNF2) family adenosine triphosphatase (ATPase) motor that belongs to the inositol auxotrophy 80 (INO80) family of chromatin remodelers (25, 33). Whereas TIP60 is an apparent merge of yeast NuA4 and SWR1 complexes, another human complex, Snf2 related CREBBP activator protein (SRCAP), corresponds more closely to SWR1 (34) (fig. S1B). Depletion of EP400 or SRCAP has been shown to affect H2A.Z levels at specific genomic loci in vivo (15, 31, 35–37). Specific subunits shown to be essential for this histone exchange by the SWR1 complex, actin-related protein 6 (Arp6) and Zinc finger HIT-type containing 1 (ZNHIT1), are present within SRCAP but absent from TIP60 (fig. S1, A and B), suggesting distinct mechanisms for remodeling chromatin (38, 39). H2A.Z contributes to different gene regulation outcomes depending on the gene context and its modification status (2, 40, 41). Of note, H2A.Z acetylation is strictly dependent on NuA4 in yeast and TIP60 in mammals (9, 42–45). Of clear relevance for potential therapeutic strategies, a recent report showed that loss of EP400 is synthetic lethal with perturbation of the SWI/SNF remodeler in cancer cell lines (46), a link supported by CRISPR screens and cancer patient data. This study of cells lacking a functional SWI/SNF remodeler found that EP400 has a compensatory role, being required to reestablish chromatin accessibility at most promoters (46–48).

The structures of the yeast NuA4 complex (49–54) and members of the INO80 family of chromatin remodelers (33, 55–60) have been extensively studied, providing insights into their architecture and function. However, the structural organization of the human TIP60 complex, a hybrid complex comprising elements from both SWR1 and NuA4, remains unknown.

## Purified, native TIP60 complex coordinates H2A.Z exchange and acetyltransferase activities within a single complex

With the goal of structural and functional characterization of the TIP60 complex, we purified the native, endogenous complex from K562 cells that had been genome engineered to produce a tagged version of the enhancer of polycomb homolog 1 (EPC1) subunit specific to TIP60 (28). After tandem-affinity purification from nuclear extracts, biochemical and mass spectrometry (MS) analysis showed the presence of 17 distinct subunits (Fig. 1B). We used the purified fractions to test the activity of the native complex to replace H2A with H2A.Z in nucleosomes. Swapping assays on recombinant dinucleosomes showed incorporation of H2A.Z in an ATP-dependent fashion (Fig. 1C and fig. S1E). This activity was similar to that obtained with the native SRCAP complex purified in parallel (fig. S1, C to F). Thus, our results indicate that the absence of Arp6 and ZNHIT1 (Vps71 in yeast SWR1) in TIP60 (fig. S1, A and B) does not affect its ability to incorporate H2A.Z, suggesting a mechanism of remodeling distinct from that of the yeast SWR1 and human SRCAP complexes. Next, we determined whether the H2A.Z exchange activity could be stimulated by the acetyltransferase activity and observed a marked increase in H2A.Z exchange when acetyl–coenzyme A (CoA) was present in the reaction (Fig. 1C, last lane). However, the HAT activity was not affected by the H2A.Z exchange activity, as the presence of ATP and H2A.Z dimers did not affect the reaction (Fig. 1D). These results indicate that acetyltransferase activity can substantially boost H2A.Z histone exchange, although the converse is not true. Coupled with previous reports by us and others that the yeast SWR1 complex can more efficiently incorporate H2A. Z into nucleosomes preacetylated by NuA4 (61, 62), our current findings underscore the coordination between a chromatin modifier and an ATP-dependent remodeler across different species, which, in the metazoan case, reside in a single protein complex.

## Overall structure of the human TIP60 complex

Purified TIP60 was mildly crosslinked and used for cryo–electron microscopy (cryo-EM) characterization (fig. S2). Two-dimensional (2D) class averages displayed a well-defined density corresponding to less than half of the expected mass of the complex and an associated halo of blurred density indicative of large flexibility for the other half (fig. S2C). We were able to generate a density map with an overall resolution of 5.3 Å of what we refer to as the P400 subcomplex, which includes the ARP and BASE modules (Fig. 1, E and F, and fig. S2). Local refinement led to a reconstruction of the ARP and BASE modules with a resolution of 3.3 Å into which we built atomic models for EPC1, DNA methyltransferase 1–associated protein 1 (DMAP1), actin beta (ACTB), part of the large EP400 subunit, two copies of BRG1-associated factor 53a (BAF53a), and three copies of alternating RuvB-like 1 (RUVBL1) and RUVBL2 forming the heterohexameric AAA+ (ATPases associated with diverse cellular activities) ring, (Fig. 1, A, E, and F, and fig. S3, A and B). Using focused classification and refinement, we also identified a distinct density proximal to the EP400 ATP-dependent motor corresponding to the vacuolar protein sorting 72 homolog (VPS72 or YL-1) chaperone subunit bound to an H2A.Z-H2B dimer (Fig. 1, A, E, and F, and figs. S2, D and E, and S3C). Although a crystal structure has been reported for VPS72 bound to the H2AZ-H2B dimer (63, 64), this module has been absent from previous structural studies of the yeast SWR1 or human SRCAP complexes (33, 56, 57, 60, 65).

Our structural model of the endogenous TIP60 complex does not include the trimer independent of NuA4 involved in transcription interactions with nucleosomes (TINTIN) module, and only a small segment of the HAT module could be traced (EPC1), as they are flexibly tethered to the rest of the complex. The TINTIN module was expected to be flexibly attached to the rest of the complex through the EP400 N-terminal domain (NTD) (30, 49, 52). As is also the case for the yeast NuA4 complex, the HAT module is flexibly tethered to the P400 subcomplex through a previously identified region within EPC1 (49–54). AlphaFold (66, 67) predicts that region to be connected to the rest of the HAT by a long, unstructured segment of 140 amino acids (fig. S2I). We found that our reconstructions did not include density for the transformation/transcription domain-associated protein (TRRAP) either. TRRAP (Tra1 in yeast), which is the largest subunit in the complex and is involved in its recruitment by transcription factors (68), is a major feature in all structural studies of the yeast NuA4 (49–54). It is shared with the SAGA complex, and the structure of human SAGA also features prominently the cradle shape of TRRAP (69, 70). Even after extensive data processing, we could only see weak, blurred density near the ARP module of EP400 that could possibly correspond to TRRAP flexibly attached to the rest of the complex (fig. S2C). To overcome this challenge, we generated a new cell line guided by our EP400 structure and chemical cross-linking mass spectrometry (CX-MS) data (Fig. 1F and fig. S4A) in which we expressed a tagged truncation of EP400 containing just the C terminus after the ATPase domain (amino acid 2188 to 3159). We used this construct for isolation of the endogenous TRRAP module (fig. S5) and obtained a 3.4-Å map of this module that enabled us to build an atomic model (Fig. 1, A, E, and F, and figs. S3D and S6). The density accounts only for the TRRAP subunit itself and two fragments of EP400 (Fig. 1A), indicating that all other components are highly flexible relative to the TRRAP module or do not associate with the EP400 C-terminal region, as indicated by the biochemical analysis of the purified fraction (fig. S5). By combining our structural and CX-MS data, we propose an overall architecture for the human TIP60 complex (Fig. 1E; for representative regions of the maps and corresponding models for different subunits, see fig. S7).

We also reasoned that unresolved, flexibly attached density present in the endogenously purified TIP60 complex could be reducing the accuracy of our image alignments and therefore the final resolution of our structure. Thus, we decided to reconstitute the P400 subcomplex, guided by our initial model of the endogenous complex, for further analysis. The more homogenous nature of the reconstituted P400 subcomplex led to a 2.6-Å cryo-EM density that allowed us to accurately assess the structural components, especially around the hexameric AAA-ATPase ring (figs. S3E and S8). Of note, the improvement in resolution and purifications of helicase-SANT–associated (HSA) mutants allowed us to confirm the presence of a second BAF53a (in addition to the one in the ARP module) bound to the HSA rather than ACTB (figs. S3F and S8, G and H), which is in contrast with the additional ACTB subunit that has been proposed to bind to the HSA domain in the SWR1 and SRCAP complexes (60, 71).

## Subunit arrangement around the EP400 scaffold

TIP60 consists of five modules, including TINTIN, HAT, TRRAP, ARP, and BASE, each with distinct functions (Fig. 1, A and F). Within the complex, the EP400 protein functions as a major scaffold, making interactions with all the functional and structural modules (Fig. 1F), a role similar to that of the Eaf1 subunit in the yeast NuA4 complex and of the Swr1 subunit in the SWR1 complex, the two subunits of which EP400 is a merge (32, 49, 50, 53, 54, 57). As it organizes the TIP60 complex, the EP400 protein is structured into 10 consecutive domains (Fig. 1, A and F) with distinct interaction partners. Although the NTD domain of EP400 is not visible in the structure, our prior work showed that this segment is a part of the TINTIN module along with proteins MRG15/X, MRGBP, and BRD8 (30). Those previous findings are consistent with our subcomplex purification using an N-terminal EP400 truncation (before the ATPase domain, amino acid 1 to 1000) and with our CX-MS results (figs. S4A and S5). Following the unresolved N-terminal domain of EP400 and preceding its motor domain, the pre-HSA region and a portion of HSA interact with DMAP1, ACTB, and one BAF53a subunit, collectively forming the ARP module (Fig. 1E–F).

The ATP-dependent motor and the insertion domain of EP400 together with the hexameric AAA-ATPase constitute most of the BASE module of the TIP60 complex below the ARP module (Fig. 1, E and F). In contrast to other members of the INO80 family (33, 55, 57, 58), EP400 contains a distinct, extended region following the motor domain that can be subdivided into five distinct structural domains: the postmotor domain (PMD), Linker, SANT domain, hydrophobic domain (HD), and the glutamine and proline (QP)–rich domain (Fig. 1, A and F). The PMD of EP400 folds back toward the N terminus, integrating itself into the ARP module and contributing to the surface that tethers the HAT module to the rest of the complex (Fig. 1F). Following a long, disordered linker, the SANT and HD domains of EP400 interact directly with the TRRAP module, linking it flexibly to the rest of TIP60 (Fig. 1F). The QP-rich domain, predicted to be disordered, is not observed in our structure.

The scaffolding role of EP400 agrees with our observation that isolation of the endogenous TIP60 complex using N- or C-terminal truncations of EP400 results in copurification with either the TINTIN and ARP modules or the TRRAP module, respectively (fig. S5). However, we were unable to copurify the HAT module with either the N- or C terminus of EP400 (fig. S5). This result is explained by our structure, as the HAT module is tethered to the rest of the complex by a short fragment of EPC1 that is sandwiched between the HSA and PMD of EP400, thus requiring both the N- and C-terminal halves of EP400 for binding.

Mutations in EP400 have been linked to schizophrenia in the Japanese population (72) that can now be mapped to different parts of the protein within our structure. Among them, rare missense variants are found in the HSA, motor, insertion, PMD, and SANT regions (fig. S9).

## The ARP module is a central hub for functional elements within TIP60

In the TIP60 complex, the ARP module plays a central role connecting to all other structural and functional modules (Fig. 2A), in contrast to its peripheral location in the yeast NuA4 and SWR1 complexes (49, 50, 53, 54, 57). Regions of EP400 within the module connect through flexible tethers with the TINTIN and TRRAP modules and more rigidly with the BASE module (Fig. 2A, left). The flexibly attached HAT module is tethered to the rest of the complex by a short fragment of its EPC1 subunit. Within the ARP module, the HSA of EP400 functions as a “pillar” that is surrounded by BAF53a, ACTB, DMAP1, and EPC1 (Fig. 2A, right), leaving the other half of HSA exposed to the solvent (Fig. 1, E and F). This feature contrasts with what is observed in the NuA4 complex, where the HSA is completely buried within the ARP module (49, 50, 53, 54). By contrast, in the INO80 and SRCAP complexes and also predicted for SWR1 (structural analysis has not visualized it, probably owing to flexibility), the HSA is fully exposed and can interact with nucleosomal DNA (57–60, 73, 74), contributing to the interaction of these complexes with the nucleosome. Thus, it seems that by integrating the acetylation and remodeling functions of the NuA4 and SWR1 complexes into a single entity, the HSA and ARP modules of TIP60 have evolved distinct structures and functions compared with their counterparts that possess only one of these activities.

Of the 48 amino acids of EPC1 visible in our structure (amino acid 432 to 479), a short segment (amino acid 457 to 464) interacts with a negatively charged cavity created by EP400 and DMAP1 through four positively charged residues that form salt bridges and hydrogen bonds with the cavity (Fig. 2B). This interaction was confirmed by the expression of a truncated N-terminal portion of EPC1 ending at R464, which was sufficient to anchor the HAT module to the rest of the TIP60 complex (Fig. 2F and fig. S10). It is also consistent with our EP400 truncation experiments, in which neither the N- nor C-terminal regions of EP400 in isolation could anchor the HAT module to the complex (fig. S5), emphasizing the requirement for both regions in the tethering of the HAT module. A similar tethering principle for the HAT has been observed for the yeast NuA4 complex (49, 50, 53, 54).

The pre-HSA helix of EP400 plays an important role within the core of the ARP module, where it is sandwiched between DMAP1 and the PMD of EP400 (Fig. 2A, right). Specifically, R807 and H811 in the pre-HSA interact with D168 and K131 in DMAP1, respectively (Fig. 2C), whereas R807 and K809 of the pre-HSA interact with Y2261 and with D2259 and I2260 of the PMD, respectively (Fig. 2D). Notably, the R807 residue of the pre-HSA, which participates in interactions with both DMAP1 and the PMD, has been identified as a cancer-associated mutation (R807H) (Fig. 2, C and D) (47). Additionally, D162 and R170 in the SANT domain of DMAP1 form salt bridges and hydrogen-bond interactions with R426 and D184 of BAF53a, respectively (Fig. 2E). The structural importance of these interactions was suggested when expression of DMAP1 lacking its SANT domain (amino acid 149 to 199) resulted in its dissociation from EP400 (and SRCAP) while retaining its association with the H3K27ac-reader YEATS4 subunit (Fig. 2G and fig. S11, A to B). Alanine substitutions at DMAP1 conserved residues L169, R170, and F171 detached it from both the SRCAP and TIP60 complexes, whereas L160, F161, and D162 substitutions did not (fig. S11, C and D). D190, L191, and K192 substitutions in DMAP1 selectively disrupted its interaction with SRCAP while preserving its association with TIP60 (Fig. 2G), corroborating the specific interaction of this part of the DMAP1 SANT domain with SRCAP rather than with EP400 (60).

It is notable that although the ARP modules of the human TIP60 and yeast NuA4 complexes exhibit considerable structural similarity (fig. S12), aligning the complexes on their ARP modules shows that the Tra1 module of yeast NuA4 would overlap in position with the hexameric AAA-ATPases of TIP60 (Fig. 2H) (49). Thus, TIP60 adopts a distinct architecture from that of yeast NuA4 despite sharing a similar ARP module and the TRRAP or Tra1 subunit.

## Arrangement of subunits around the hexameric AAA-ATPase ring

The 2.6-Å cryo-EM density of the reconstituted P400 subcomplex allowed us to visualize distinct features concerning the arrangement of subunits around the hexameric AAA-ATPase ring of the TIP60 complex (Fig. 3, A to C). In the yeast SWR1 and human SRCAP complexes, the Arp6 subunit, which is not present in the TIP60 complex, interacts directly with the hexameric AAA-ATPase ring and engages the nucleosome core together with their respective motor (Fig. 3D, army green, center and right, respectively) (57, 60, 65). In addition, the TIP60 and SRCAP complexes contain an ARP module, not visible in the SWR1 structure (57), that is flexibly positioned away from the hexameric AAA-ATPase ring in the SRCAP structure (55, 57, 58) (Fig. 3D, aqua, right). By contrast, the ARP module within TIP60 is closely attached to the hexameric ring (Fig. 3, B and D, left) and in a location also completely different from that of Arp6 in the SWR1 and SRCAP complexes (Fig. 3D, center and right) (57, 60). Our structure shows that a fragment of the EP400 insertion domain (EP400_Loop) buds out of the hexameric ATPases ring and forms a series of interactions with the VPS72 C terminus and DMAP1 in the ARP module that positions it distinctly within TIP60 (Fig. 3C). The EP400_Loop is situated on the periphery of the interaction surface between the ARP and the BASE modules, whereas the VPS72 C terminus occupies a central position at the interface of the ARP and BASE modules (Fig. 3, B and C, top, and D, left). Specifically, E1474 and K1457 in the EP400_Loop form salt bridges with R314 and D307 in the VPS72 C terminus, respectively; the main chain of V1467 in the EP400_Loop forms a hydrogen bond with K91 of DMAP1 (Fig. 3C, top); and A1460, L1463, and F1464 of the EP400_Loop establish hydrophobic interactions with a cleft between DMAP1 and VPS72 C terminus (Fig. 3C, bottom). In agreement with the contacts identified in our structure, deletion of the P400_Loop substantially compromised the stability of the ARP module’s interaction with the BASE module (fig. S13, A and F). Cryo-EM analysis of this truncated complex showed that in 60% of the particles, the ARP module had dissociated from the BASE module (fig. S13F). In the remaining particles, the ARP module was retained but exhibited markedly increased flexibility (fig. S13, F and G). Of notice, mutation of the VPS72 C terminus led to a complete detachment of the ARP module from the BASE module, highlighting its essential role in mediating the engagement of the ARP module with the rest of the complex (fig. S13, B, E, and H). Moreover, the mutation of the VPS72 C terminus leads to the detachment of the VPS72-H2A.Z-H2B module, whereas this is not the case with the EP400_ Loop mutation (fig. S13, A to C), emphasizing the structural importance of the VPS72 C terminus.

## Structural differences between the human SRCAP and TIP60 complexes in the context of nucleosome engagement

Given the partial functional and compositional overlap between the TIP60 and SRCAP complexes, it is important to compare their structures and to establish their differences, especially concerning elements involved in nucleosome engagement. In contrast to what we have seen for the TIP60 complex, when not bound to the nucleosome, the SRCAP structure appears to be substantially more flexible with respect to some common components, and its structural description is missing the SRCAP_Loop, the VPS72 C terminus, and the ARP module (fig. S14, middle) (60). By contrast, in the TIP60 complex, the ARP module’s position is fixed by the P400_Loop and VPS72 C terminus, which are themselves anchored around the hexameric AAA-ATPase ring.

The recently reported structure of the SRCAP complex upon nucleosome engagement shows how Arp6 and ZNHIT1, along with the SRCAP motor and its flexibly tethered ARP module, extensively interact with the nucleosome (60), encircling it (Fig. 3D, right). In this SRCAP-nucleosome structure, ZNHIT1, which is absent in the TIP60 complex, interacts with both the H2A-H2B dimer and the DNA of the nucleosome (60). Notably, when the motor domain of EP400 is aligned with that of the SRCAP–nucleosome core particle (NCP), their ARP modules appear in completely different positions (fig. S14).

To gain information on how TIP60 engages with the nucleosome, we conducted CX-MS analysis of our P400 subcomplex in the presence of nucleosomes and adenosine-5’-(γ-thio)-triphosphate (ATPγS) (fig. S4B). As expected, we observed a number of cross-links between the nucleosome and the EP400 motor. Additionally, the ARP module, particularly the DMAP1 subunit located on the distal side from the motor in the structure of the unbound complex (Fig. 3B), exhibited multiple cross-links with the nucleosome (fig. S4B). This result suggests that the ARP module of the P400 subcomplex likely undergoes large conformational changes to bind the nucleosome, as is the case for the SRCAP complex (60). Given that the TIP60 complex shares a number of subunits with the SRCAP complex, we mapped the cross-links identified in our P400-NCP between DMAP1, BAF53a, and ACTB and the nucleosome core onto the SRCAP-NCP structure (fig. S4C). The analysis shows that 10 of the 11 cross-links between these subunits of TIP60 and the nucleosome are not compatible with the SRCAP-NCP structure. This result suggests that although the ARP module of TIP60, like that in SRCAP, may undergo conformational changes to interact with the nucleosome, it likely utilizes a distinct mode of interaction. We propose that this distinct mode of engagement may be because the ARP module also needs to serve an additional scaffolding role in the larger, bifunctional TIP60 complex (Figs. 1E and 2A).

## Incorporation of TRRAP into the TIP60 complex

Purification of the complex by using the C-terminal segment of EP400 (amino acids 2188 to 3159) allowed us to obtain a structure of the TRRAP module in TIP60 (Figs. 1, E and F, and 4A and figs. S3D and S6). Only 137 amino acids of EP400 were resolved in our structure in addition to TRRAP itself. This fragment of EP400 corresponds to the SANT and HD domains, which interact with the focal adhesion targeting (FAT) and Huntington, elongation factor 3, PR65/A, TOR (HEAT) domains of TRRAP (Fig. 4A). Within the triangle-shaped SANT domain, residues H2397, R2413, H2464, and K2469 anchor two ends of the triangle to two acidic patches within the FAT and HEAT domains, whereas D2406, in the middle of the SANT domain, interacts with a positively charged patch of TRRAP (Fig. 4C). Sequence alignment of the SANT domains across species shows conservation of the amino acids involved in these interactions (fig. S15) (75). Of particular interest, H2397L and R2413Q have been identified as cancer-associated mutations (47). Following the SANT domain, the HD domain of EP400 interacts with the phosphatidylinositol-3 kinase-related kinase (PIKK)–like domain of TRRAP through hydrophobic interactions involving residues L2498, I2503, Y2505, L2509, P2511, and I2512. (Fig. 4D). These two binding surfaces overlap with the region of TRRAP interacting with the rest of the human SAGA complex (Fig. 4B), thus preventing the formation of hybrid assemblies between TIP60 and SAGA through a commonly incorporated TRRAP (69, 70).

The robust interactions of the SANT and HD domains with TRRAP tether it securely to the rest of the TIP60 complex (Fig. 4, A, C, and D). Guided by this structural information, we generated a cell line where the SANT and HD domains were removed from the EP400 protein, which should result in the detachment of the TRRAP module from the complex (fig. S16). Biochemical assays corroborated the TRRAP module detachment, whereas the TINTIN and HAT modules still copurified with the P400 subcomplex (Fig. 4E), as predicted by our structure. The TRRAP-interacting elements in EP400 are preceded by a region of 87 amino acids predicted to be unstructured (66, 67), thus allowing the TRRAP module a wide range of motions with respect to the rest of the complex (Fig. 1, E and F, and fig. S2C). By contrast, in the yeast NuA4, the ARP module has extensive interactions with Tra1 (49–54), rigidly positioning these two modules with respect to each other (Fig. 2H, right). In the human SAGA complex, TRRAP is also well anchored with respect to the core of that complex (Fig. 4B, right) (69, 70). Thus, the flexible linker in EP400 enables the TRRAP module to exhibit a much greater range of movement compared with that in those two complexes. Given that recruitment to specific genome loci is mediated by interaction of TRRAP with transcription factors, such as TP53, E2F, and c-Myc (76–82), the flexible tether in TIP60 would extend the reach of other functional modules within the complex that interact and modify chromatin further away from the site of recruitment, possibly allowing the complex to better adapt to the local 3D chromatin structure. TIP60 is enriched at active enhancers in stem cells, and this long reach of functional domains could potentially allow chromatin modifications and H2A.Z incorporation not only in cis configuration but also at promoters brought in close proximity to the enhancer, with possible effects on gene activation (83, 84).

## Loss of the TRRAP recruitment module leads to H2AZ redistribution in the genome

To assess our structural results concerning the attachment of TRRAP to the complex and its functional importance, we created a cell line that would allow us to analyze the impact of disruptive mutations in the complex on the incorporation of H2A.Z and its acetylation in the genome as well as possible effects on gene expression. Because *EP400* is an essential gene, we produced a cell line for acute depletion of endogenous EP400 using CRISPR and the degradation tag (dTAG) approach in K562 cells to minimize indirect effects often seen with small interfering RNA (siRNA)–mediated knockdowns (validation of homozygous tagging and depletion, fig. S16, A and B). We then produced clones that expressed wild-type (WT) or mutant EP400 from the *AAVS1* safe harbour locus (fig. S16C). This system allowed us to perform functional genomic studies by fully depleting the endogenous EP400 protein and complementing it with either WT or mutant EP400 in which interaction with the TRRAP module is lost by deletion of the SANT and HD domains. 

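ChIP-seq was carried out in K562 cells, a human chronic myeloid leukemia line, in which endogenous EP400 carries a tag that lets the small molecule dTAG-V1 trigger its degradation. The cells were complemented with WT EP400 or with EP400 lacking the region that binds TRRAP (ΔTRRAP), with 1 clone used for each line, and were treated with 500 nM of the degrader for 24 h. The 12 libraries are 2 biological replicates each of input chromatin, H2A.Z ChIP and H2A.Zac ChIP in the WT line and in the ΔTRRAP line. The authors aligned the reads to hg38, merged the replicates of each condition, and compared the lines with MACS2 bdgdiff, which scales both to the same effective depth and assigns each region to a class by a log10 likelihood ratio with a cutoff of 3. They kept regions of which at least 25% lay in peaks reproducible between replicates at an IDR of 0.05. Each mark is thus described by a list of regions higher in WT (lost in ΔTRRAP), a list of regions higher in ΔTRRAP (gained) and a list of unchanged regions. The authors' deposited lists hold 63442 regions for H2A.Z and 94586 for H2A.Zac. The median width of the lost, gained and unchanged regions is 525, 449 and 699 bp for H2A.Z and 702, 664 and 735 bp for H2A.Zac. A region carries a single value, the authors' likelihood ratio, and neither read counts nor values per replicate, so the depth of the libraries is unknown here and no spread between replicates or test across conditions can be given. Shares of regions are given with Wilson 95% confidence intervals, which cover counting error only. Because neighboring regions are not independent, the range of a share with each chromosome left out in turn is given as well. The WT set of a mark is the unchanged and lost regions together, and the ΔTRRAP set is the unchanged and gained regions together. A region was taken as TSS-proximal when it overlapped a 2-kb window centered on the TSS of a gene in GENCODE release 44, a later release than the one named in the paper, and otherwise as TSS-distal. Enhancer-proximal regions were not analysed here.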

We examined the distribution of H2A.Z throughout the genome as well as its acetylation, which is the best indicator of Tip60 HAT activity, as it is its main writer (9, 43, 44). 

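Of the 54477 H2A.Z regions of the WT set, 41254 had at least 25% of their length covered by H2A.Zac regions of the WT set, a share of 75.7% (Wilson 95% confidence interval, 75.4 to 76.1%). With each chromosome left out in turn, the share stayed between 75.1 and 76.3%. When the H2A.Z regions were moved around each chromosome by a random offset, 1000 such shifts gave a median share of 3.07% and at most 4.25%. In ΔTRRAP, 39273 of 50850 H2A.Z regions overlapped H2A.Zac regions, a share of 77.2% (76.9 to 77.6%), so the 2 intervals do not meet, but the difference between the lines has no replicate check. The reverse share was lower in both lines. In WT, 42355 of 69742 H2A.Zac regions (60.7%, 60.4 to 61.1%) overlapped an H2A.Z region, and in ΔTRRAP this was 43318 of 70104 (61.8%, 61.4 to 62.2%). Among the alternatives tried, requiring at least 50% of a region's length moved the share of H2A.Z regions in WT most, to 71.2%.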

The chromatin immunoprecipitation sequencing (ChIP-seq) data indicate that H2A.Z signals largely overlap with acetylated H2A.Z in the genome (nearly 80% of the peaks), supporting the combined action of Tip60 and EP400 within the complex (fig. S17,A and B). 

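Over the whole genome, the authors' deposited lists hold 24482 H2A.Zac regions lost in ΔTRRAP, 24844 gained and 45260 unchanged. Gained regions thus made up 50.4% of the changed regions (Wilson 95% confidence interval, 49.9 to 50.8%), and between 50.0 and 51.1% with each chromosome left out in turn. The lost regions covered 21.4 Mb and the gained regions 21.9 Mb. The balance differed between TSS-proximal and TSS-distal regions. Near a TSS, 9404 H2A.Zac regions were gained and 5303 were lost, a gained share of 63.9% (63.2 to 64.7%; 63.5 to 64.9% with each chromosome left out). Away from TSSs, 15440 were gained and 19179 were lost, a gained share of 44.6% (44.1 to 45.1%). Among all lost H2A.Zac regions 21.7% were TSS-proximal, against 37.9% of the gained and 38.1% of the unchanged regions. The balance also depended on the cutoff. Among regions with a log10 likelihood ratio of at least 10, the gained share was 40.7% over the genome and 46.0% near a TSS, so that lost regions outnumbered gained ones in both. These counts come from 1 comparison of merged replicates, and their variation between replicates is not known. Both lines were scaled to the same effective depth, so a loss or gain shared by the whole genome would not show in this balance.

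**Figure D1:**
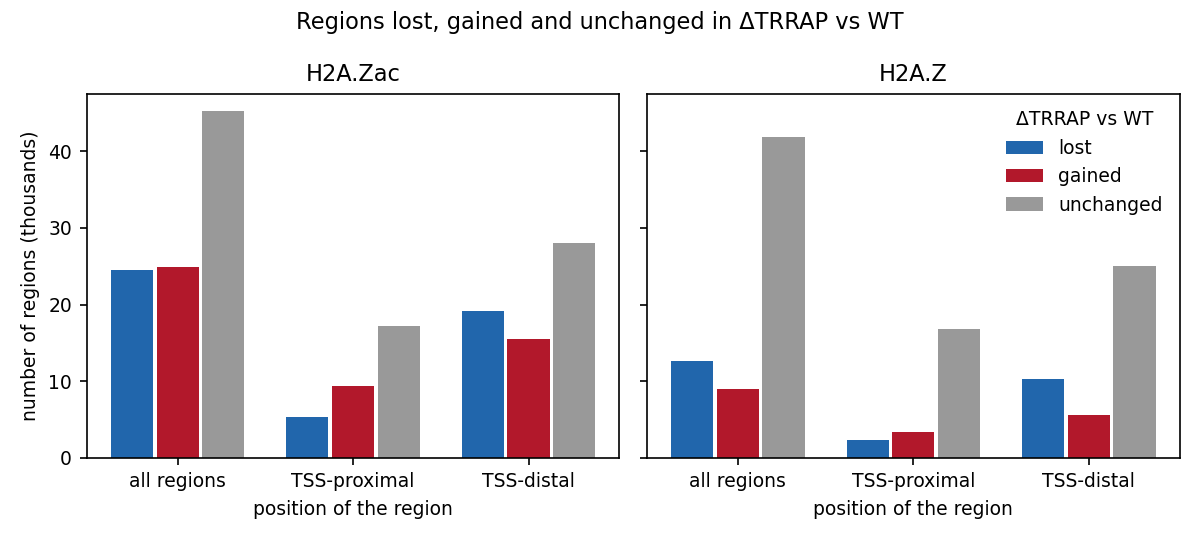
Number of H2A.Zac regions (left) and H2A.Z regions (right) that were lost, gained or unchanged in ΔTRRAP compared with WT, for all regions, TSS-proximal regions and TSS-distal regions. The bars for all lost and all gained H2A.Zac regions, 24482 and 24844, have nearly the same height, whereas near a TSS the gained bar (9404) is above the lost bar (5303).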

When TRRAP is lost from the complex, the number of regulatory regions that lose acetylated H2A.Z (H2A.Zac) signal is similar to the number of regions that gain signal (Fig. 5, A and B, and fig. S17, A to D). Regions that gain H2A.Z and H2A.Zac (H2A.Z/H2A.Zac) in the absence of TRRAP tend to have lower signal in WT conditions (Fig. 5, A and B, and fig. S17, B to D). 

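The lists give no signal level in WT, so all that was counted here is whether a region of the other mark was called. A WT H2A.Z region covered at least 25% of the length of 11416 of the 24844 gained H2A.Zac regions, or 46.0% (Wilson 95% confidence interval, 45.3 to 46.6%). The share was 55.0% (54.4 to 55.6%) for lost H2A.Zac regions and 63.8% (63.4 to 64.3%) for unchanged ones. With each chromosome left out in turn, it ranged from 45.7 to 46.4% for gained regions and from 54.0 to 55.4% for lost regions. The order of lost and gained regions depends on which set is used. The WT set of H2A.Z holds the lost regions and leaves out the gained ones, and where both marks changed they nearly always changed in the same direction. With the ΔTRRAP set, which holds the gained regions and leaves out the lost ones, lost and gained regions changed places, with 57.1% (56.5 to 57.7%) of the gained and 36.4% (35.8 to 37.0%) of the lost H2A.Zac regions on an H2A.Z region. Unchanged H2A.Zac regions had the highest share with this set as well, at 64.4% (63.9 to 64.8%), and the cause of the lower share of both changed classes was not tested. Counted against unchanged H2A.Z regions alone, the share was also higher for gained than for lost H2A.Zac regions. In the other direction, a WT H2A.Zac region overlapped 28.5% (27.6 to 29.5%) of the gained and 73.1% (72.3 to 73.9%) of the lost H2A.Z regions, and a ΔTRRAP H2A.Zac region overlapped 81.0% (80.2 to 81.8%) of the gained and 13.7% (13.1 to 14.3%) of the lost ones. For unchanged H2A.Z regions the shares were 76.5% (76.1 to 76.9%) and 76.4% (76.0 to 76.8%). A gained region can also hold signal in WT, so these shares describe which regions were called and do not measure the level of either mark in WT. From the lower WT signal at regions that gain both marks, and from gene expression, the paper proposes that without TRRAP the complex is no longer recruited to some loci and acts at sites that had little H2A.Z and H2A.Zac before. It then measured EP400 itself by ChIP-qPCR, which appeared at the DACH1 TSS and decreased at the CCND1 TSS without TRRAP.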

Analysis of differentially expressed genes (DEGs) in the mutant cells shows that down-regulated genes tend to be highly expressed in WT conditions compared with genes that are unchanged, whereas genes that are up-regulated tend to be much less expressed in WT conditions (Fig. 5C and fig. S18C). Correlating expression and H2A.Z/H2A.Zac enrichment indicates that genes that are down-regulated in the mutant show a decrease of H2A.Z/H2A.Zac, whereas those that are up-regulated show an increase (Fig. 5D and fig. S17E). These results suggest that, in the mutant lacking TRRAP, TIP60 recruitment is lost at specific loci, which have high levels of H2A.Z/H2A.Zac and high expression in WT conditions, whereas the complex can mislocalize and act at new genomic sites that had low levels of H2A.Z/H2A.Zac and low expression in the WT but gained both in the mutant. Genes that are down-regulated and showing a drop in H2A.Z/H2A.Zac in the mutant cells are enriched in targets of transcription factors previously linked to the function of TIP60 or TRRAP as a coactivator, including MYC, E2F, HIF1a, and RelA (fig. S18D) (76, 78–82, 85, 86). 

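CCND1 (ENSG00000110092) lies on the plus strand of chromosome 11 of hg38 from 69641156 to 69654474 and has 5 exons in its canonical transcript. Within the gene and 10 kb to each side, the lists hold 3 H2A.Z regions and 2 H2A.Zac regions. The H2A.Zac region that spans the TSS reaches from 69640106 to 69643491, over exons 1 and 2 into intron 2, and is in the list of lost regions with a log10 likelihood ratio of 38.3 in the authors' deposited lists. A second lost H2A.Zac region, from 69638289 to 69639738, ends 1.42 kb upstream of the TSS, with a deposited ratio of 13.3. For H2A.Z, the region over the TSS, from 69640442 to 69642421, was lost with a deposited ratio of 11.2, and so was the upstream region from 69638489 to 69639009, with a deposited ratio of 7.61. The remaining H2A.Z region, from 69642924 to 69643433 over exon 2, was unchanged. The region over the TSS holds 1980 bp for H2A.Z and 3386 bp for H2A.Zac. The sequence of the sense strand from 30 bases upstream to 30 bases downstream of the annotated TSS is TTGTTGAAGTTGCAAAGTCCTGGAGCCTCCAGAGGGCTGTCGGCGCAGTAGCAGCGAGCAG. In the 5-Mb window that holds the gene, from 65 to 70 Mb, 43 of 117 changed H2A.Z regions and 138 of 268 changed H2A.Zac regions were gained, so the losses at CCND1 are not part of a stretch in which nearly all changed regions were lost.

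**Figure D2:**
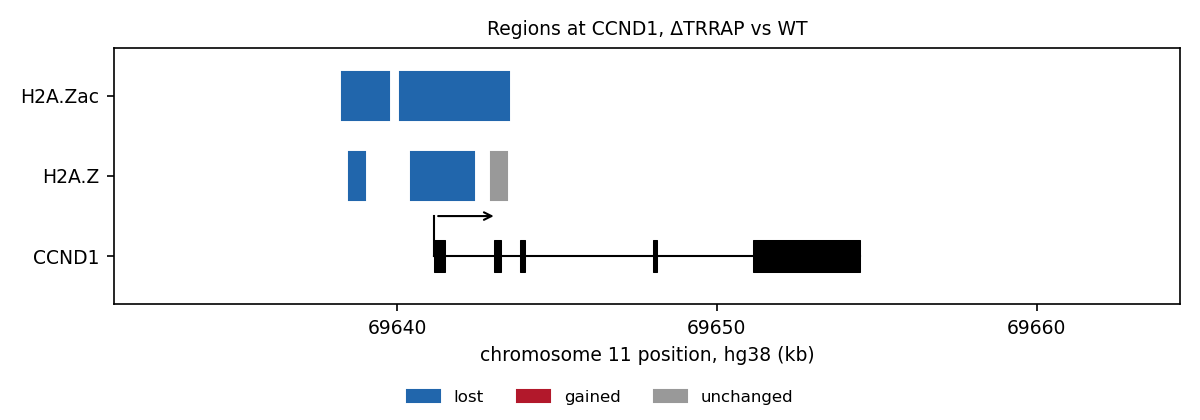
Map of CCND1 and 10 kb to each side on chromosome 11 of hg38 (position in kb), with exons as black boxes, an arrow at the TSS in the direction of transcription, and each called region as a box coloured by its class in ΔTRRAP compared with WT. Both H2A.Zac regions and 2 of the 3 H2A.Z regions are lost, and the H2A.Z region over exon 2 is unchanged.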

An example is the gene for Cyclin D1 (*CCND1*), which shows loss of H2A.Z/H2A.Zac and transcription in the mutant cells (Fig. 5E and fig. S17G) (87). 

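TERT (ENSG00000164362) lies on the minus strand of chromosome 5 of hg38 from 1253147 to 1295068, with 16 exons in its canonical transcript. Within the gene and 10 kb to each side, the lists hold a single region, an H2A.Zac region from 1294353 to 1295591 that spans the TSS and reaches over exon 1 into exon 2. It is in the list of lost regions, with a log10 likelihood ratio of 10.8 in the authors' deposited lists. No H2A.Z region of any class was listed in that interval, so the lists give no H2A.Z change for TERT. The gene sits in the 5-Mb window at the start of the chromosome, from 0 to 5 Mb, where 0 of 30 changed H2A.Z regions and 6 of 50 changed H2A.Zac regions were gained.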

The MYC-regulated *TERT* gene (88) follows the same trends in the mutant cells compared with WT conditions (fig. S17, F and H). The *DACH1* tumor-suppressor gene (89), by contrast, shows the reverse effect, with the appearance of H2A.Z/H2A.Zac and transcription in the mutant cells (Fig. 5F).

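DACH1 (ENSG00000276644) lies on the minus strand of chromosome 13 of hg38 from 71437966 to 71867204 and has 11 exons in its canonical transcript. Within the gene and 10 kb to each side, the lists hold 7 H2A.Zac regions, all gained, with log10 likelihood ratios from 52.8 to 75.4 in the authors' deposited lists. The widest, from 71863584 to 71868132 (4549 bp), spans the TSS and exon 1. Of the others, 5 are in introns, between 20.2 and 278.7 kb from the TSS, and the last lies 9.66 kb upstream of it. For H2A.Z, the lists hold 2 gained regions, from 71864884 to 71866009, mostly in intron 1 and reaching the end of exon 1, and from 71867515 to 71867826 just upstream of the TSS, with deposited ratios of 11.5 and 5.58. Between them, an H2A.Z region from 71867066 to 71867503 that spans the TSS is in the unchanged list, so H2A.Z was called at the DACH1 TSS in both lines. The sequence of the sense strand from 30 bases upstream to 30 bases downstream of the annotated TSS is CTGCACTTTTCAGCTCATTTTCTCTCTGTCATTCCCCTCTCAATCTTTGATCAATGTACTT. The 5-Mb window that holds the 5′ end of the gene, from 70 to 75 Mb, is nearly uniform, with 15 of 16 changed H2A.Z regions and 41 of 45 changed H2A.Zac regions gained.

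**Figure D3:**
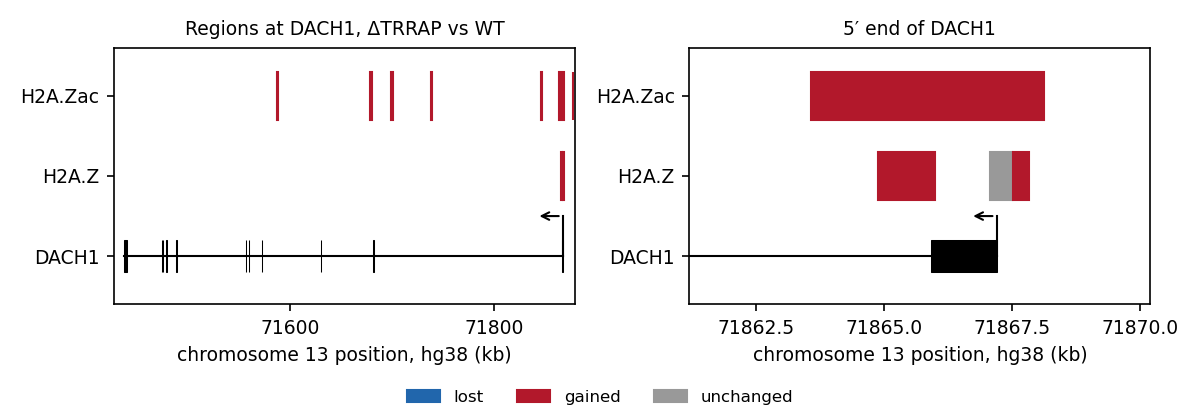
Map of DACH1 and its flanks on chromosome 13 of hg38 (left, position in kb) and of its 5′ end (right), with exons as black boxes, an arrow at the TSS in the direction of transcription, and each called region as a box coloured by its class in ΔTRRAP compared with WT. All 7 H2A.Zac regions are gained, and at the TSS 2 gained H2A.Z regions flank an unchanged one.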

To confirm that changes in H2A.Z/H2A. Zac and gene expression are a consequence of changes in the presence of TIP60 at those sites, we measured EP400 by ChIP–quantitative polymerase chain reaction (qPCR) in WT and mutant conditions at (i) the known TIP60 target gene *CCND1* (87), which is transcribed and has high levels of H2A.Z/H2A.Zac, and (ii) the *DACH1* gene, which is not expressed and does not show significant H2A.Z/H2A.Zac enrichment in WT conditions, although it becomes transcribed and gains the histone variant in the mutant cells. ChIP-qPCR data show the appearance of EP400 at the *DACH1* transcription start site (TSS) when TRRAP is absent from the TIP60 complex (Fig. 5G). In parallel, EP400 enrichment is decreased at the *CCND1* TSS in the same conditions (Fig. 5G), suggesting a titration effect of the TIP60 complex in the genome. These results not only confirm the structural data that identified a critical region of EP400 in anchoring the TRRAP module to the complex but also demonstrate the role of TRRAP within TIP60 in targeting the complex at specific regulatory elements in the genome to stimulate gene expression.

## Discussion

The human TIP60 coactivator complex brings together two distinctive functional roles that, in yeast, are carried out by two different complexes, SWR1 and NuA4, with its key subunit EP400 being a “fusion” of the Swr1 and Eaf1 subunits in those two complexes (49). Our study reveals that in the process of incorporating the two functionalities, TIP60 has adopted a previously undescribed arrangement of subunits with respect to its two counterparts, pointing to a distinct mechanism of action on chromatin that may better allow the coordination, efficiency, or regulation of its histone exchange and acetylation activities.

The P400 subcomplex of the TIP60 complex is organized differently from that of the SRCAP complex, which more closely resembles the yeast Swr1 complex. The most notable difference concerns the ARP module, which is intimately associated with the hexameric AAA-ATPase in the P400 subcomplex. This contrasts with its counterpart in the SRCAP complex, where the ARP module is more flexible and not visible in the absence of nucleosomes (65), whereas it becomes visible as it interacts with the nucleosome. Our CX-MS results suggest that, upon binding to the nucleosome, the ARP module of the P400 subcomplex may also undergo large conformational changes to interact with the nucleosome, but the rearrangement seems to be still distinct from that adopted by SRCAP. Further structural and functional studies will be required to elucidate the detailed mechanisms by which the TIP60 complex engages the nucleosome and utilizes ATP hydrolysis to drive the exchange activity of the H2A.Z-H2B dimer.

Differences in architecture with respect to related complexes extend to the incorporation of the transcription factor–interacting subunit, the large TRRAP protein, which, in both the homologous yeast NuA4 and the coactivator SAGA, is rigidly attached to the rest of those complexes. By contrast, a long flexible linker of EP400 connects TRRAP to the rest of TIP60, allowing a far reach of the acetylation and histone exchange functionalities from the site of recruitment. Of notice, the SANT and HD domains, which follow the EP400 linker, occupy the footprint of the structural component SUPT20H on the surface of the TRRAP subunit of the human SAGA complex (69), thereby preventing the formation of a hybrid complex. Our genomic results show that the specific loss of TRRAP in the TIP60 complex leads to a substantial redistribution of H2A.Z and its acetylation with correlating effects on gene expression, both negative and positive. 

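The redistribution took up a large part of both lists. Of all H2A.Zac regions 52.1% were lost or gained, and of all H2A.Z regions 34.0%. Changes of the same direction lay next to each other. Among 49264 pairs of neighboring changed H2A.Zac regions, 68.0% had the same direction, against at most 51.5% in 1000 permutations of the directions within each chromosome (one-sided permutation test, p = 0.001, the smallest that 1000 permutations can give). For pairs more than 100 kb apart the value was 55.8%, against at most 52.3% in the permutations (one-sided permutation test, p = 0.001). For H2A.Z, 74.0% of 21506 pairs had the same direction, against at most 55.3% (one-sided permutation test, p = 0.001). For H2A.Z pairs more than 100 kb apart the value was 57.6%, against at most 55.4% (one-sided permutation test, p = 0.001). The changes were not spread evenly over the chromosomes. Gained regions made up between 25.6 and 59.5% of the changed H2A.Zac regions on chromosomes 1 to 22 and X, with a median of 51.3%, and between 8.82 and 64.7% of the changed H2A.Z regions, with a median of 41.8%. Chromosome 20 was lowest in both marks, with 308 of 1204 changed H2A.Zac regions gained (25.6%; Wilson 95% confidence interval, 23.2 to 28.1%) and 56 of 635 changed H2A.Z regions gained (8.82%, 6.85 to 11.3%). Chromosome 19 came next, at 36.7% (34.8 to 38.6%) for H2A.Zac and 15.6% (13.6 to 17.8%) for H2A.Z. Chromosome 13, which holds DACH1, was highest in both, at 59.5% (56.2 to 62.7%) and 64.7% (59.4 to 69.6%).

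**Figure D4:**
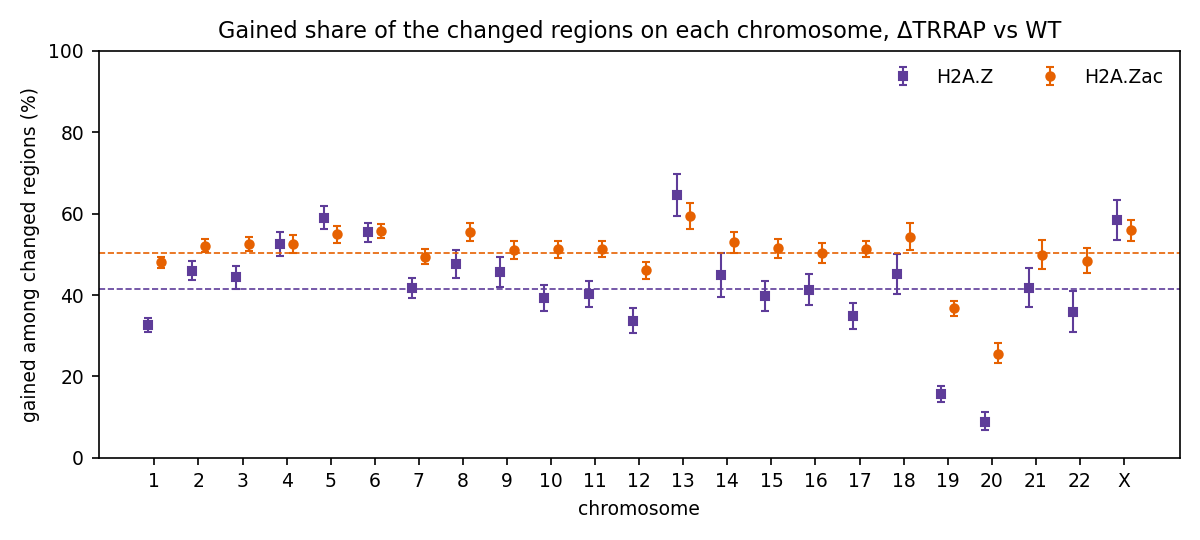
Gained regions as a percentage of the lost and gained regions on each chromosome, for H2A.Z (squares) and H2A.Zac (circles), with Wilson 95% confidence intervals. Dashed lines mark the value of each mark over all regions, 41.6% for H2A.Z and 50.4% for H2A.Zac, and chromosomes 19 and 20 lie far under them in both marks.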

We propose that this is due to defects in the recruitment of TIP60 at specific sites, leading to its action at others.

It has been shown previously that depletion of EP400 by siRNAs leads to large effects on chromatin structure at regulatory elements and both decreased and increased expression of specific genes and noncoding RNA in embryonic stem cells (90, 91). Although it is possible that these large effects are linked to the longer depletion approach, our structure demonstrates the crucial scaffolding role of EP400 within the TIP60 complex, indicating that its depletion should lead to disassembly of the complex in vivo. Therefore, studies performing EP400 knockdowns are most likely measuring the loss of function of the full TIP60 complex instead of its specific role in H2A.Z deposition. The structure of the TIP60 complex presented in this study provides important clues and avenues to more precisely dissect TIP60 function and its molecular mechanisms and distinguish them from other complexes sharing subunits or overlapping roles, such as the SRCAP and SAGA complexes.

TIP60 plays crucial roles in epigenetic mechanisms and cell fate. The structural and functional data reported in this study contribute to the molecular understanding of its assembly and structure and are relevant to a multiplicity of human diseases, including cancer and neurological disorders. Thus, our structural insights hold the potential to help in the development of strategies to regulate TIP60 in different cellular pathways and in contexts of relevance to human pathologies and therapies.

## Materials and methods

### Purification of the different protein complexes used in this study

Engineered human K562 cell lines to purify endogenous TIP60 complexes were described in (28). The EPC1–3Flag-2Strep–expressing cell line was used to purify the native complex and image it to obtain a 3D construction by cryo-EM. Cell lines expressing mutant or truncated subunits of the TIP60 complex from the *AAVS1* safe harbor locus were prepared as described in (28) after mutagenesis in the targeting vector following standard procedures. Affinity purification of native complexes from nuclear extracts was performed as described in (92). The Flag peptide elution step was used for structure, MS, and biochemical analysis. The purified fractions were concentrated 10-fold using Microcon-30 (Millipore) and used to prepare the cryo-EM grids for imaging.

The SRCAP complex was purified from a cell line engineered to express SRCAP-3Flag-2Strep from the *AAVS1* safe harbor locus. Purified fractions were prepared and analyzed at the Proteomics Platform of the Quebec Genomic Center using an Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific) as previously described (30).

For the reconstitution of the P400 subcomplex, RUVBL1, RUVBL2, DMAP1, VPS72, ACTB, BAF53a, EP400, and EPC1 gene fragments were amplified from HeLa cell complementary DNA and inserted into the pCAG vector with either an N-terminal Flag tag or no tag. All the P400 subcomplex vectors were confirmed through sequencing. The plasmids were transfected into Expi293 cells using the Expi293 Expression System Kit (ThermoFisher). The cells were then cultured at 37°C with 8% CO_2_ for 72 hours post transfection. All the reconstituted P400 subcomplexes, including mutants, were purified using the same purification method. First, the cells were harvested and lysed through sonication in a buffer containing 150mM NaCl, 20mM Tris at pH 8.0, 1mM TCEP, 5mM MgCl2, 0.01% NP40, and protease inhibitors. The cell lysate was clarified by centrifugation at 40,000 rpm for 1 hour. Subsequently, the supernatant was collected and incubated with M2 Flag beads (Sigma) for 3 hours. Following incubation, the beads were washed three times with the lysis buffer and eluted with 0.2 mg/ml flag peptide. Later, the protein samples were loaded onto a Q anion-exchange column (Cytiva) equilibrated by a buffer composed of 150 mM NaCl, 20 mM HEPES (pH 7.6), 5 mM MgCl2, and 1 mM TCEP. To separate the protein complexes from nucleic acid impurities, a salt gradient was used, increasing NaCl concentration up to 2 M in 30 min. Afterward, the protein-rich fractions were concentrated and applied to a glycerol gradient ranging from 10 to 30%, buffered with 150 mM NaCl, 20 mM HEPES (pH 7.6), 5 mM MgCl2, 0.1 mM EDTA, and 1 mM TCEP. The gradient centrifugation was performed at 200,000 RCF in an MLS-50 rotor for 10 hours at 4°C. The highly homogenous fractions from the glycerol gradient were combined and concentrated before being flash-frozen in liquid nitrogen for future use.

### Nucleosome reconstitution and histone swapping assay

Histone exchange assays were carried out as previously reported (62), with minor modifications. First, dinucleosomes using the 601 Widom positioning sequence with a 50-bp linker DNA (50N50N6) were reconstituted from biotinylated DNA and recombinant histones as described (93). 10 nM of dinucleosomes immobilized on streptavidin-coated magnetic beads (Dynabeads M-280 Streptavidin, Invitrogen) was combined ~25 nM of purified native complex (TIP60 or SRCAP) and either1 mM ATP or1U apyrase in 70 mM final KCl concentration Exchange Buffer (25 mM HEPES-KOH, pH 7.6, 0.1 mM EDTA, 5 mM MgCl_2_, 10% glycerol, 0.02% NP-40, 1 mM DTT, 0.1 mg/ml BSA, and 70 mM KCl). To overcome sub stoichiometry of dimers associated with the complex, 30 nM of exogenous recombinant H2A.Z.2-H2B dimers was added specifically to the TIP60 reaction samples. In addition, 150 μM of acetyl-CoA was added when indicated. The samples were incubated for 1h at 37C, followed by two washes with 400 mM KCl Exchange Buffer, and two washes with 70 mM KCl Exchange Buffer. Proteins were eluted in SDS–polyacrylamide gel electrophoresis (PAGE) loading buffer then run on 15% gel for Western blot analysis. Antibodies used in this study are listed in table S1.

### HAT assay

For the assay with the native TIP60 complex, 10 nM of the protein was incubated with 100 nM nucleosome in the presence of 50 μM acetyl-CoA within a reaction buffer consisting of 40 mM HEPES pH 7.6, 30 mM NaCl, 0.1 mg/ml BSA, and 10 mM sodium butyrate. The mixture was incubated at 37°C for 2 min, after which it was analyzed by SDS-PAGE gel and immunoblotting. HAT activity was detected with an anti-H4K5ac antibody.

### Chemical cross-linking and MS

Purified human TIP60 complexes (~100 μg) were crosslinked by using 1 mM BS3 (Thermo Scientific) in a buffer consisting of 150 mM NaCl, 25 mM HEPES-KOH (pH 7.6), 0.1 mM EDTA, 5 mM MgCl_2_, 10% glycerol, 0.02% NP-40, and 1 mM DTT for 2 hours at 23°C. Similarly, the P400 subcomplex (~75 μg) was incubated with nucleosomes in a molar ratio of 1:1.5 on ice for 30 min in the presence of 1 mM ATPγS. The reaction was in a buffer containing 70 mM NaCl, 25 mM HEPES-KOH (pH 7.6), 0.1 mM EDTA, 5 mM MgCl_2_, 10% glycerol, 0.02% NP-40, and 1 mM DTT. Subsequently, the mixture was crosslinked with 0.5 mM BS3 for 2 hours at 23°C. Sample processing and MS data analyses were done as previously described (94). The plink2 and Nexus databases were used to search a database composed of the subunit sequences (95, 96).

### Negative staining and cryo-EM sample preparation

In negative stain studies, 3 μl of sample was applied to plasma-cleaned copper grids covered with a continuous layer of carbon film. The sample was incubated on the grid at room temperature for 2 min then stained with three drops of a 2% (w/v) uranyl formate solution (40 μl in total). The stain was blotted off, and the grid was left to dry in a fume hood. Negatively stained grids were loaded onto a Tecnai T12 microscope (FEI) operated at an acceleration voltage of 120 keV. Images were recorded at a magnification of 43,000× with a 4K TVIPS camera.

For cryo-EM visualization, the endogenously purified full TIP60 complex sample (100 nM) was mixed in a 1:1 ratio with crosslinking buffer consisting of 150 mM NaCl, 20 mM HEPES-KOH at pH 7.9,2 mM MgCl2, 1 mM TCEP, 5% Trehalose, 0.01% NP-40, 2 mM ATPγS, and 2% glutaraldehyde. 3 μl of the mixture was immediately applied to a home-made graphene oxide-covered grid (UltrAuFoil R 1.2/1.3, 300 mesh, Gold) (97) and placed in a humidity chamber for 10 min at 4°C. Subsequently, the grid was washed three times with a solution containing 150 mM NaCl, 20 mM HEPES-KOH at pH 7.9, 5 mM MgCl2, 1 mM TCEP, 1 mM ATPγS, 5% Trehalose, and 0.01% NP-40 and then mounted into a Vitrobot Mark IV (Thermo Fisher Scientific). The grid was blotted for 2.5 s at 5N force and immediately frozen by plunging into liquid ethane. Cryo-EM grids of TRRAP-EP400Cter (100nM) and of the reconstituted P400 subcomplex (600 nM) were prepared in a similar manner. The concentration of glutaraldehyde in the crosslinking buffer was halved, and the incubation time for the crosslinking of the reconstituted P400 subcomplex was set to 1 min.

### Cryo-EM data collection

All grids were initially screened using a Talos Arctica electron microscope (Thermo Fisher Scientific). Data collection for the full TIP60 complex was carried out on a Titan Krios G2i (Thermo Scientific) located in the Cal-Cryo facility. Movies were recorded with SerialEM data collection software (98) using a K3 direct electron detector (Gatan) operating in super resolution mode with a pixel size of 0.595 Å. Each movie was acquired with a total dose of ~50 e/Å^2^ and consisted of 50 frames. Two separate datasets were collected for the full TIP60 complex, with the first dataset consisting of 4052 movies, and the second dataset consisting of 10,299 movies. Data for the TRRAP-EP400Cter and the WT P400 subcomplex sample were collected on a G3i electron microscope (Thermo Scientific) using the SerialEM software (98). Movies were recorded on a K3 direct electron detector (Gatan) in super resolution mode, with a pixel size of 0.525 Å. 14,037 and 13,219 movies were collected, respectively, with a total dose of ~50 e/Å2 and 50 frames per movie. Data for the ΔEP400_Loop and ΔVPS72-C terminus mutants were collected on an Arctica electron microscope (Thermo Scientific) using the SerialEM software (98). Movies were recorded on a K3 direct electron detector (Gatan) in super resolution mode, with a pixel size of 0.57 Å. 1868 and 1863movies were collected, respectively, with a total dose of ~50 e/Å2 and 50 frames per movie.

### Cryo-EM data processing

For the full TIP60 complex data sets, the raw movies were subjected to motion correction and CTF estimation using RELION 3.1 software (99–101). Particle picking was performed using crYOLO 1.8.2 (102) and the data was binned by a factor of four. The binned particles underwent 2D classification in RELION to eliminate graphene oxide edges and damaged particles. The precleaned particle sets were unbinned and imported into CryoSPARC 4.4 (103). Heterogeneous refinement in CryoSPARC was employed to identify a self-consistent set, resulting in a density map corresponding to the P400 subcomplex, with some weaker, diffuse density in its periphery. A total of 517,619 particles from both datasets were combined and reimported into RELION (99). After 3D classification without alignment, one major class, comprising 214,481 particles, yielded a structure with an overall resolution of 3.7 Å after consensus refinement. However, while secondary structures were clearly identifiable through the density, the sidechain information was limited, and low-resolution density was observed surrounding the EP400 motor. To improve the resolution of this region, two rounds of focused 3D classification were performed. Eventually, 22,686 particles yielded a structure with a resolution of 5.28 Å (8.6 Å before masking) that allowed better visualization of features surrounding the ATP-dependent motor of EP400. In parallel and in an attempt to improve the resolution for the ARP and BASE modules of theP400 subcomplex, the 214,481 particles were imported into CryoSPARC for further analysis. Soft masks were generated around the ARP and BASE modules (103), which were subsequently used for Local Refinement in CryoSPARC. This process resulted in reconstructions of the ARP module and the BASE module with resolutions of 3.29 Å (7.4 Å before masking) and 3.32 Å (6.6 Å before masking), respectively, which were used for atomic model building.

For the analysis of the TRRAP module, we imported 14,037 movie files into RELION for motion correction and CTF estimation (99–101) and then used the TRRAP protein structure from human SAGA (PDB: 8H7G) as a reference for particle picking (70). After extensive 2D classification and sorting, five classes were chosen as new references for particle picking. We extracted a total of 2,751,524 particles using a box size of 90 pixels, which was binned by 4, yielding a pixel size of 4.2 Å to speed up the subsequent processing. One round of 3D classification with alignment was conducted to clean the particle set, resulting in a subset of 1,099,157 particles. These particles were reextracted with a box size of 180 pixels (binned by 2) before being imported into CryoSPARC for further analysis (103). In CryoSPARC, two rounds of heterogeneous refinement were performed, leading to the selection of 219,180 particles. These particles were then imported back into RELION for further processing. In RELION (99), we reextracted the particles with a box size of 360 pixels and a pixel size of 1.05 Å. The unbinned particles were refined in RELION using a map generated from the previous heterogeneous refinement (99). After refinement, 3D classification without alignment was applied to clean the particle set further, resulting in a final selection of 62,971 particles. After consensus refinement, a soft mask was created and applied to the FAT and PIKK-like domains for one round of 3D classification without alignment. Finally, 23,442 particles were selected and refined, resulting in a 3.40 Å (6.1 Å before masking) map that was used for model building.

The raw movies of the in vitro reconstituted P400 subcomplex were imported into RELION and subjected to Motion Correction and CTF estimation (99–101). After initial processing, LoG picker was used to pick a total of 9,623,505 particles. The particles were binned by 4 and extracted with a box of 90 pixels. Following 2D classification, 5,608,826 particles were selected for further processing. The selected particles were cleaned by 3D classification with alignment. For the initial 3D classification, three classes were chosen to accelerate the processing. Then the best class was selected and reextracted with a 180-pixel box size. Two additional rounds of 3D classification were conducted, each employing seven classes. Subsequently, 185,545 particles were selected and reextracted using a 360-pixel box size with no binning. The reextracted particles were then imported into CryoSPARC for additional data processing (103). After one round of Heterogeneous Refinement, 166,442 particles were selected and subjected to Non-uniform Refinement, yielding a 2.59 Å (3.4 Å before masking) density map that was used for model building. To enhance the resolution of the BAF53a second copy, the imported particles were refined using Non-uniform Refinement in CryoSPARC. A soft mask was applied to the area corresponding to the second copy of BAF53a, followed by focused 3D classification without alignment to sort out potential conformational heterogeneity. Classes with better resolution were selected for another Non-uniform Refinement. Finally, the same soft mask was utilized for one round of Local Refinement to obtain a higher resolution of the second copy of BAF53a. The density obtained with this procedure fits optimally the sequence of BAF53a but not that of ACTB (fig. S8G).

The cryo-EM data for the ΔEP400_Loop and ΔVPS72 C terminus mutants were processed in CryoSPARC using the same workflow. Initially, raw movies were imported and underwent Motion Correction and CTF estimation (99–101). Later, particle selection was performed using the Blob Picker, followed by a single round of 2D classification to generate templates for precise particle picking. The re-picked particles were extracted with a 90-pixel box at a pixel size of 4.56 Å. After 2D classification, 75,954 and 62,192 particles that exhibited clear secondary structural features were chosen from each dataset for reextraction using a 360-pixel box, with the pixel size of 1.14 Å. For each dataset, an Ab-Initio was used to generate three classes as references without introducing model bias. This was followed by Heterogeneous refinement, where particles were classified into three distinct classes, each displaying different structural features.

### Model building and validation

For the TRRAP module, the TRRAP protein structure (PDB: 8H7G) was manually docked into the cryo-EM map using ChimeraX (104). The structures of the SANT and HD domain of EP400 were predicted by AlphaFold2 and manually docked into their corresponding densities (66, 67). The structure was then manually checked in COOT (105).

To build the structure of the ARP module within the P400 subcomplex, we used AlphaFold2 to predict the structure of each subunit (66, 67). Guided by the yeast NuA4 structure (PDB: 7VVZ) (50), the predicted individual structures were subsequently docked into their corresponding density regions. In cases where homology structures were lacking, such as the PDM of EP400, we manually identified the sequence and built the atomic model from features on the high-resolution map using COOT (105). To build the structure of the BASE module, the structure of the AAA-ATPases from the human SRCAP complex (PDB: 6IGM) was manually docked in the density. The structures of the CTD domain of VPS72, Insertion and Motor domains (HD2 part) of EP400, and monomeric BAF53a were predicted using AlphaFold2 (58, 59), then they were docked into the cryo-EM density in ChimeraX (88) and manually adjusted in COOT (89). The structure of the HD1 domain of EP400 was predicted using AlphaFold2 (58, 59), and together with the VPS72-H2AZ-H2B structure (PDB: 5FUG) (63) was docked into the low resolution cryo-EM density. The models were refined using phenix.real_space_refine with secondary structure restraints (106). Refinement and validation statistics are shown in table S2. Figures were generated using ChimeraX (104) and pyMOL (107).

### Degron cell lines

CRISPR/Cas9 was used in K562 cells for homozygous, C-terminal tagging of EP400 with FKBP12^F36V^-2xHA tag to allow for acute knock out using the dTAG system (108). Ouabain co-selection was used to isolate homozygous isogenic clones as previously described (109) (fig. S16A). One clone (C63) was selected for dTAG system validation (fig. S16B), then used to establish complemented cell lines stably expressing either WT or D2361–2530 EP400 from the *AAVS1* safe harbor locus as reported (28). One isogenic clone of each cell line was selected and used in downstream experiments (WT-complemented C1 and Δ2361–2530–complemented C4) (fig. S16C).

### ChIP-seq

Two biological replicates of the two complemented EP400-dTAG K562 cell lines were first treated with 500nM dTAG^V^-1. Following 24 hours of treatment, cells were pelleted to remove the medium and then resuspended in PBS and crosslinked with 1% formaldehyde for 15 min at room temperature. The crosslinking was quenched with 125 mM glycine for 5 min at room temperature. Cells were again pelleted, then washed twice with cold PBS. For chromatin extraction, pellets were first resuspended in Buffer 1 (10 mM Hepes pH 7.5, 10 mM EDTA pH 8, 0.5 mM EGTA, 0.75% Triton X-100), incubated on ice for 10min, pelleted, then resuspended in Buffer 2 (10 mM Hepes pH 7.5, 1 mM EDTA pH 8, 0.5 mM EGTA, 200 mM NaCl), incubated on ice for 10min, pelleted, then resuspended in Lysis Buffer (150 mM NaCl, 25 mM Tris pH 7.5, 1% Triton-X-100, 0.1% SDS, 0.5% Sodium Deoxycholate, 10 mM Sodium butyrate, protease inhibitor cocktail), and incubated for on ice for 30min before sonicating to shear chromatin to around 200bp. After sonication, samples are centrifuged at high speed for 30 min at 4°C in conventional microcentrifuge, and the chromatin-rich supernatant is used for chromatin immunoprecipitation (ChIP). For ChIP, 100ug of chromatin was incubated with either 3ug anti-H2A.Z (Abcam ab4174) or 0.2ug anti-H2A.Zac (Diagenode C15410173) overnight at 4°C, then 25uL Dynabeads Protein A combined with 5uL Dynabeads Protein G was added to each sample and incubated for 4h at 4°C. The beads were washed for 10min at 4°C with Low Salt Buffer (0.1% SDS, 1% triton x-100, 2mM EDTA, 20mM Tris pH8, 150mM NaCl), High Salt Buffer (0.1% SDS, 1% triton x-100, 2mM EDTA, 20mM Tris pH8, 500mM NaCl), LiCl Buffer (1% NP-40, 1% Sodium deoxycholate, 1 mM EDTA, 10 mM Tris pH8, 250 mM LiCl), followed by two quick washes with Tris-EDTA (TE). Chromatin was eluted with 100uL 1% SDS-TE at 1100 rpm with RNase A digestion at 37°C for 30min, followed by Proteinase K digestion at 55°C overnight (10% input was treated the same). DNA was purified using QIAquick PCR purification Kit (Qiagen 28106) according to the manufacturer’s instructions. Libraries were constructed with KAPA Hyper Prep kit (Roche, 07962363001) according to manufacturer’s instructions and samples were sequenced as paired-end 100bp reads on Illumina NovaSeq 6000. For the ChIP-qPCR experiment, three biological replicates of the wild type and mutant cell lines were treated and 500ug of chromatin was used with 5ug of anti-Flag pre-bound to the Protein G Dynabeads, as described (4). qPCR was performed on a Roche LightCycler 480 with validated primers around the transcription start site of the *DACH1* and *CCND1* genes.

### ChIP-Seq analysis

Input and H2A.Z and acetyl-H2A.Z (H2A.Zac) ChIP-seq raw reads were quality-checked with FastQC (v0.11.7) (110) and aligned onto the human genome (hg38 assembly) using Bowtie2 (v2.4.5) (111) with the following options:–local –very-sensitive-local –no-unal –no-mixed –no-discordant –phred33 -I 10 -X 700. Bowtie2 .sam output files were converted to .bam format, sorted and indexed with Samtools (v1.15.1) (112). Coverage bigwig files were generated with deepTools bamCoverage (v3.5.1) (113) with the following options:–normalizeUsing RPKM –extendReads –ignoreDuplicates. Reproducibility between biological replicates was assessed by performing Irreproducible Discovery Rate (IDR) analysis (114): we first ran MACS2 (v2.2.7.1) (115) peak calling algorithm with a liberal p-value cutoff (-p 1e-3). We then sorted peaks by p-value before running IDR (v2.0.3) with the following options:–input-file-type narrowPeak –rank p.value. We filtered IDR output to only select peaks with an IDR score <= 0.05 (transformed IDR value >=540), concatenated the IDR-filtered peak files for WT and either the HSA-6mut or the ΔTRRAP EP400 mutant in a single .bed file by bedops –everything (v2.4.41) (115), and finally sorted and merged the concatenated files with bedtools (v2.30.0) (116). These IDR-filtered and merged .bed files were intersected with the differential peak calling output files (see below) to generate heatmaps, box plots and Venn diagrams. Differential peak calling between WT and either EP400 mutant was performed with MACS2 bdgdiff: we first reran MACS2 (v2.2.7.1) (117) peak calling algorithm with –nomodel and fixed fragment size (–extsize 191). We then used the effective sequencing depth obtained from MACS2 output to run MACS2 bdgdiff (−l 250 −g 150) and identified the coordinates of unchanged, depleted, or enriched ChIP-seq peaks in either EP400 mutant compared to WT EP400. MACS2 bdgdiff output .bed files were intersected with IDR-filtered and merged .bed files by bedops (–element-of 25%) and used to generate genome-wide, TSS-proximal and enhancer-proximal heatmaps of H2A.Z and H2A.Zac ChIP-seq signal with deep-Tools (v3.5.1) (113) computeMatrix and plotHeatmap tools. TSS-proximal H2A.Z and H2A.Zac peaks were defined as peaks overlapping a 2-kb window centered around an annotated gene TSS, identified by bedtools closest (-D ref -t all) using GENECODE v32 annotations. Similarly, enhancer-proximal H2A.Z and H2A.Zac peaks were defined as peaks overlapping a 2-kb window centered around enhancers annotated in K562 cells by the EnhancerAtlas 2.0 project (118), after converting hg19 coordinates to hg38 with the UCSC (119) LiftOver tool. ChIP-seq signal box plots were generated with Python (v3.11.5) (120), using Pandas (v2.0.3), Matplotlib (v3.7.2), Seaborn (0.12.2), SciPy (1.11.1) and NumPy (v1.24.3) libraries, starting from deep-Tools computeMatrix output values, summing H2A.Z/H2A.Zac ChIP-seq signal across each peak coordinate, dividing it by the input signal and plotting the resulting ratios. Overlaps between H2A.Z and H2A.Zac peaks were determined by bedops (–element-of 25%) and used to generate Venn diagrams.

### RNA-seq

Three biological replicates of each of the three complemented EP400-dTAG K562 cell lines were first treated with 500nM dTAGV-1. Following 24 hours of treatment, RNA was extracted using Monarch Total RNA Miniprep Kit (NEB T2010S), then mRNA was enriched with NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module (E7490L), and libraries were constructed with KAPA RNA HyperPrep (Roche, 08098107702), all according to manufacturers’ instructions.

### RNA-seq analysis

RNA sequencing (RNA-seq) raw reads were quality-checked with FastQC (v0.11.7) (110) and aligned onto the human genome (hg38 assembly) using STAR RNA-Seq aligner (v2.7.10b) (121), with the following options:–outSJfilterReads Unique –outFilterMultimapNmax 1 –outFilter IntronMotifs RemoveNoncanonical –outSAM-strandField intronMotif. We used Samtools (v1.15.1) (112) to convert STAR output .sam files into .bam files, and to sort them by name (-n). We then counted how many reads overlapped an annotated gene (GENECODE v32 annotations) using HTSeq (v2.0.2) (122) (htseq-count –stranded=reverse –order=name -f bam –additional-attr=gene_name -m union), and used the output counts files to find DEGs with DESeq2 (123), run with default parameters within the Galaxy platform (124). DEGs were called using and adjusted *P* ≤ 0.01, a fold change ≥2 and ≥5 mean counts. *Z*-score heatmaps of DESeq2 normalized counts were generated with the Galaxy online platform (125). Box plots of DESeq2 normalized counts were generated with with Python (v3.11.5) (120), using Pandas (v2.0.3), Matplotlib (v3.7.2), Seaborn (0.12.2), SciPy (1.11.1) and NumPy (v1.24.3) libraries. Gene transcript levels were visualized on the hg38 genome with the Integrative Genomics Viewer (IGV) (126) using the bigwig output files from deepTools^4^ bamCoverage (–binSize 50 –normalizeUsing BPM) (v3.5.1).

### Statistical analysis

Statistical significance of ChIP-seq and RNA-seq signal distribution (box plots) was evaluated with a Mann-Whitney *U* rank sum test (two-sided).

## Supplementary Material

Supplemental material

## Figures and Tables

**Fig. 1.**
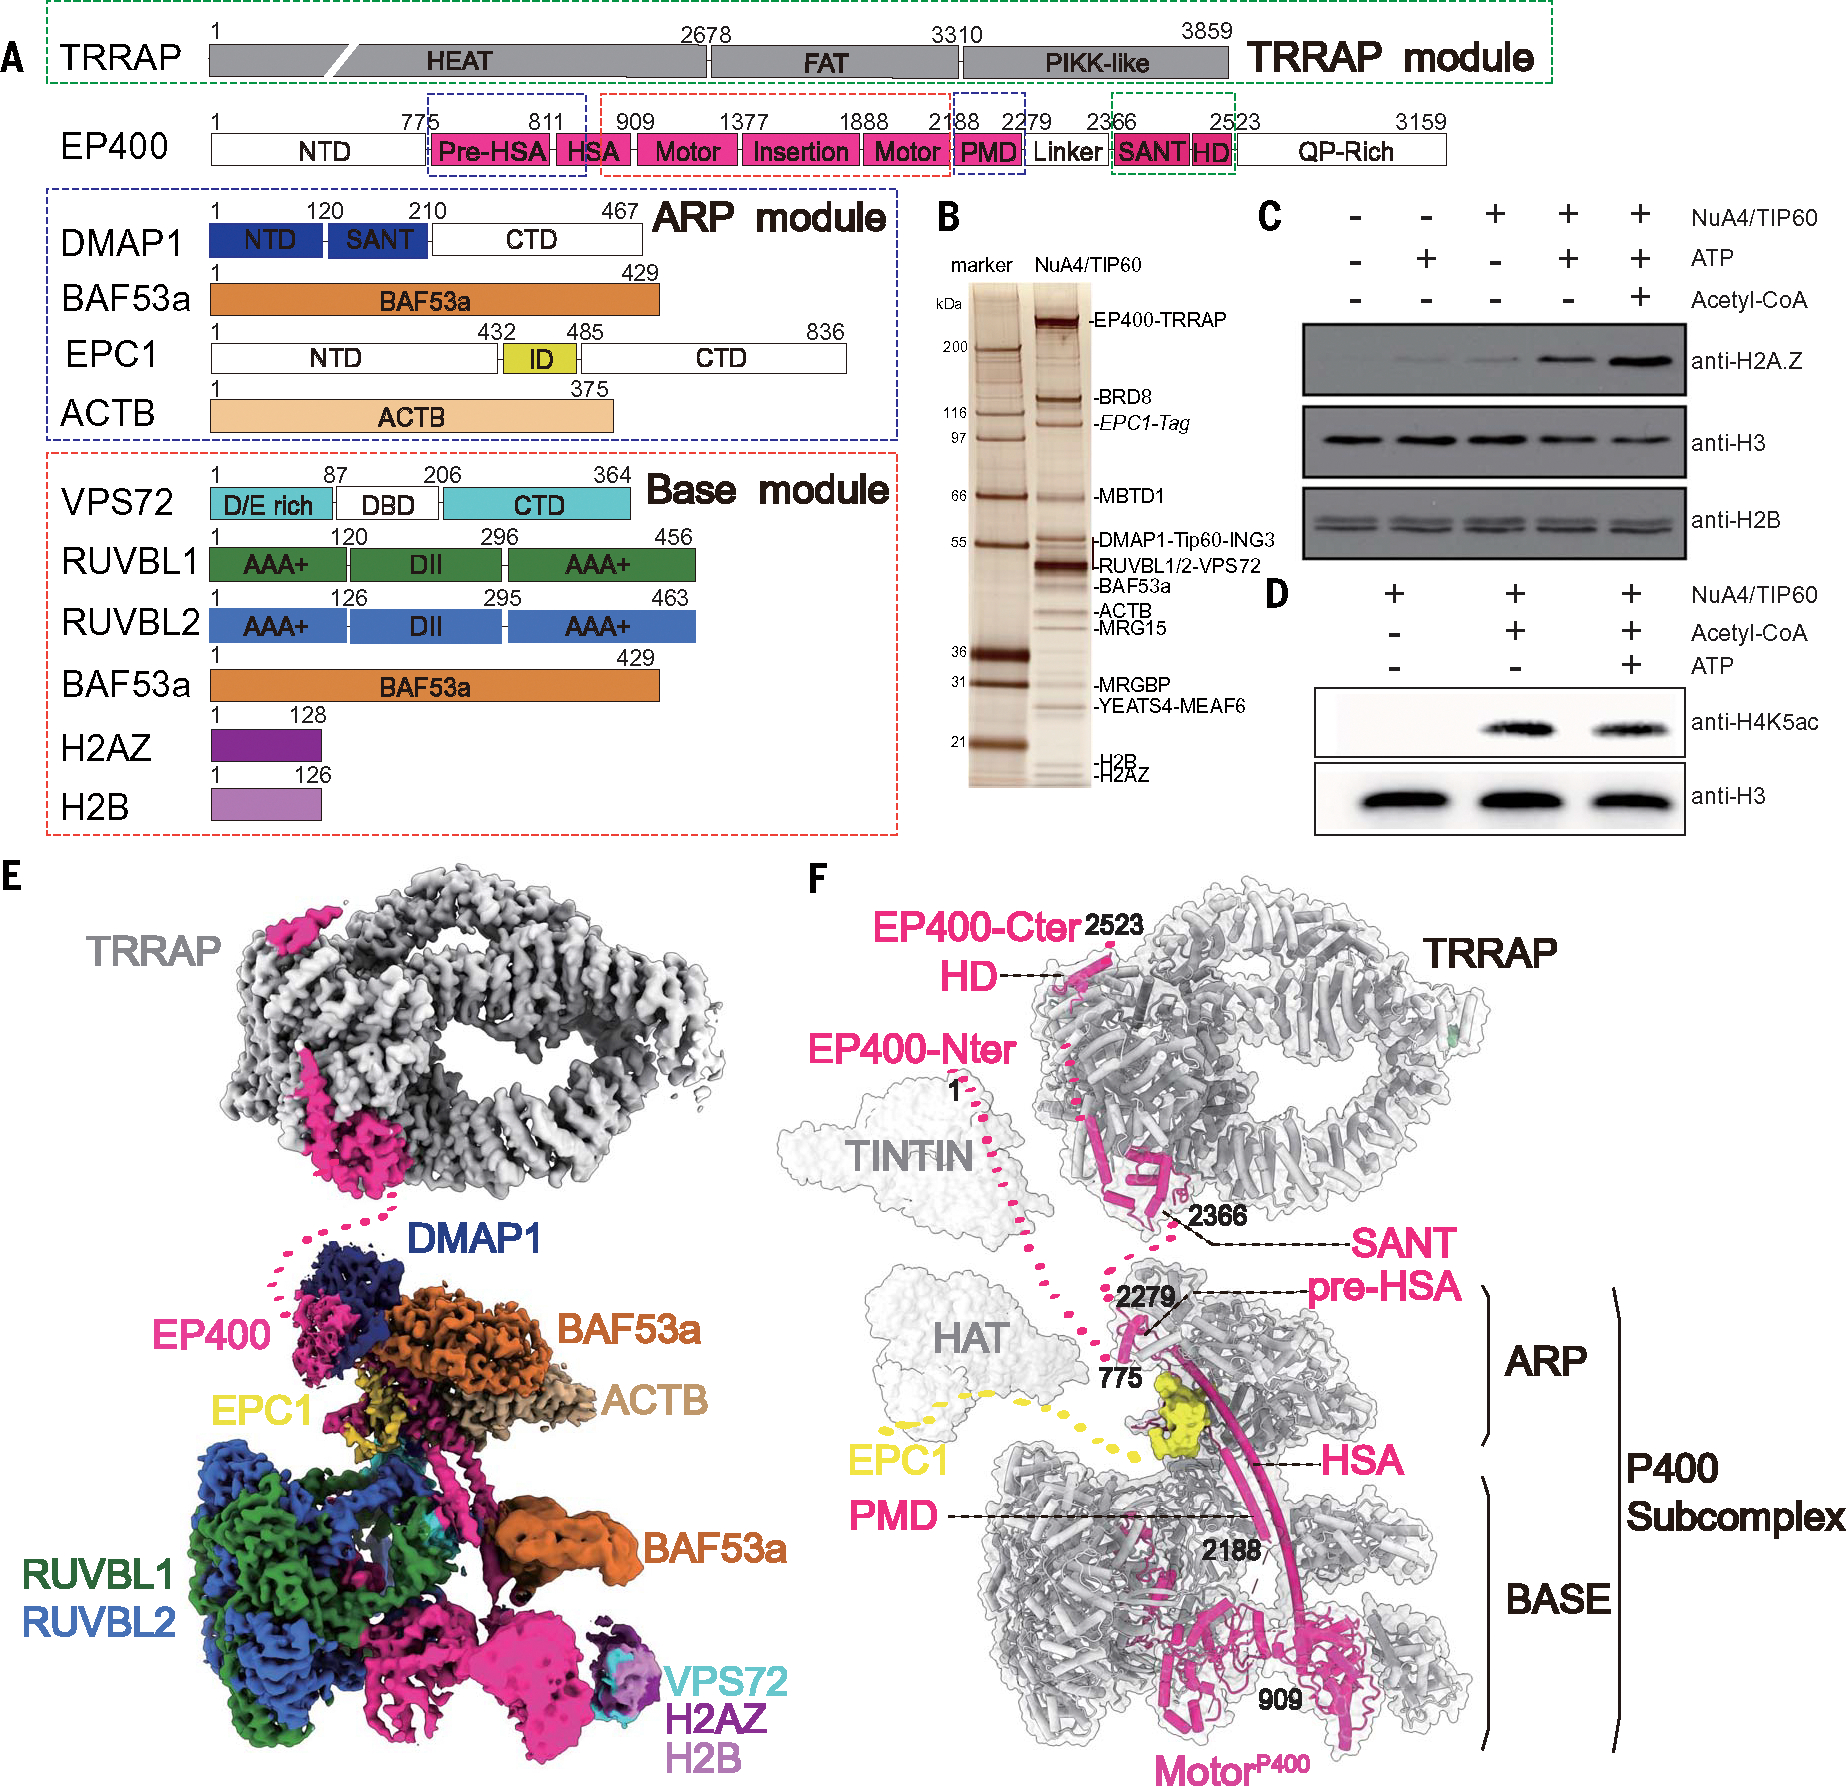
Overall structure of the human NuA4/TIP60 complex. (**A**) Domain architecture of individual subunits within the TIP60 complex that were visualized in this study, with regions modeled shown in color and unmodeled regions shown in white. Residue numbers at boundary regions are indicated. The visualized subunits are associated into three main modules, indicated by the dashed boxes. The TRRAP module comprises the TRRAP subunit and the SANT and HD domains of EP400. The P400 subcomplex consists of two modules: ARP and BASE. The ARP module includes EPC1, DMAP1, BAF53a, and ACTB as well as the pre-HSA, HSA, and PMD domains of P400. The BASE module consists of three copies each of RUVBL1 and RUVBL2 as well as one each of VPS72, BAF53a, H2AZ, H2B, and the Insertion and Motor domains of EP400. The same color code for the subunits is used throughout the figures. (**B**) Silver-stained gel of native TIP60 complex purified from K562 cells expressing EPC1–3xFlag-2xStrep (tandem affinity purification from nuclear extracts). Subunits are identified on the right. (**C**) Histone exchange assay carried out with purified native TIP60 by using recombinant dinucleosomes on beads and added H2A.Z-H2B dimers. Efficient H2A.Z incorporation was detected by immunoblotting in the presence of the complex, ATP, and acetyl-CoA when indicated. H3 and H2B signals served as controls to show the amount of nucleosomes present in the reactions. (**D**) The HAT assay was performed on nucleosomes BY using native TIP60 in the presence of Acetyl-CoA and ATP when indicated. HAT activity was assessed with a H4K5ac antibody, with the H3 signal serving as loading control. (**E**) Front view of the cryo-EM map of endogenous TIP60, with the subunits colored as depicted in (A). Structures of the P400 subcomplex (a composite map of the ARP module, BASE module, and VPS72-H2AZ-H2B) and the TRRAP module. (**F**) Localization of the different regions of EP400 within the TIP60 complex. EP400 and EPC1 are depicted in hot pink and yellow, respectively, whereas the remaining subunits are shown in gray. The TINTIN and HAT modules are flexibly attached to the rest of the complex and were not visible in our reconstruction (except for part of EPC1 that connects the HAT module to the rest of the complex). Light gray cartoons are used as a schematic indication of each module and provide an estimated localization rather than a precise structural depiction (same for Fig. 2A).

**Fig. 2.**
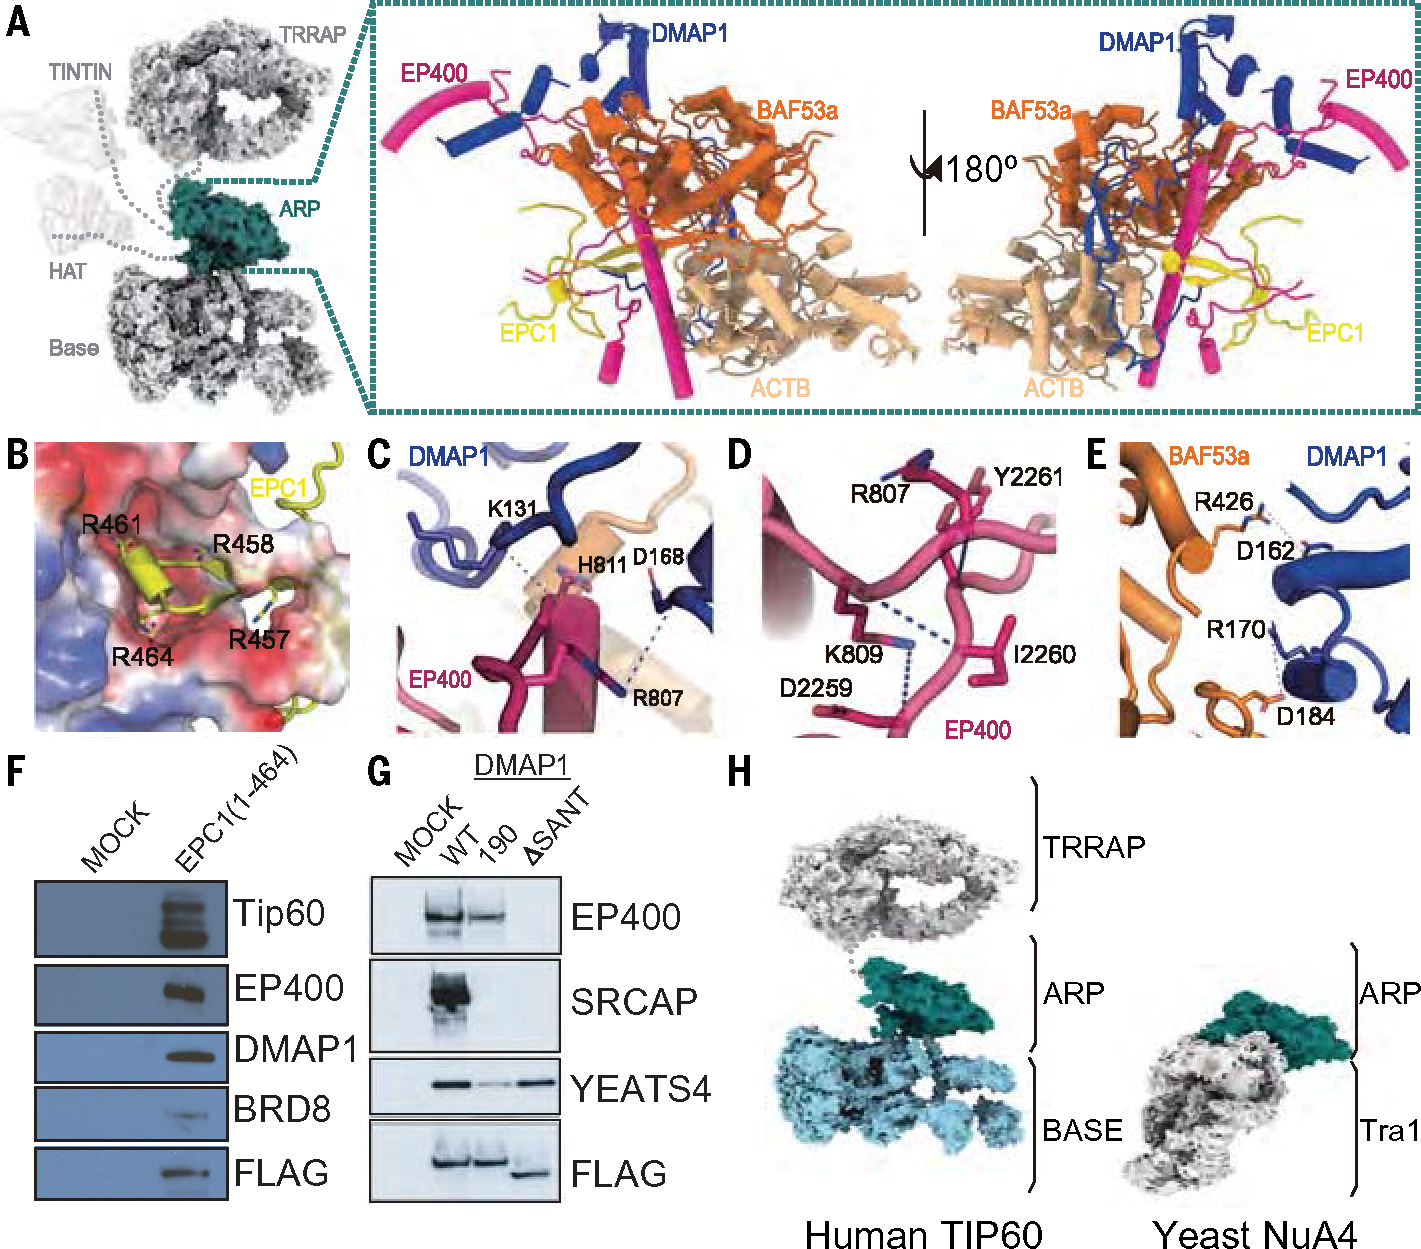
Structure of the TIP60 ARP module. (**A**) (Left) The ARP module (turquoise) is connected to all other modules within the TIP60 complex. (right) Front and back views of the ARP module are shown in ribbon diagram with subunits colored as in Fig. 1A. (**B**) A positively charged segment of EPC1 (shown as a yellow ribbon) inserts into a negatively charged cavity within the ARP module (rendered as a surface with electrostatics), tethering the HAT module to the rest of the complex. Four positively charged residues (R457, R458, R461, and R464) involved in the interaction are depicted in stick representation and labeled. (**C** to **E**) Detailed views of the interactions between (C) the pre-HSA domain of EP400 and DMAP1, (D) the pre-HSA domain and the PMD of EP400, and (E) the SANT domain of DMAP1 and BAF53a. The residues participating in the interactions are shown in stick representation and labeled. Model building was based on the cryo-EM map of ARP module (fig. S3A). (**F**) Biochemical data showing that the N-terminal amino acids up to R464 of EPC1 are sufficient to tether the HAT module to the rest of the TIP60 complex. Cells expressing EPC1(1–464)-3xFlag-2xStrep from the *AAVS1* safe harbor were used for tandem affinity purification, analyzed by immunoblotting, and compared with a mock cell line processed in parallel. See fig. S10 for silver-stained gel and MS analysis. (**G**) Biochemical data showing the critical role of the DMAP1 SANT domain and key amino acid D190 in the association of this protein with the TIP60 and SRCAP complexes. Cells expressing either WT DMAP1–3xFlag-2xStrep from the *AAVS1* safe harbor, mutant of amino acid 190 (D190A/L191A/K192A), or a mutant form lacking the SANT domain (amino acids 149 to 199; ΔSANT) were used for tandem affinity purification, analyzed by immunoblotting, and compared to a mock cell line processed in parallel. See fig. S13 for silver-stained gel and MS analysis. (**H**) Comparison of domain architecture for the human TIP60 and the yeast NuA4 complexes, aligned on their ARP domains. The position of the Tra1 subunit in NuA4 (the homolog of human TRRAP) overlaps with that of the BASE module in TIP60. Single-letter abbreviations for the amino acid residues referenced throughout this paper are as follows: R, Arg; H, His; D, Asp; K, Lys; Y, Tyr; I, Ile; L, Leu; F, Phe; E, Glu; V, Val; A, Ala; Q, Gln; P, Pro.

**Fig. 3.**
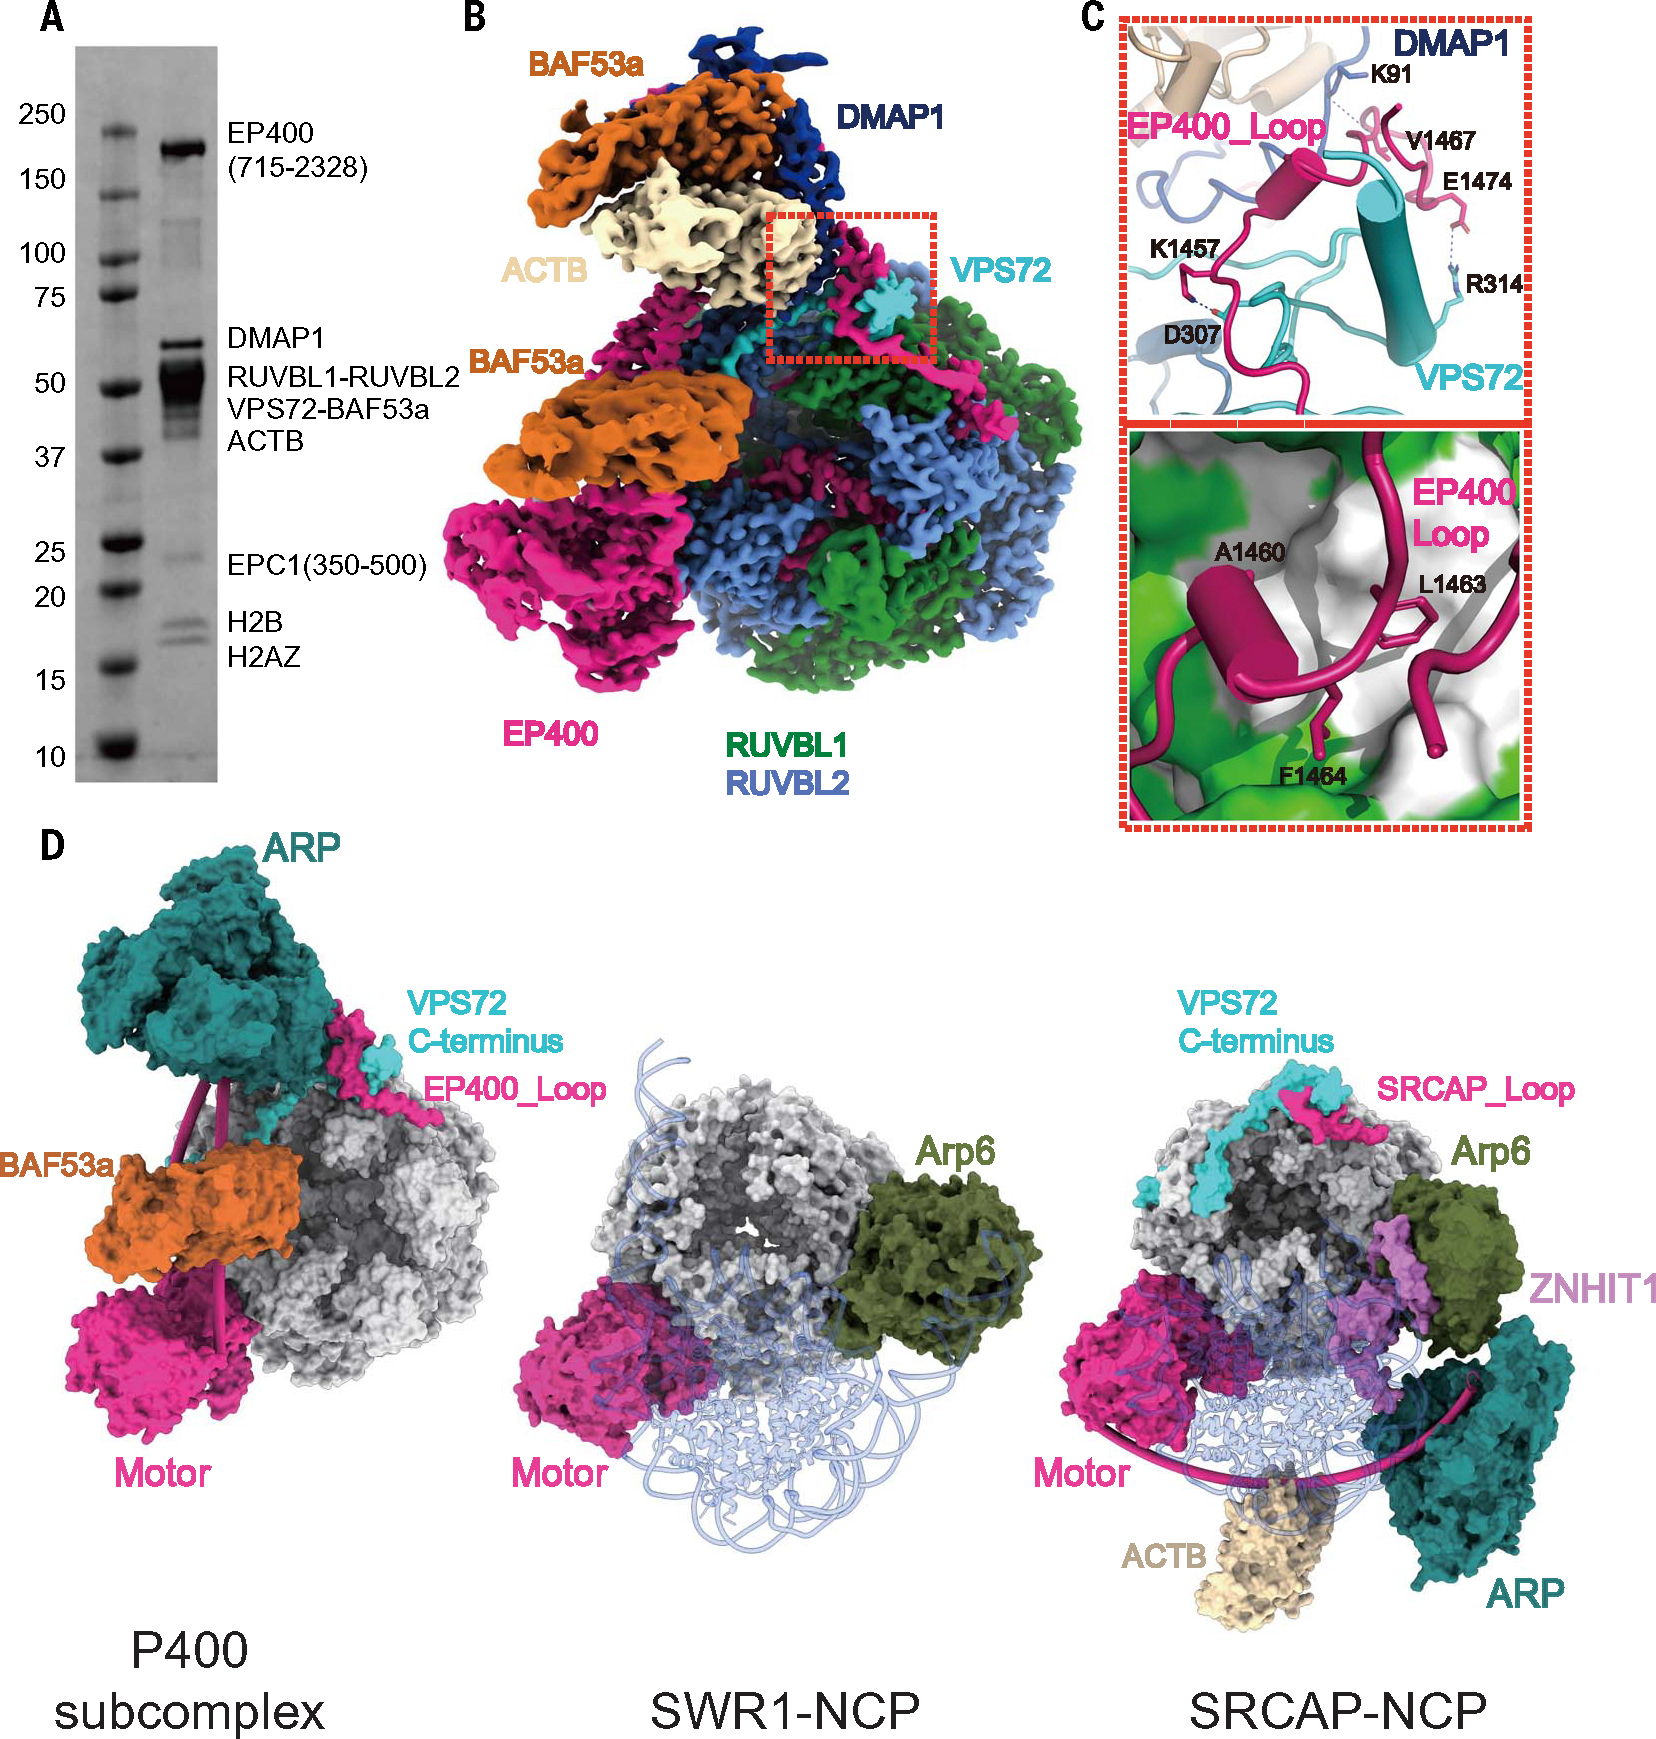
Architecture of the P400 subcomplex and comparison with other INO80 family remodelers. (**A**) SDS-PAGE gel of the reconstituted P400 subcomplex, with subunits indicated on the right. (**B**) Side view of the cryo-EM reconstruction of reconstituted P400 subcomplex (overall resolution, 2.6 Å). The connection region between the ARP and BASE modules is highlighted by the red dash box. (**C**) Zoomed-in view of the interaction region between the ARP and BASE modules. (Top) Ribbon diagram with residues involved in salt bridges and hydrogen bonds between EP400 (hot pink), VPS72 (cyan), and DMAP1 (dark blue), explicitly depicted. (Bottom) Hydrophobic interactions of EP400 (hot pink ribbon) with VPS72 and DMAP1, which are shown as a colored surface depicting hydrophobicity (green, hydrophilic; white, hydrophobic). (**D**) Side-by-side structural comparison between the P400 subcomplex described in this work (left), the SWR1-NCP complex (middle; PDB: 6GEN) and the SRCAP-NCP complex (right; PDB: 8X19). The motors of these three chromatin remodelers (hot pink) are positioned to be approximately aligned with each other [and to (B)]. Only the ARP module (turquoise), Arp6 (army green), AAA-ATPase hexamer (gray), motor and HSA domains of the remodeler (hot pink), BAF53a (brunt orange), VPS72 C terminus (cyan), ZNHIT (light purple), and ACTB (tan) are shown for clarity. The nucleosome engaged by SWR1 and SRCAP is shown for reference in gray ribbon.

**Fig. 4.**
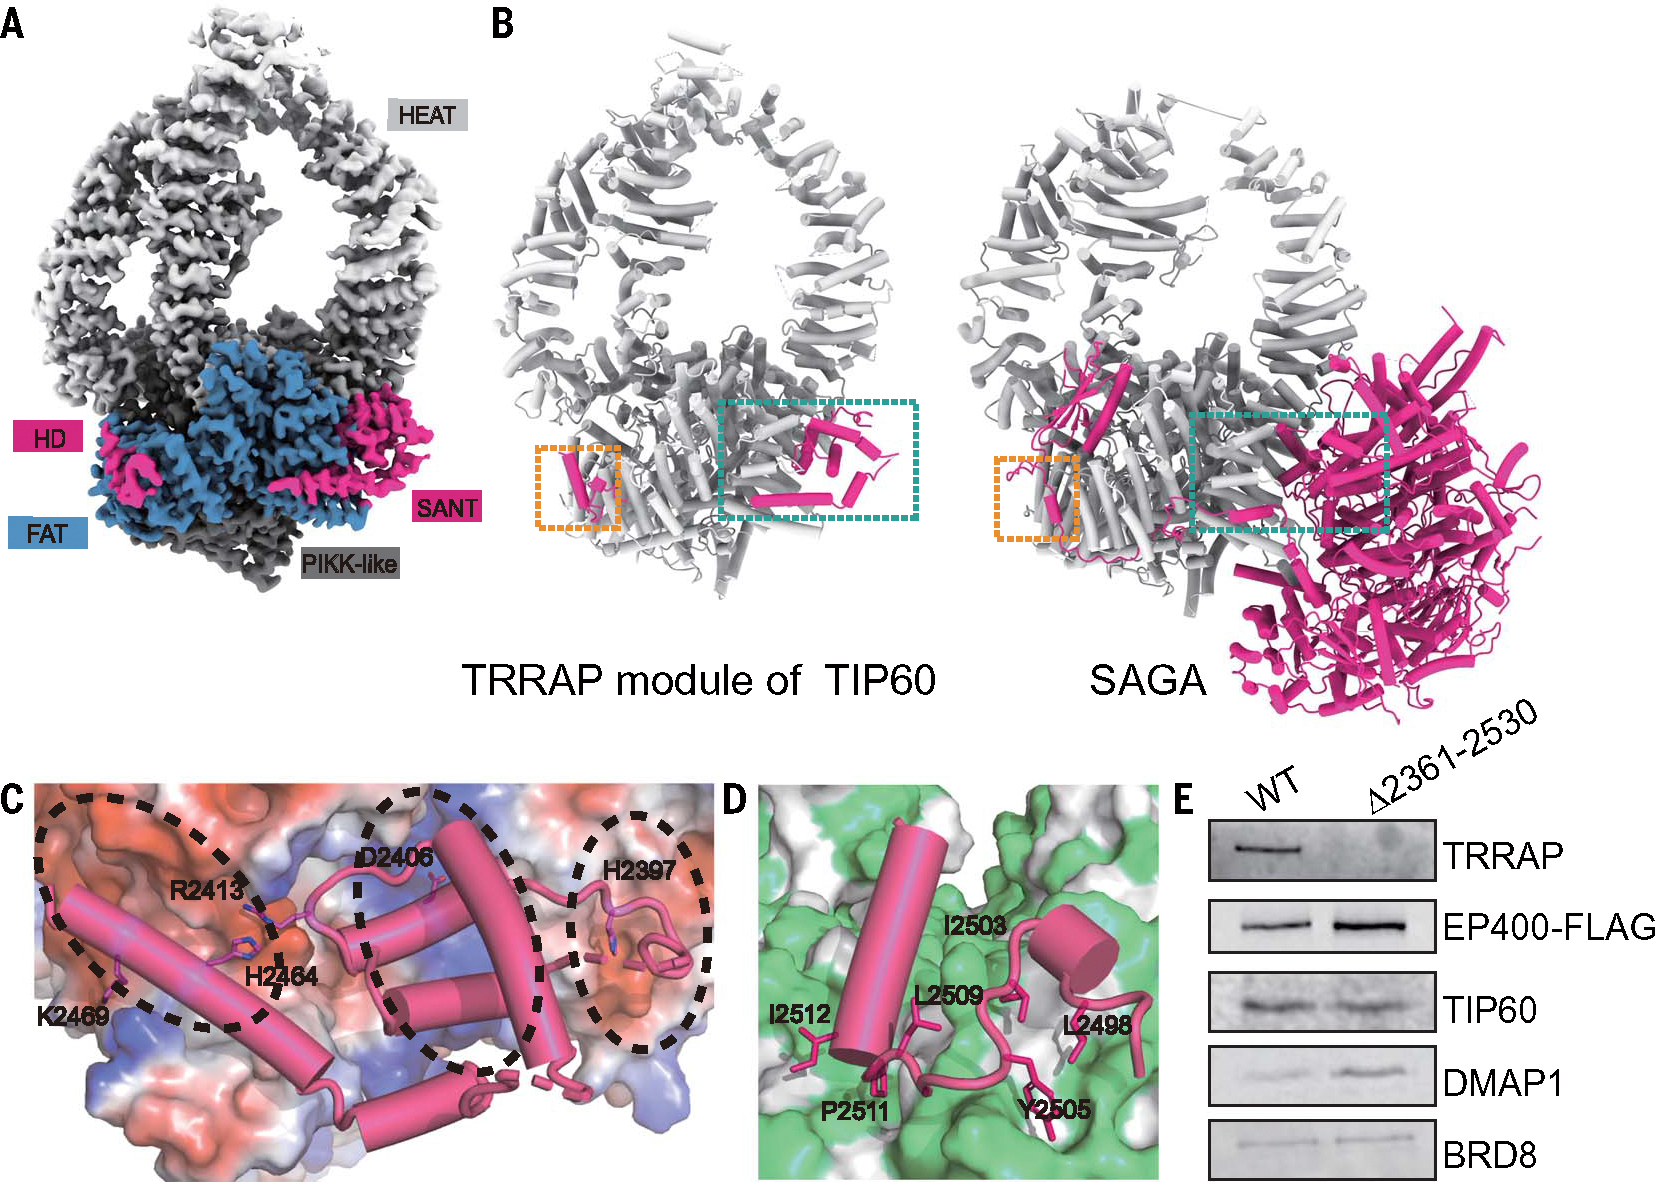
The SANT and HD domains of EP400 tether the TRRAP subunit to the rest of the complex. (**A**) Cryo-EM density map for the TRRAP module. The HEAT, FAT, and PIKK-like domains of TRRAP are depicted in light gray, steel blue, and dark gray, respectively, and EP400 segments are shown in hot pink. (**B**) Structural comparison of the TRRAP module of TIP60 (left) with human SAGA (right; PDB: 7KTR), showing TRRAP in gray and interacting elements from either complex in hot pink. The overlapping binding surfaces are highlighted by orange and aqua dashed boxes. (**C**) Detailed view of the interaction between the SANT domain of EP400 and TRRAP. TRRAP is shown as an electrostatic surface, with three distinct charged patches involved in EP400 interaction marked by dashed ovals. Key amino acids in the SANT domain participating in the interaction are shown in stick representation and labeled. (**D**) Close-up view of the interactions between the HD domain of EP400 and TRRAP. The surface representation of TRRAP shows hydrophilic regions depicted in green, and hydrophobic, in white. Residues of the HD domain of EP400 involved in hydrophobic interactions are displayed in stick representation and labeled. (**E**) Biochemical data showing the critical role of the SANT and HD domains of EP400 in the association of the TRRAP module within the rest of the TIP60 complex. Cells expressing either WT EP400–3xFlag-2xStrep from the *AAVS1* safe harbor or a mutant form lacking the SANT and HD domains (amino acids 2361 to 2530) were extracted followed by anti-Flag immunoprecipitation and Flag peptide elution and analysis by immunoblotting.

**Fig. 5.**
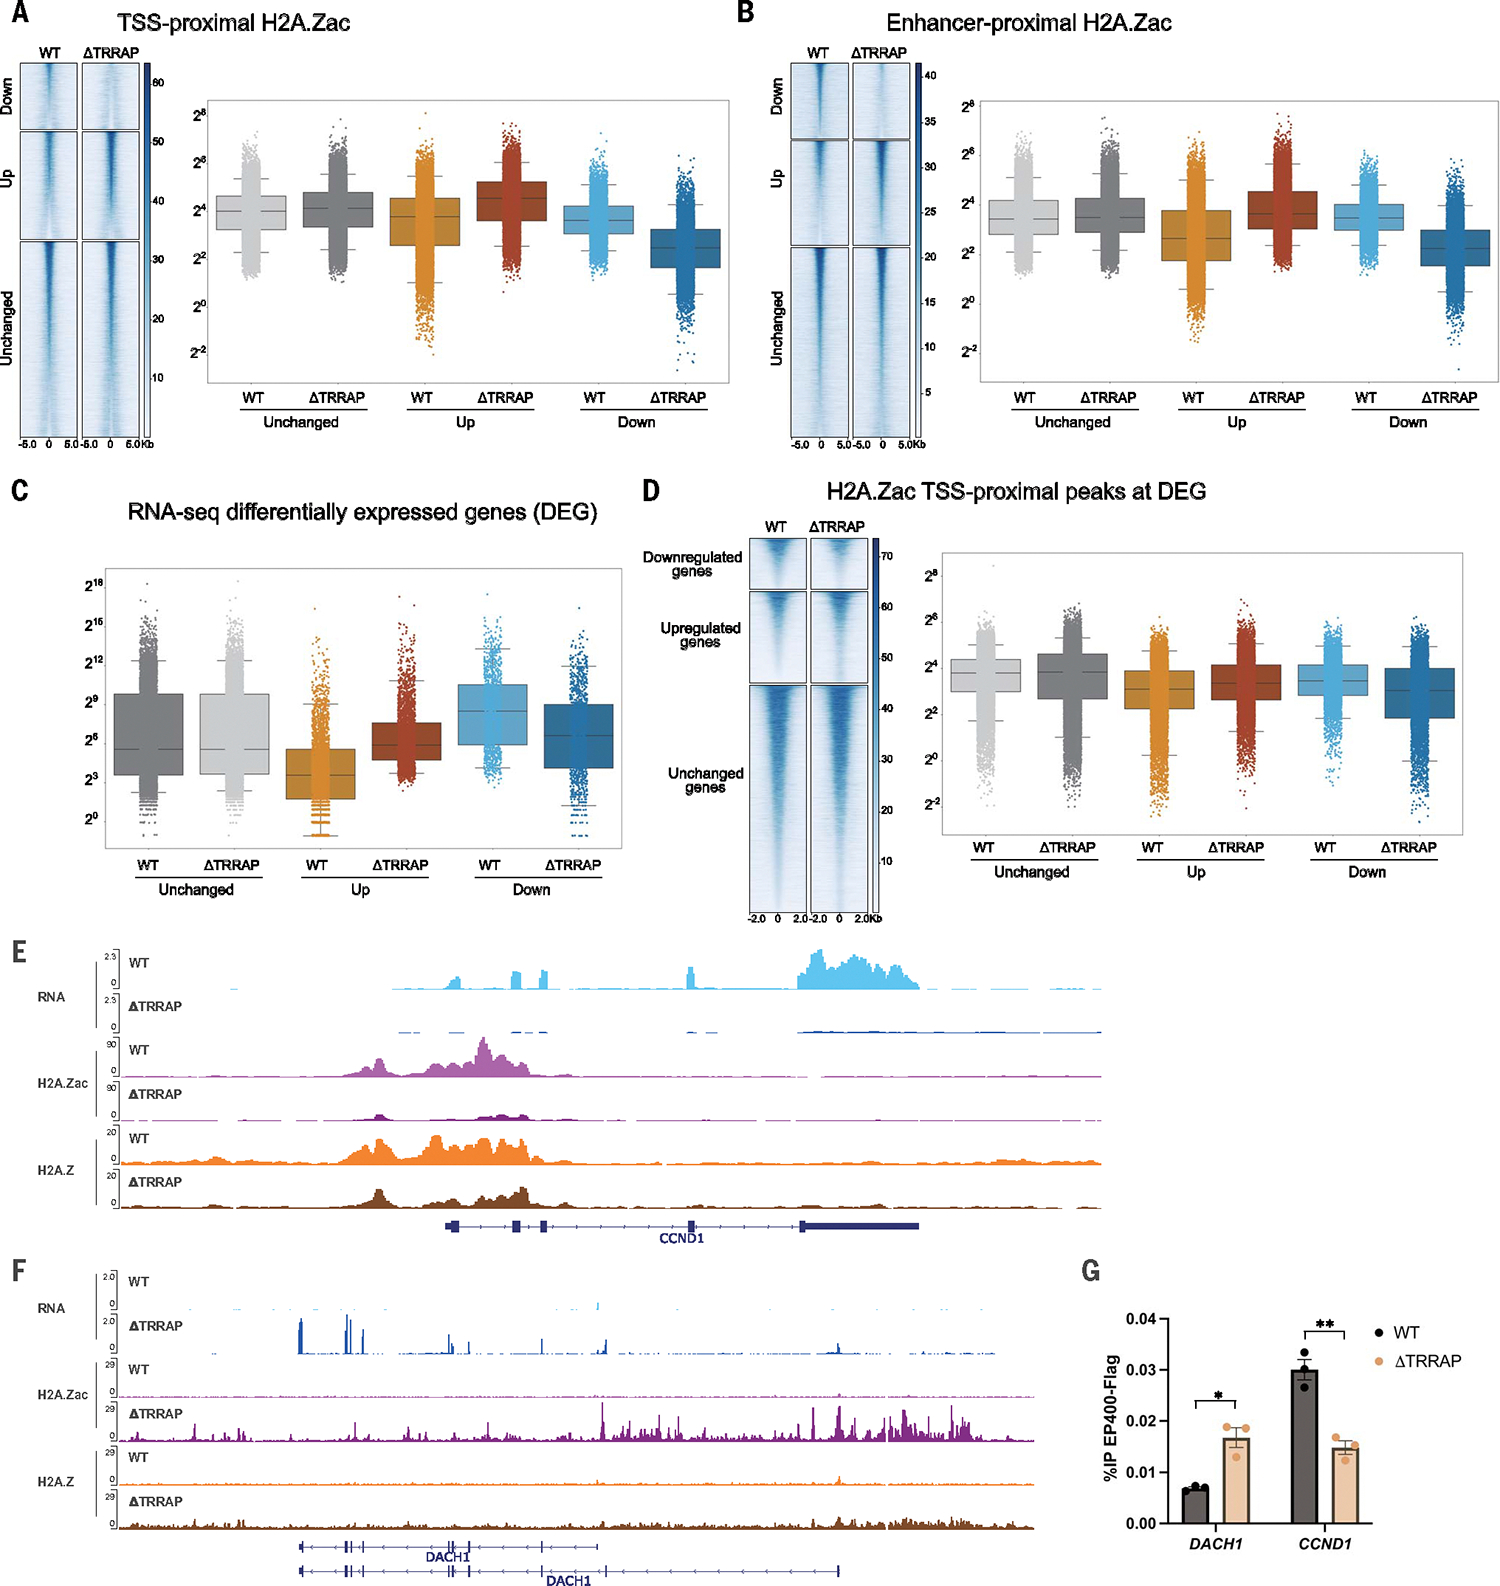
TIP60-specific function of TRRAP in vivo. (**A**) TSS-proximal H2A.Zac signal defined as the peaks located near an annotated TSS (TSS ± 2 Kb) and represented by a heatmap (left; peak center ± 5 Kb) and a box plot (right), which show regions with significant decrease (Down), significant increase (Up), or no significant change (Unchanged) in H2A.Zac signal. (**B**) Enhancer-proximal H2A.Zac signal defined as the peaks located near an annotated enhancer (enhancer ± 2 Kb) and represented by a heatmap (left; peak center ± 5 Kb) and a box plot (right), showing regions with significant decrease, significant increase, or no significant change in H2A.Zac signal. (**C**) Box plot representation of differential gene expression based on RNA-seq in the DTRRAP mutant versus the WT condition, showing normalized transcript counts on genes that are significantly down-regulated, significantly up-regulated, or with no significant change. (**D**) Heatmap and box plot representation of H2A.Zac ChIP-seq signal for peaks that are located near the TSS (± 2 Kb) of genes identified in (C). (**E**) Genome browser view of normalized read counts of RNA-seq, H2A.Zac ChIP-seq, and H2A.Z ChIP-seq over the gene *CCND1*. (**F**) Genome browser view of normalized read counts of RNA-seq, H2A.Zac ChIP-seq, and H2A.Z ChIP-seq over the gene *DACH1*. (**G**) ChIP-qPCR of FLAG-tagged EP400 showing occupancy at the promoters of *DACH1* and *CCND1* in ΔTRRAP mutant versus WT cells [error bars are standard errors from three biological replicates (*n* = 3); *P < 0.05; **P < 0.01]. ChIP-seq data are merged from two biological replicates (*n* = 2). RNA-seq data are from three biological replicates (*n* = 3). A two-sided Mann-Whitney *U* rank sum test was performed on all the box plots, and their *P* values are indicated in table S3.

## Data Availability

The cryo-EM maps of the ARP module, P400 subcomplex of the endogenous TIP60 complex, TRRAP module, reconstituted P400 subcomplex, and second BAF53a have been deposited in the Electron Microscopy Data Bank (EMDB) with accession codes EMD-45252 EMD-45240, EMD-45176, EMD-45206, and EMD-45180, respectively. The coordinates for the corresponding models have been deposited in the Protein Data Bank (PDB) with accession codes 9C6N, 9C62, 9C47, 9C57, and 9C4B, respectively. MS data of purified complexes has been deposited to the public MassIVE database with accession number MSV000093280. CX-MS data has been deposited to the PRIDE database with accession numbers PXD053207 (endogenous TIP60 complex) and PXD053209 (P400 subcomplex with nucleosome). The ChIP-seq and RNA-seq data generated in this publication are available in the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) database under the SuperSeries accession number GSE261652.

# Supplementary material for: Structural insights into the human NuA4/TIP60 acetyltransferase and chromatin remodeling complex
**Source:** Science. Author manuscript; Available in PMC 2025 Apr 14.
**Supplement:** Supplemental material

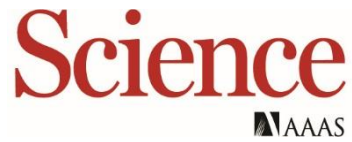

## Supplementary Materials for

### **Structural insights into the human NuA4/TIP60 acetyltransferase and chromatin remodeling complex**

Zhenlin Yang *et al.*

*Science* **385**, ead15816 (2024)  
DOI: 10.1126/science.ad15816

#### **The PDF file includes:**

Figs. S1 to S18  
Tables S1 to S3

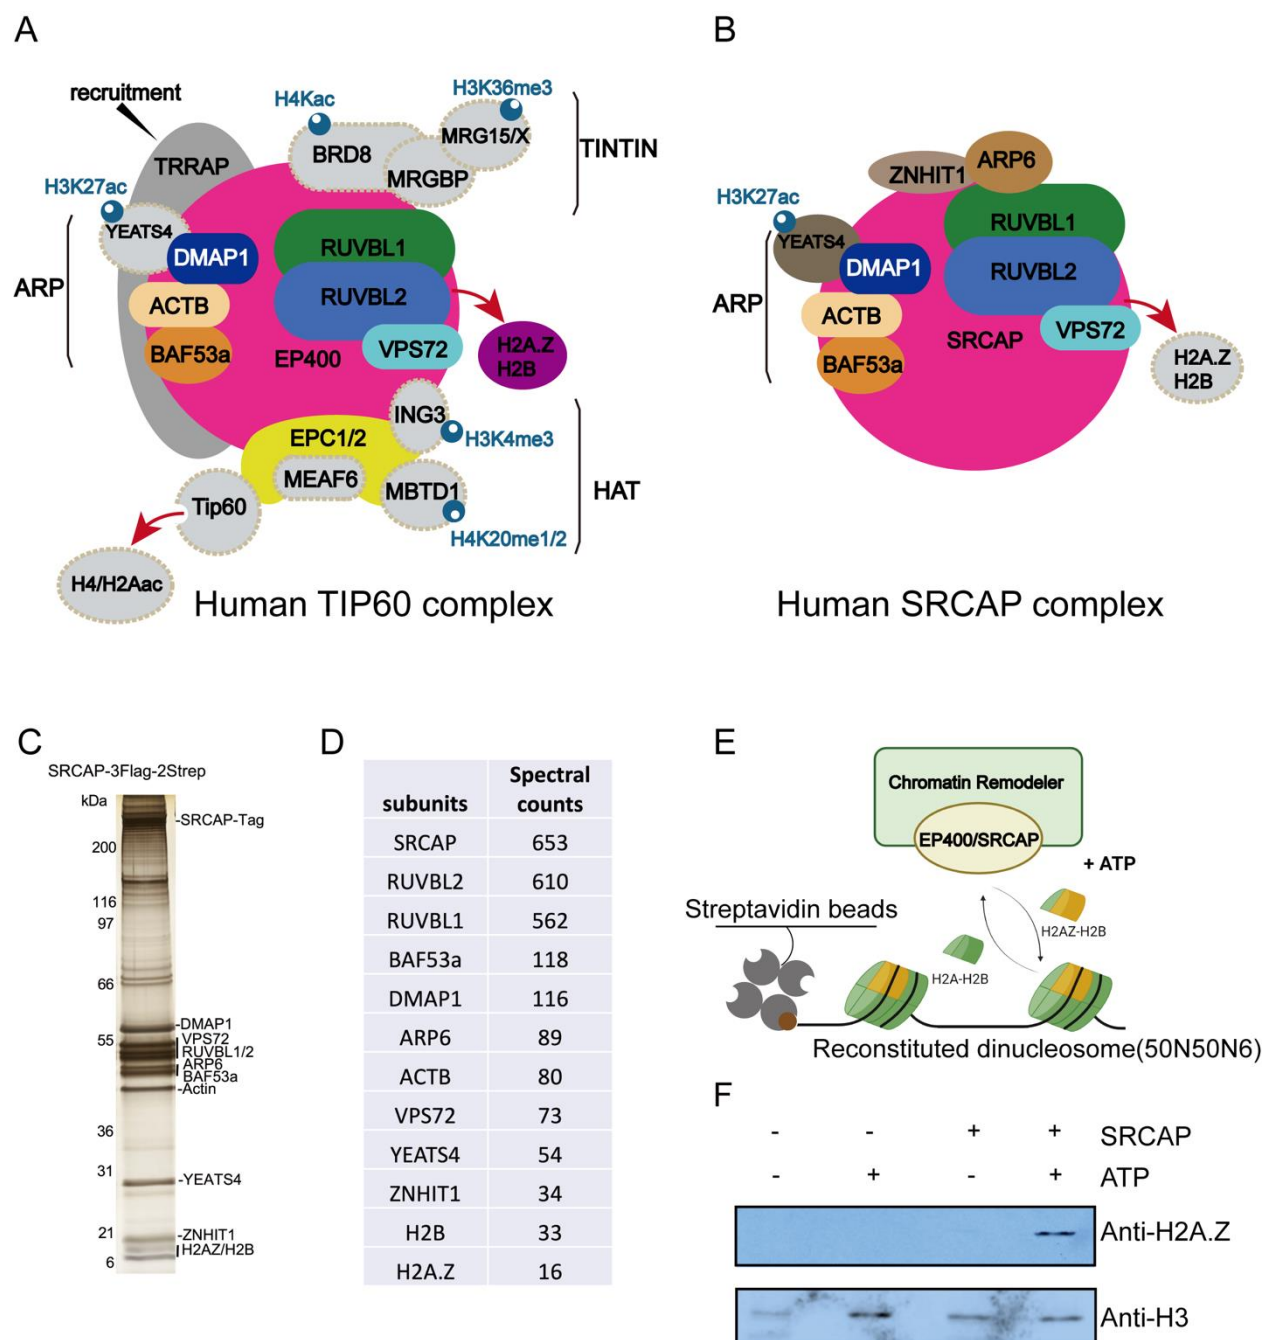

**Fig. S1 Subunit composition of functional modules in the TIP60 and SRCAP complexes and biochemical characterization of SRCAP.** (A) Schematic view of TIP60 subunits with annotations concerning their functions in histone acetylation, histone exchange, and recognition of multiple histone marks. Subunits labeled by dashed lines (colored in light grey) are not visible in our structure. (B) Schematic view of the subunit arrangement in the human SRCAP complex. The H2A.Z/H2B dimer is not present in the reported structure (PDB: 8X19) and is therefore indicated with a dashed line. (C) Silver stained SDS-PAGE gel of purified native human SRCAP complex. (D) Mass spectrometry results for the sample presented in (C). (E) Schematic of our histone exchange assay. (F) Immunoblot showing the incorporation of H2A.Z into nucleosomes by SRCAP.

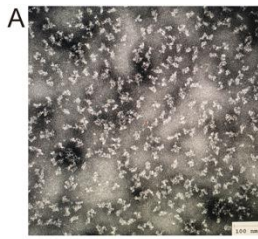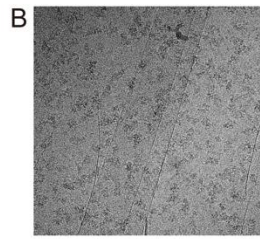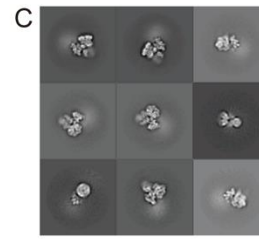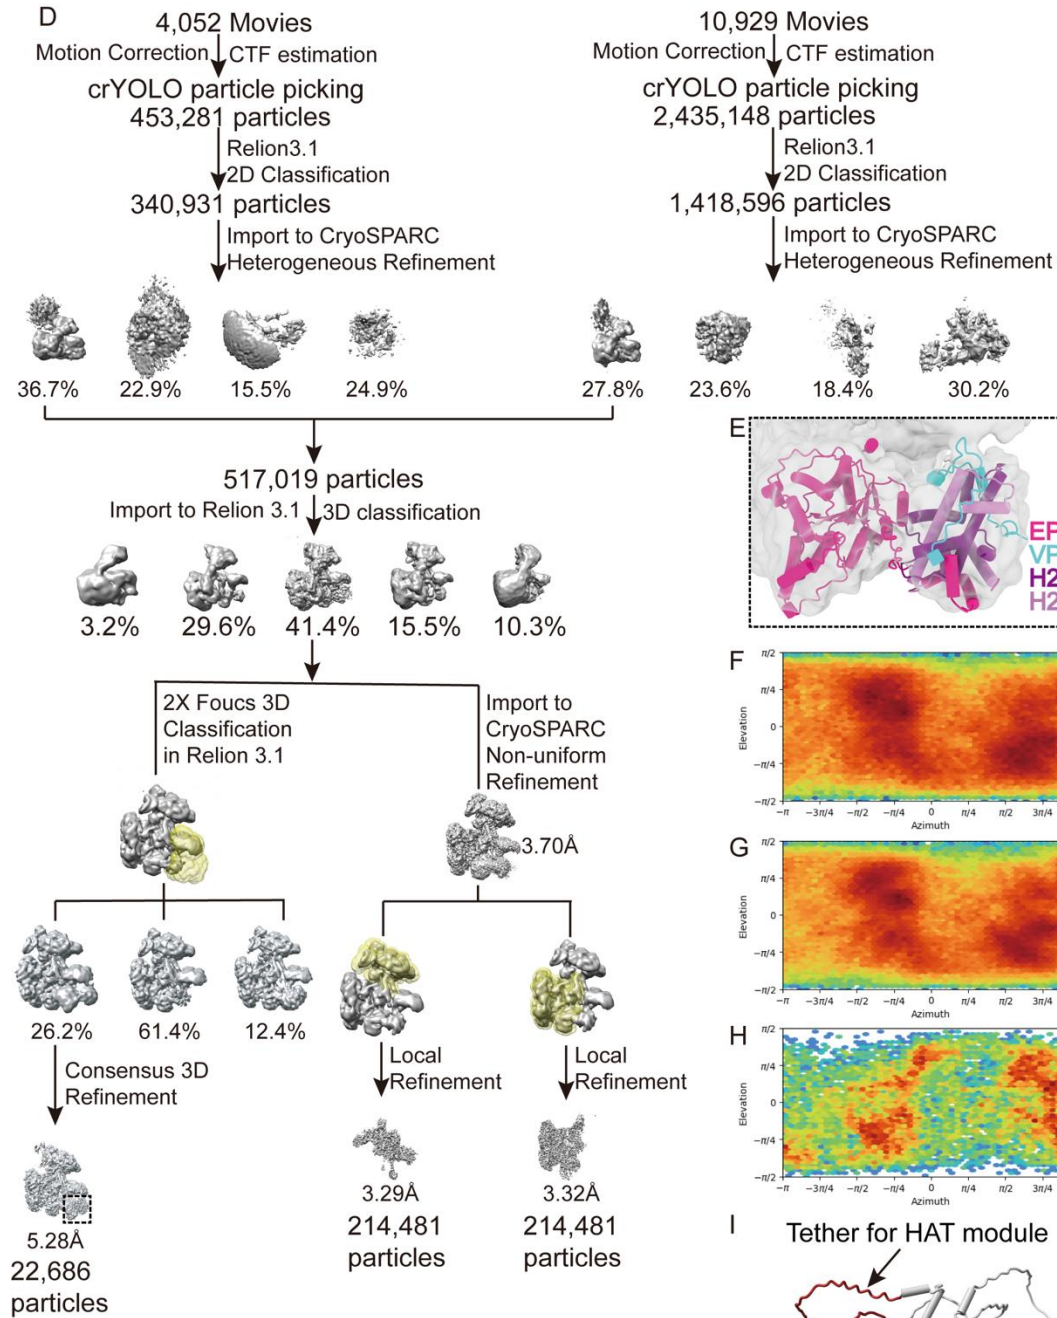

**Fig. S2. Cryo-EM analysis of the endogenous human NuA4/TIP60 complex.** (A) Negative stain image of the TIP60 complex. (B) Cryo-EM image of the TIP60 complex. (C) Representative 2D class averages. The P400 subcomplex can be clearly visualized, while the rest of the complex appears as blurred density due to flexibility. (D) Cryo-EM data processing workflow for the TIP60 complex. (E) Rigid body fitting was performed on the AlphaFold-predicted multimeric structure using the sequences of H2A.Z, H2B, a fragment of VPS72, and P400, aligning it with the corresponding local density. (F-H) Angular distribution of the final 3D reconstructions of the ARP (3.29 Å resolution), BASE (3.32 Å resolution) modules, and the P400 subcomplex after focus classification to select for complexes including the VPS72-H2AZ-H2B (5.28 Å resolution). (I) The EPC1 structure is predicted by AlphaFold (the flexible tether for the HAT module is highlighted in red).

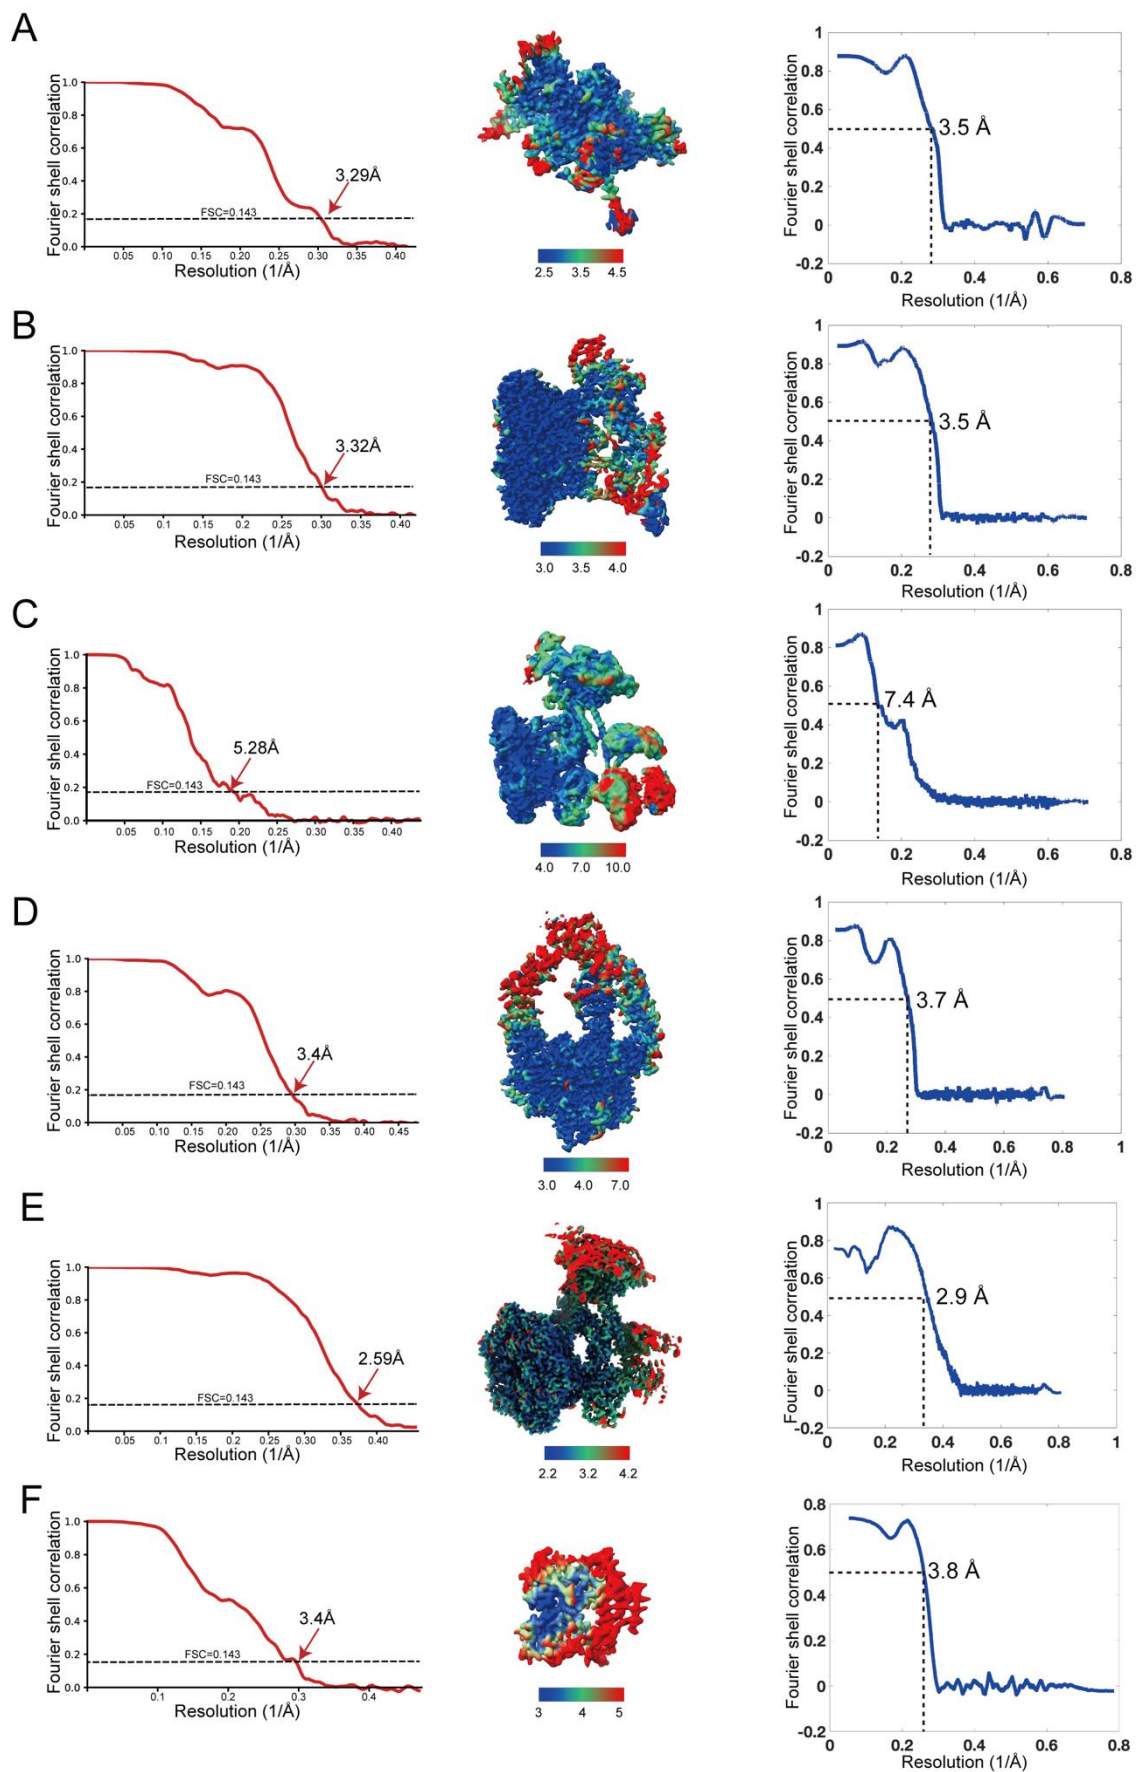

**Fig. S3. Map quality analysis for the TIP60 modules obtained from different samples and reconstruction schemes through the study.** (A) ARP module, (B) BASE module, (C) P400 subcomplex after focus classification to select for complexes including the VPS72-H2A.Z/H2B, (D) TRRAP, (E) reconstituted P400 subcomplex and (F) second copy of BAF53 in the reconstituted P400 subcomplex. Left column shows FSC curves, middle column shows the structures colored by local resolution, and right column shows model vs. map FSC curves using the Phenix real-space refined model.

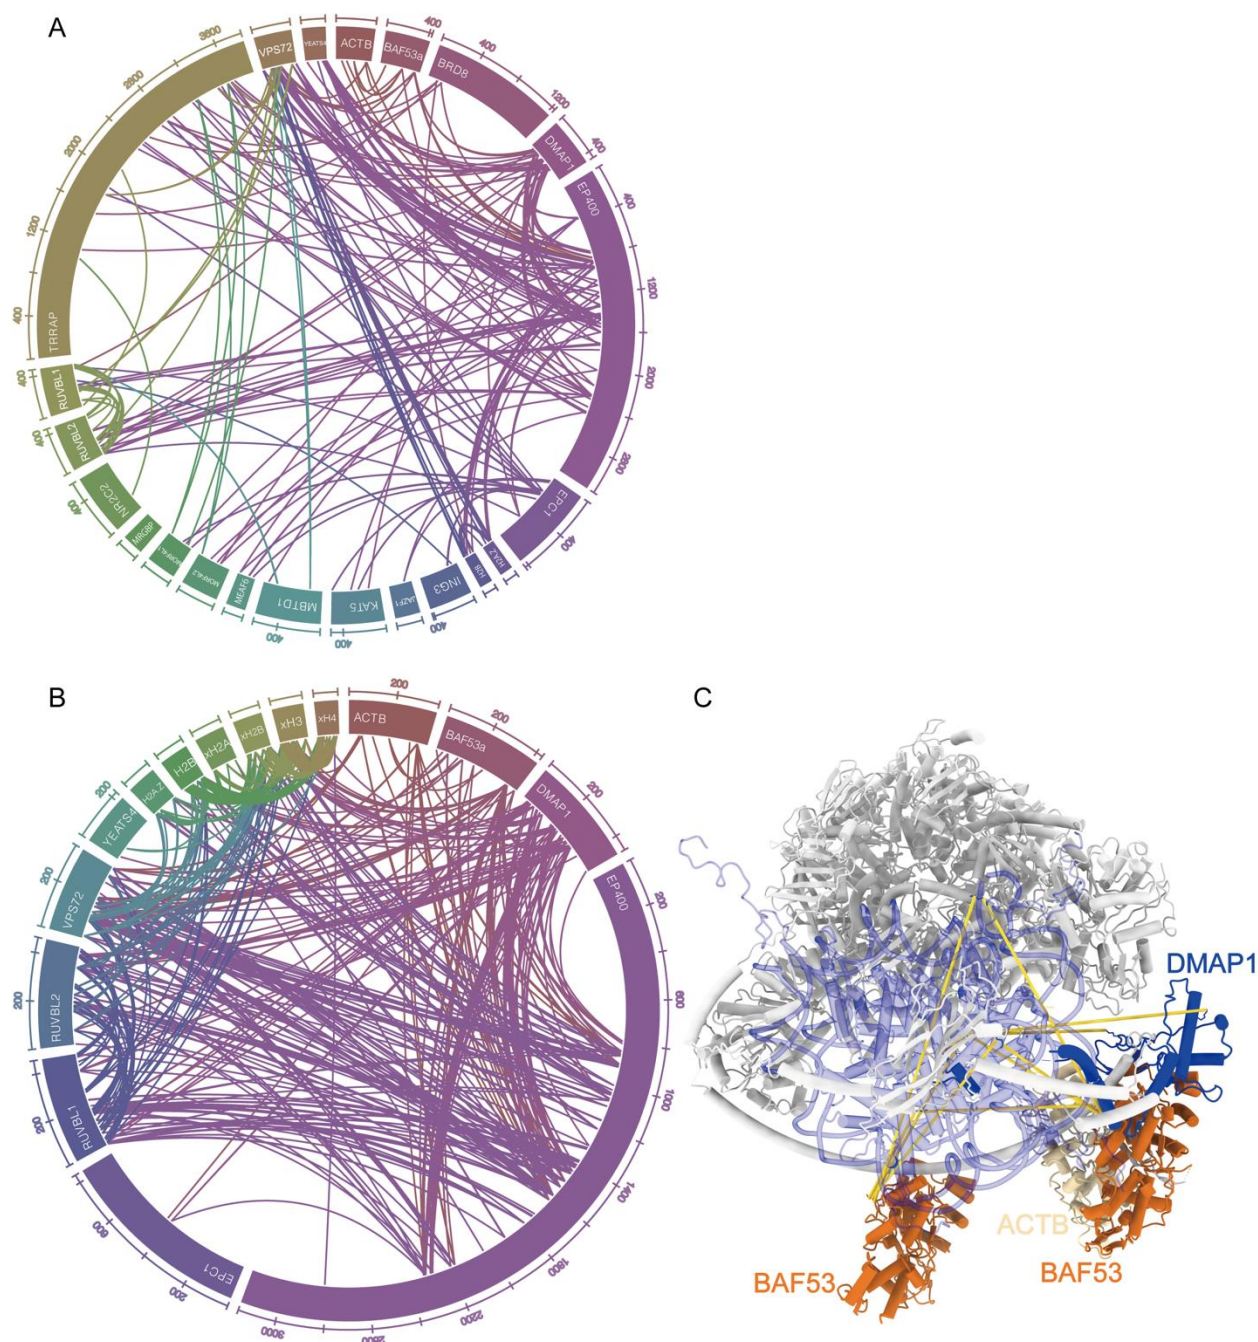

**Fig. S4. High-confidence lysine-lysine inter-molecular interactions detected by CX-MS.** (A) CX-MS results for purified, native TIP60 complexes are illustrated using a circular format. All of the subunits present in Fig. 1B can be localized in the CX-MS result. (B) CX-MS results for the reconstituted P400 subcomplex, in the presence of nucleosome and ATPγS. More crosslinks were identified with the P400 complex compared to the native complex, likely due to the higher protein concentration used in the P400 experiment. (C) The interactions between DMAP1, ACTB and BAF53a with the nucleosome core, as shown in Panel B, were localized within the SRCAP-NCP structure (PDB: 8X19). Here, BAF53a replaces monomeric actin at the same site, aligning with our TIP60 structure where BAF53a occupies the corresponding region. Ten of the eleven crosslinks (yellow sticks) exceeded a distance of 35 Å, indicating that the crosslinks between the ARP module and the nucleosome depicted in Panel B are not compatible with the SRCAP-NCP structure.

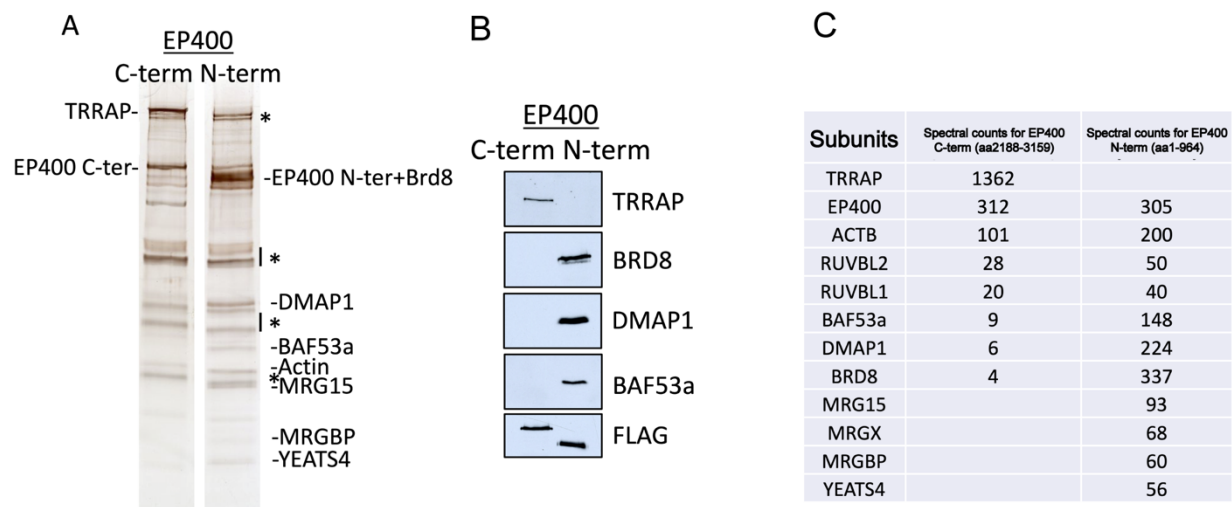

**Fig. S5. N- and C-terminal portions of EP400 outside of the SWI/SNF ATPase domain assemble partial complexes, neither one of which contains the HAT module.** (A) Silver-stained gel of purified fractions obtained from K562 cells expressing the C-terminal or N-terminal parts of EP400 from the AAVS1 safe harbor (aa2188-3159 or aa1-964(isoform 2)). Associated TIP60 subunits identified by mass spectrometry and western blots are labeled on each side. More contaminants (indicated by asterisks) are detected in these FLAG eluates likely because of the expression of artificial truncated proteins (\* for HSPs, PRMT5/MEP50 and low amount of RUVBL1/2). (B) Immunoblot showing the presence of TRRAP in the sample containing the C-terminal part of EP400, and the TINTIN and ARP modules in the sample containing the N-terminal part of EP400. (C) Mass spectrometry analysis of the purified fractions. The peptides corresponding to BAF53a, DMAP1 and BRD8 detected in the C-terminal fraction are most likely due to carry over from the N-terminal fraction. Related to Fig. 1, D and E.

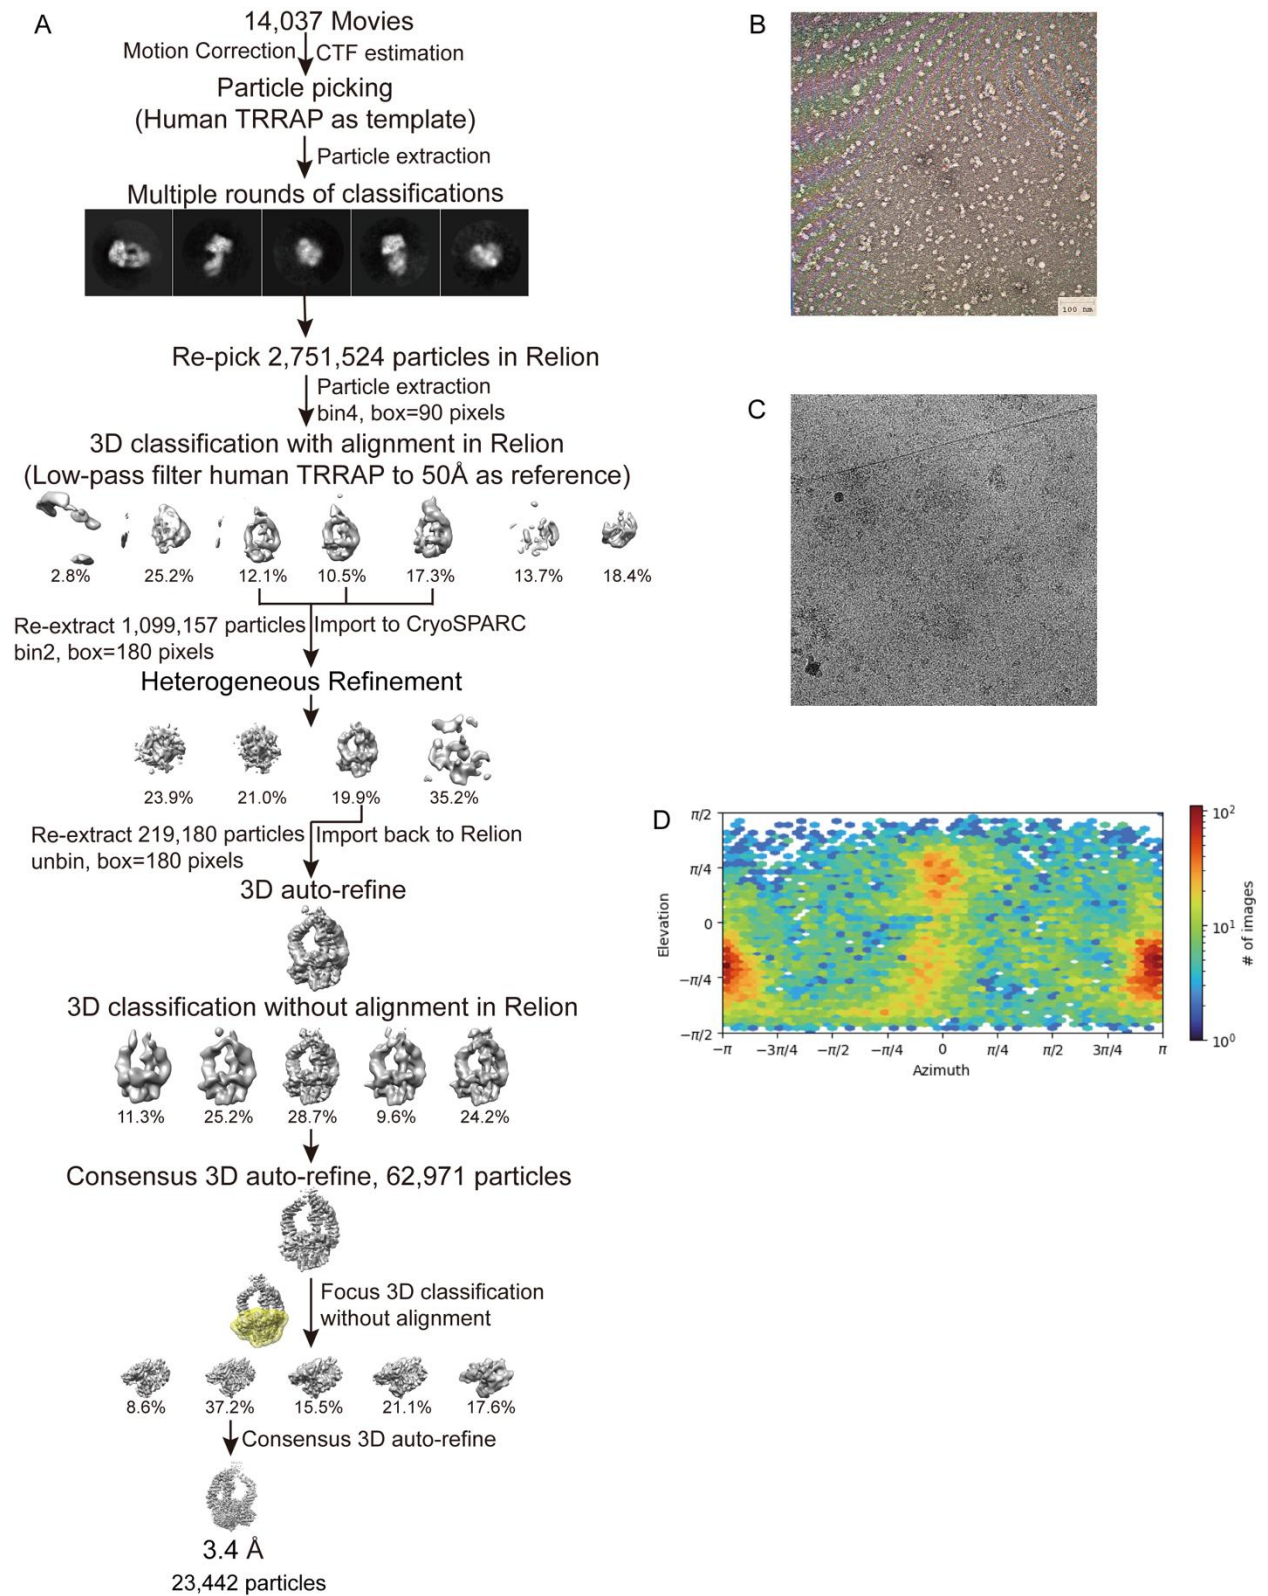

**Fig. S6. Cryo-EM analysis of the TRRAP module.** (A) Cryo-EM data processing workflow for the TRRAP module. (B) Negative stain image of the TRRAP module. (C) Cryo-EM image of the TRRAP module. (D) Angular distribution of the final reconstruction (overall resolution 3.4 Å).

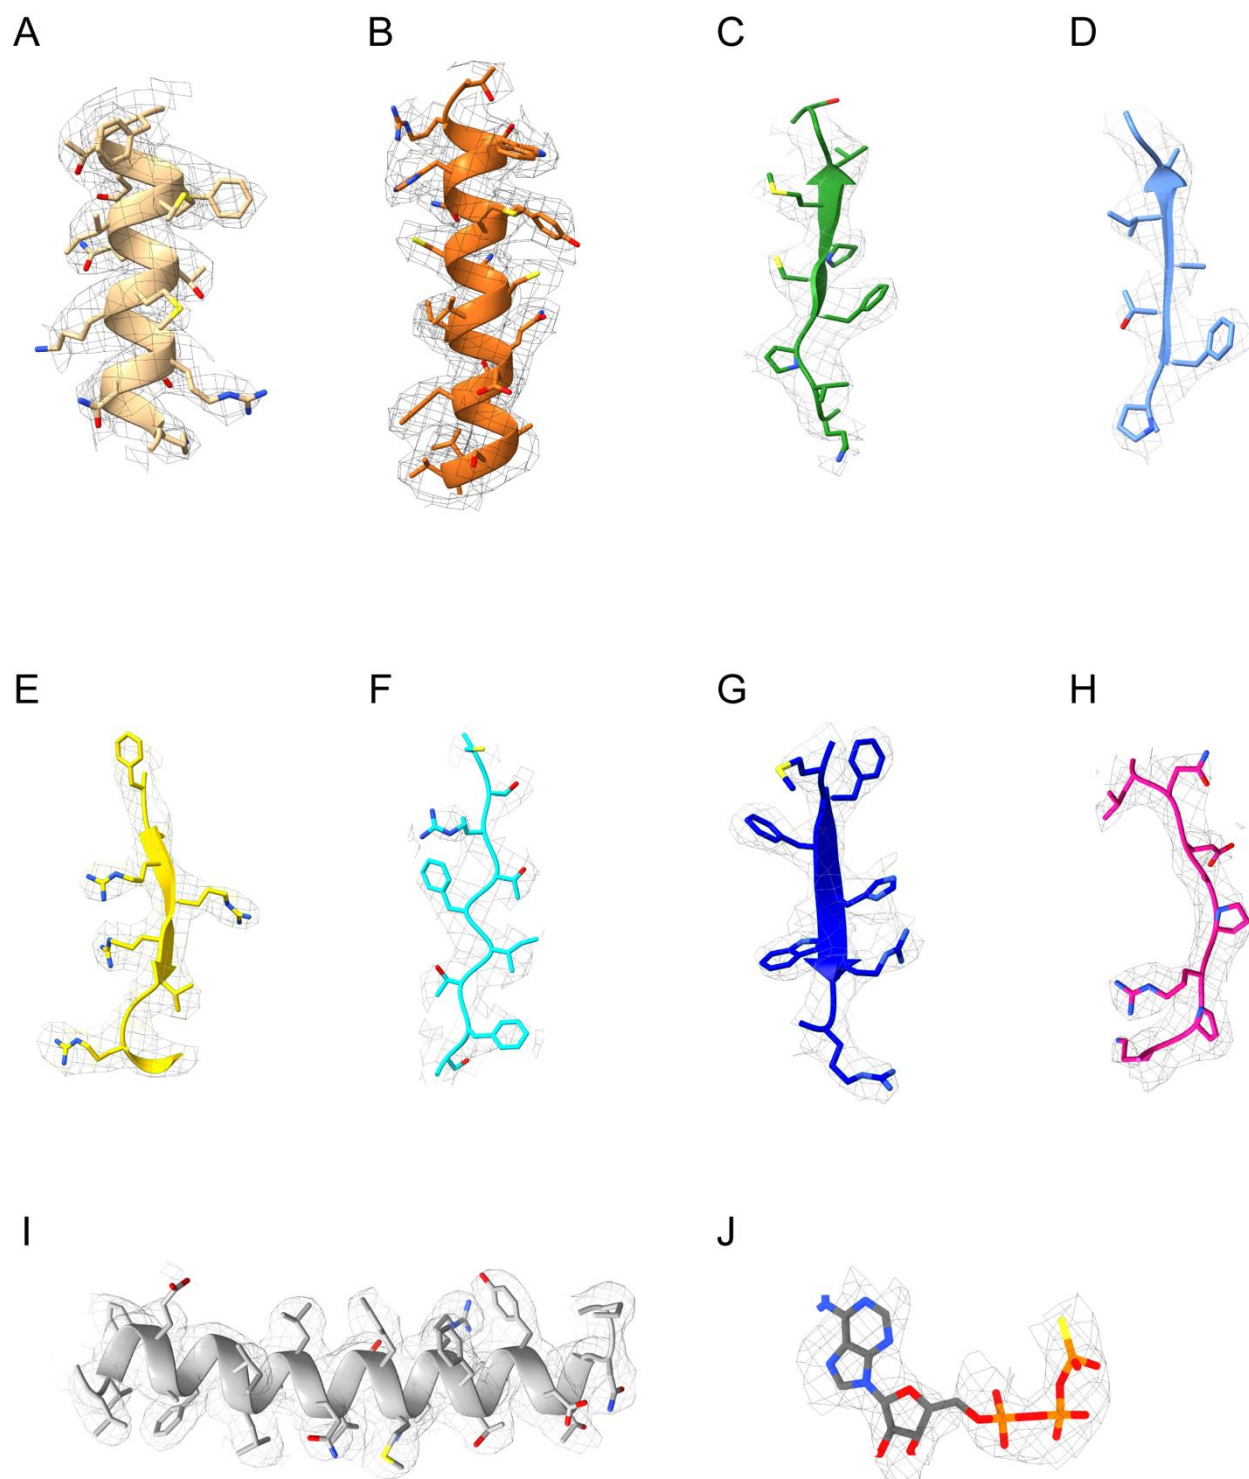

**Fig. S7. Representative densities and models for regions in different components of our structures.** (A) ACTB. (B) BAF53a. (C) RUVBL1. (D) RUVBL2. (E) EPC1. (F) VPS72. (G) DMAP1. (H) P400. (I) TRRAP. (J) ATP $\gamma$ S in the motor domain of the P400 subcomplex.

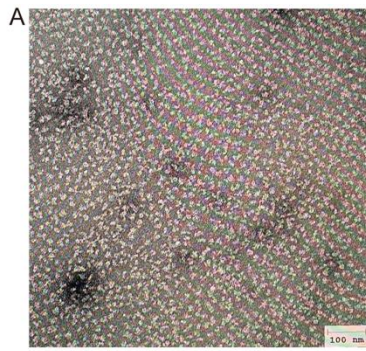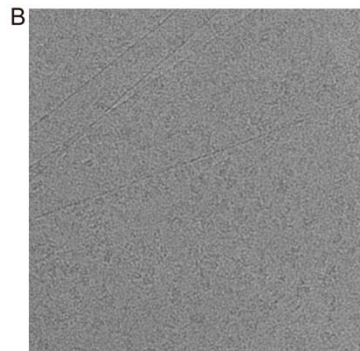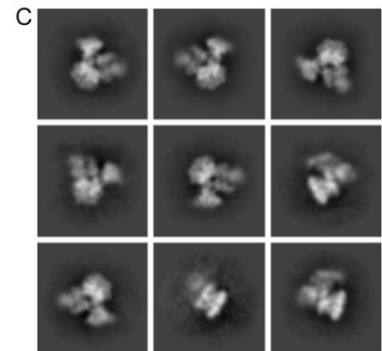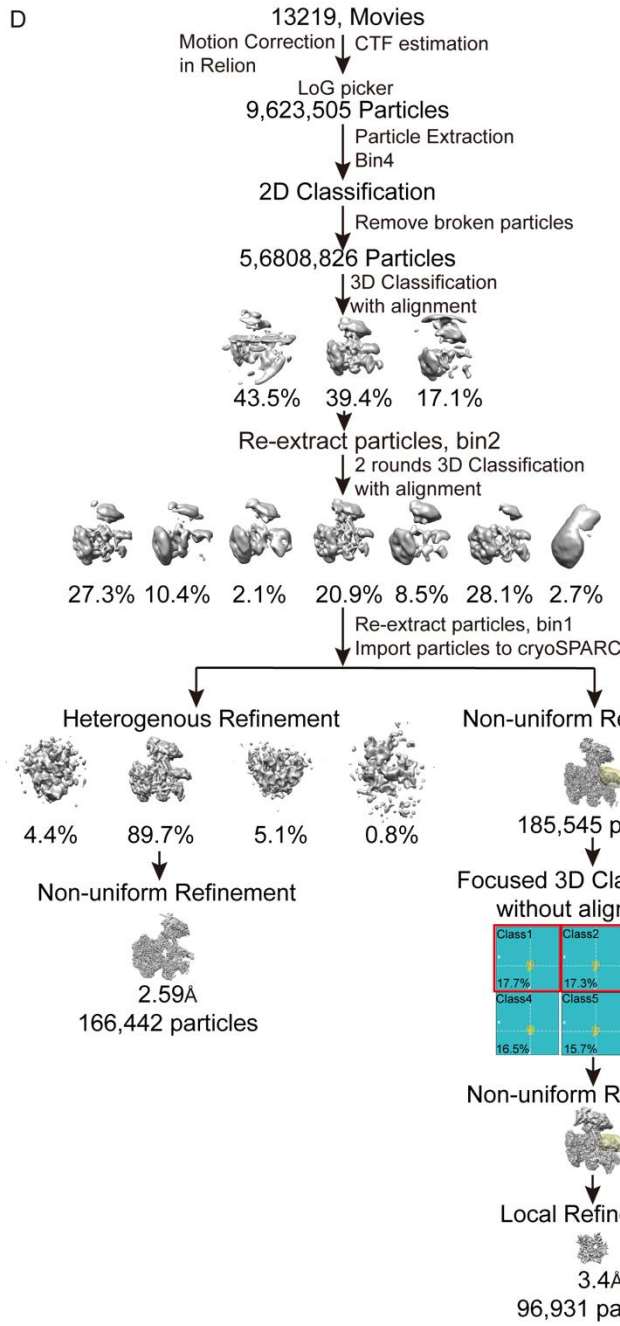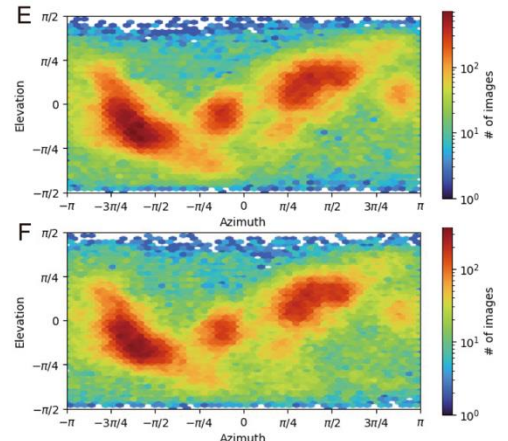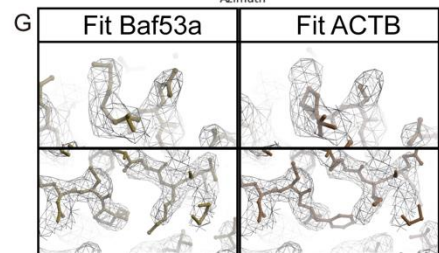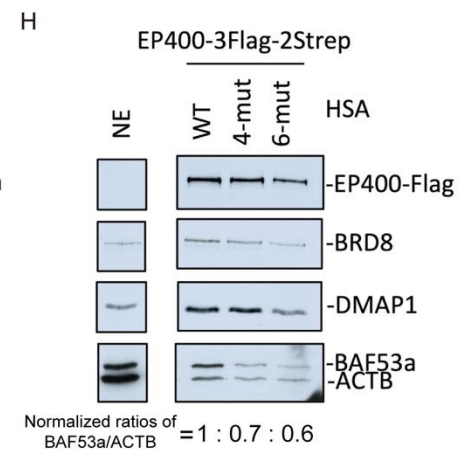

**Fig. S8. Cryo-EM analysis of the reconstituted P400 subcomplex.** (A-C) Representative negative stain image, cryo-EM image and 2D class averages of the P400 subcomplex. (D) Cryo-EM data processing workflow for the P400 subcomplex. (E-F) Angular distribution of the final 3D reconstruction for the P400 subcomplex and the second copy of BAF53a. (G) Cryo-EM density map for the assigned second BAF53a copy with atomic models for BAF53a and ACTB showing the optimal fit of the former. (H) Western blot analysis of tandem affinity purified fractions from cells expressing EP400 wild type, carrying 4 point mutations (I869D/A870D/A874D/I877D) or carrying 6 point mutations (I869D/A870D/A874D/I877D/F880D/W881D) from the AAVS1 safe harbor. Signal in initial wild type nuclear extract is shown as reference. Comparing BAF53a and actin signals indicate a preferential loss of BAF53a relative to the ratio in the wild type of fraction. Comparative analysis of BAF53a and actin signals indicates a preferential reduction of BAF53a relative to actin in the mutants compared to the wild type, with normalized ratios of BAF53a to ACTB in wild type, 4-mutant, and 6-mutant samples being 1, 0.7, and 0.6, respectively. The ratios of DMAP1 to EP400-flag are consistently 1.9 in the three samples.

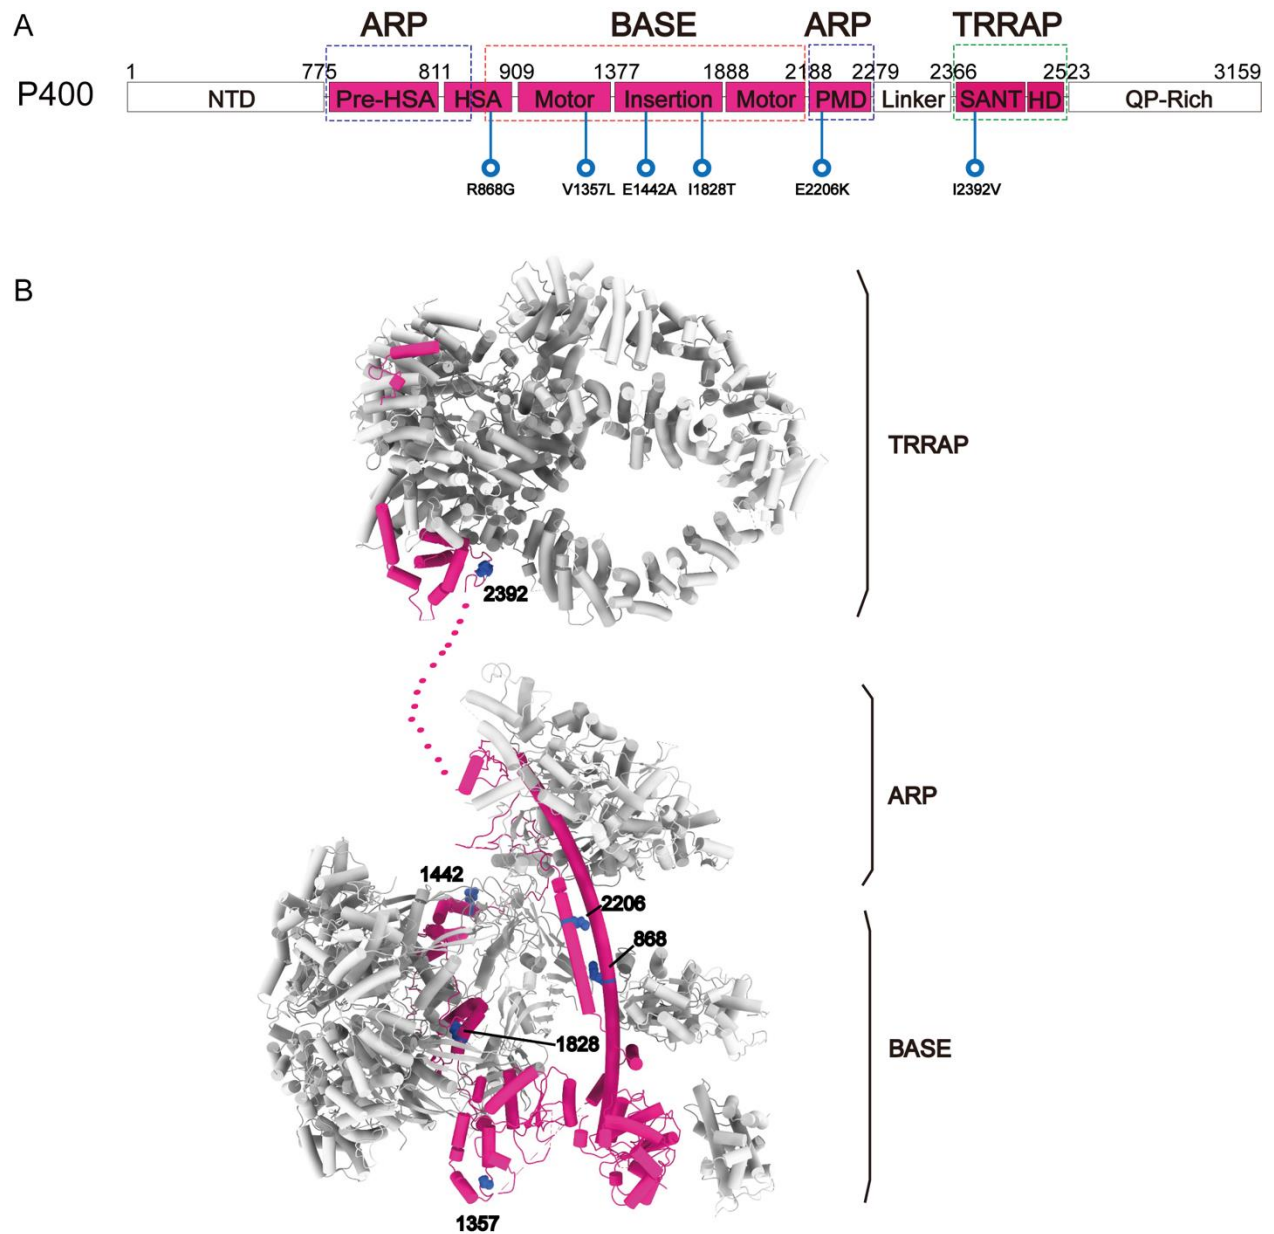

**Fig. S9. Localization of EP400 mutations associated with schizophrenia in the Japanese population.** (A) Mutations shown on the schematic of EP400 domain structure. (B) Localization of the mutations on the 3D structure. EP400 is shown in hot pink, while mutations are shown in blue, and the rest of the complex is shown in grey.

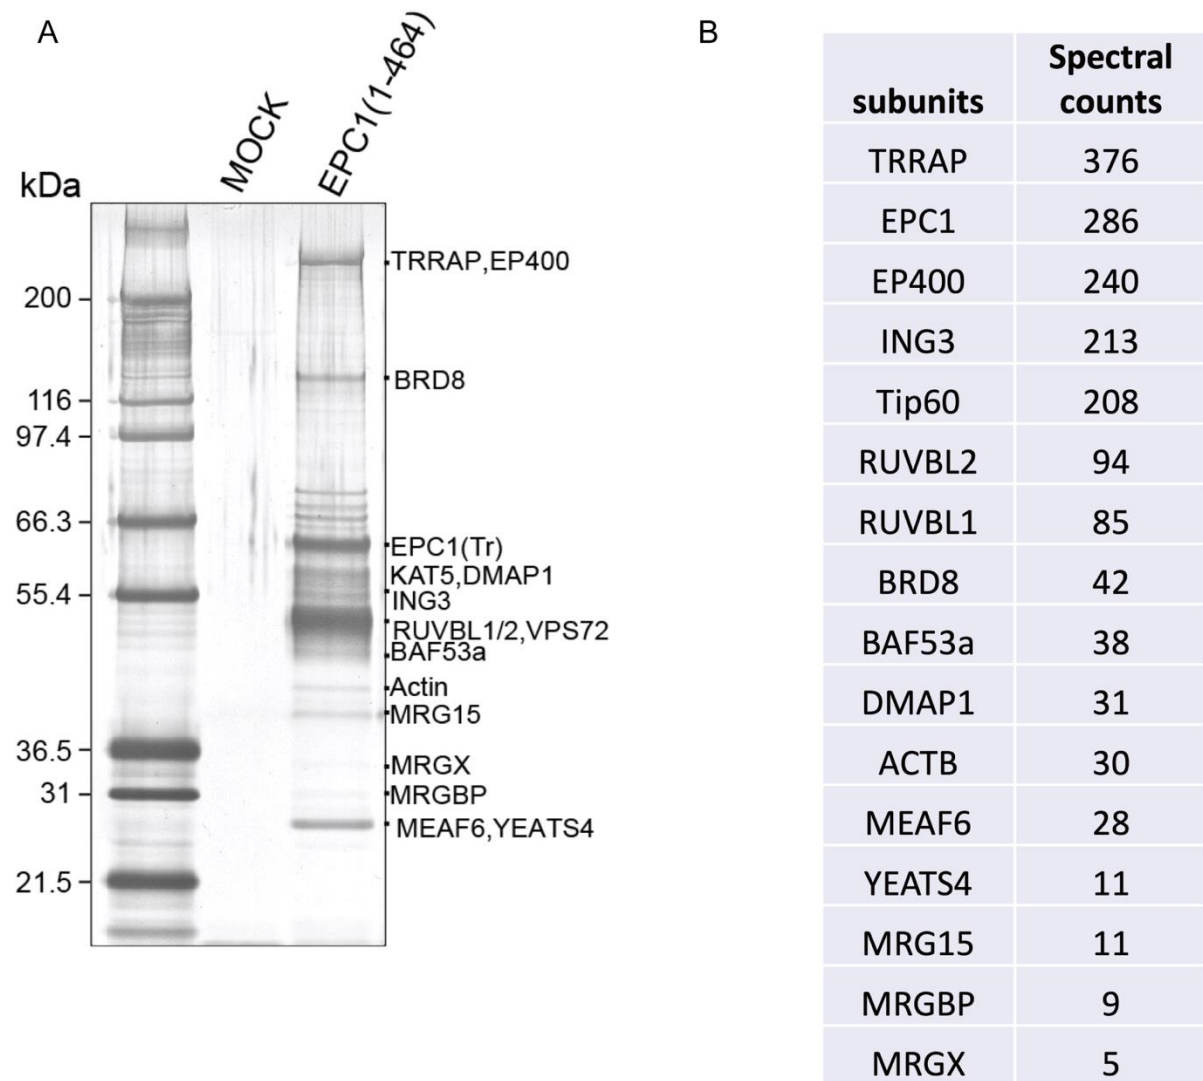

**Fig. S10. The N-terminal residues of EPC1 up to aa464 are sufficient to anchor the HAT module to the rest of the TIP60 complex.** (A) Silver-stained gel of EPC1(1-464)-containing TIP60 complex tandem affinity purified from K562 cells expressing it from the AAVS1 safe harbor locus. A mock purification was done in parallel from control untagged cells. Protein bands corresponding to TIP60 subunits are labeled on the right. (B) Mass spectrometry analysis of the purified fraction. The only subunit missing known to associate with the EPC1 C-terminal region (4, 91) is MBTD1. Related to Fig. 2, B and F.

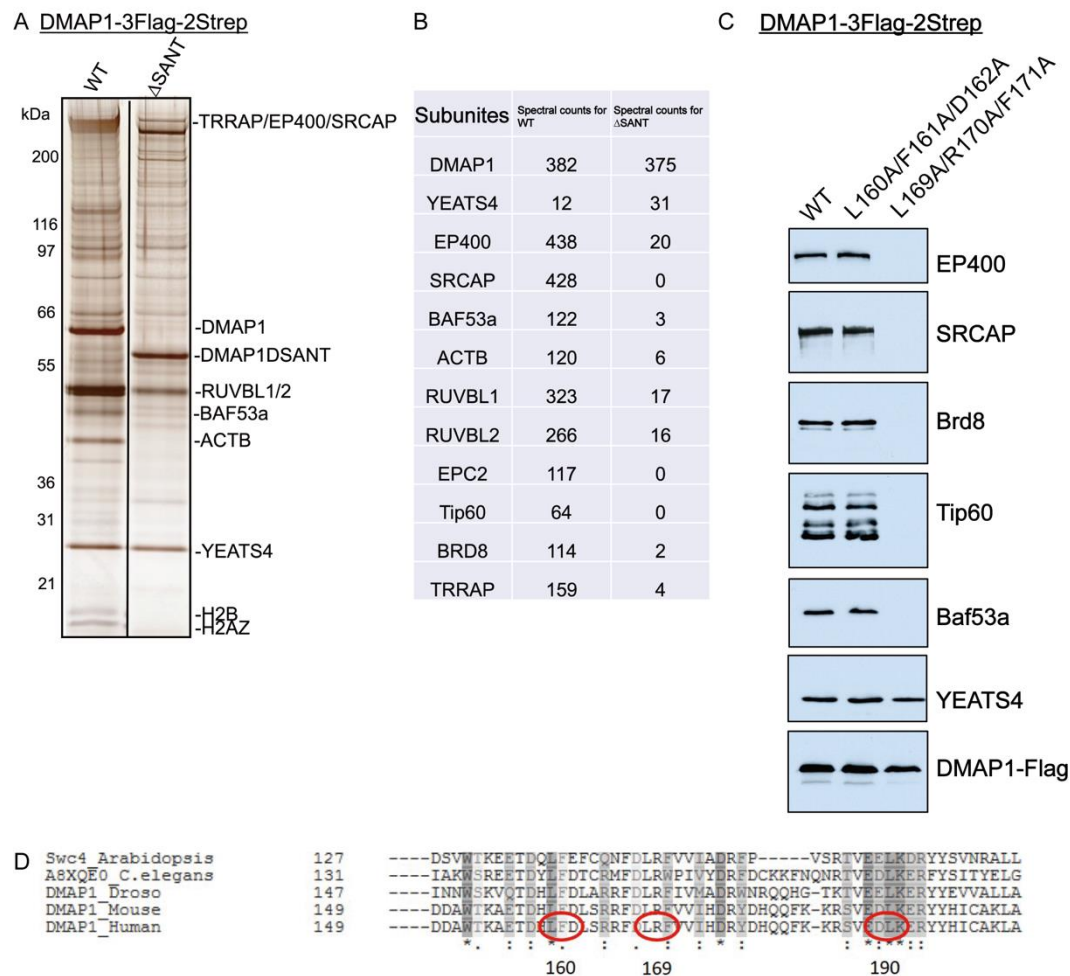

**Fig. S11. The DMAP1 SANT domain is necessary for its association with the TIP60 complex (and SRCAP) while it retains its association with YEATS4/GAS41.** (A) Silver-stained gel of tandem affinity purified DMAP1 wild type or DMAP1  $\Delta$ SANT (aa149-199) from K562 cells expressing them from the *AAVS1* safe harbor locus. Protein bands corresponding to TIP60 subunits (and SRCAP) are labelled on the right. (B) Mass spectrometry analysis of the purified fractions. Related to Fig. 3G. (C) Western blot analysis of tandem affinity purified fractions from cells expressing DMAP1 wild type, carrying mutations of L160A/F161A/D162A and L169A/R170A/F171A from the *AAVS1* safe harbor. (D) Sequence alignment of the SANT domain of DMAP1 across different species. Mutations of the conserved amino acids are labeled with red ovals.

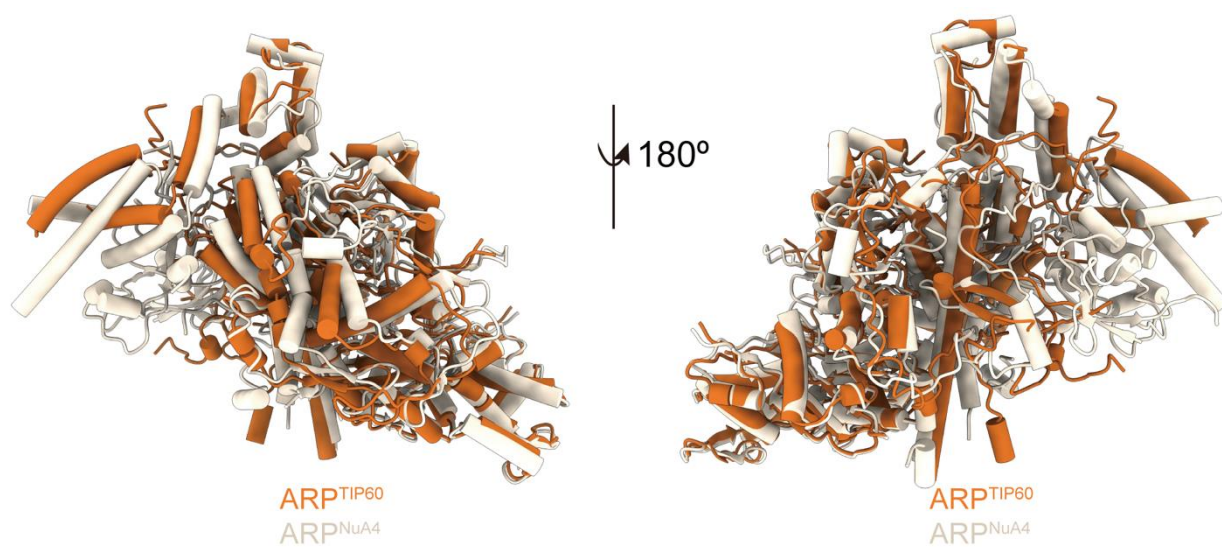

**Fig. S12. Structural comparison of the ARP module of human TIP60 and yeast NuA4.** Superposition of the ARP modules of TIP60 (brown) and NuA4 (beige). RMDS = 1.1 Å.

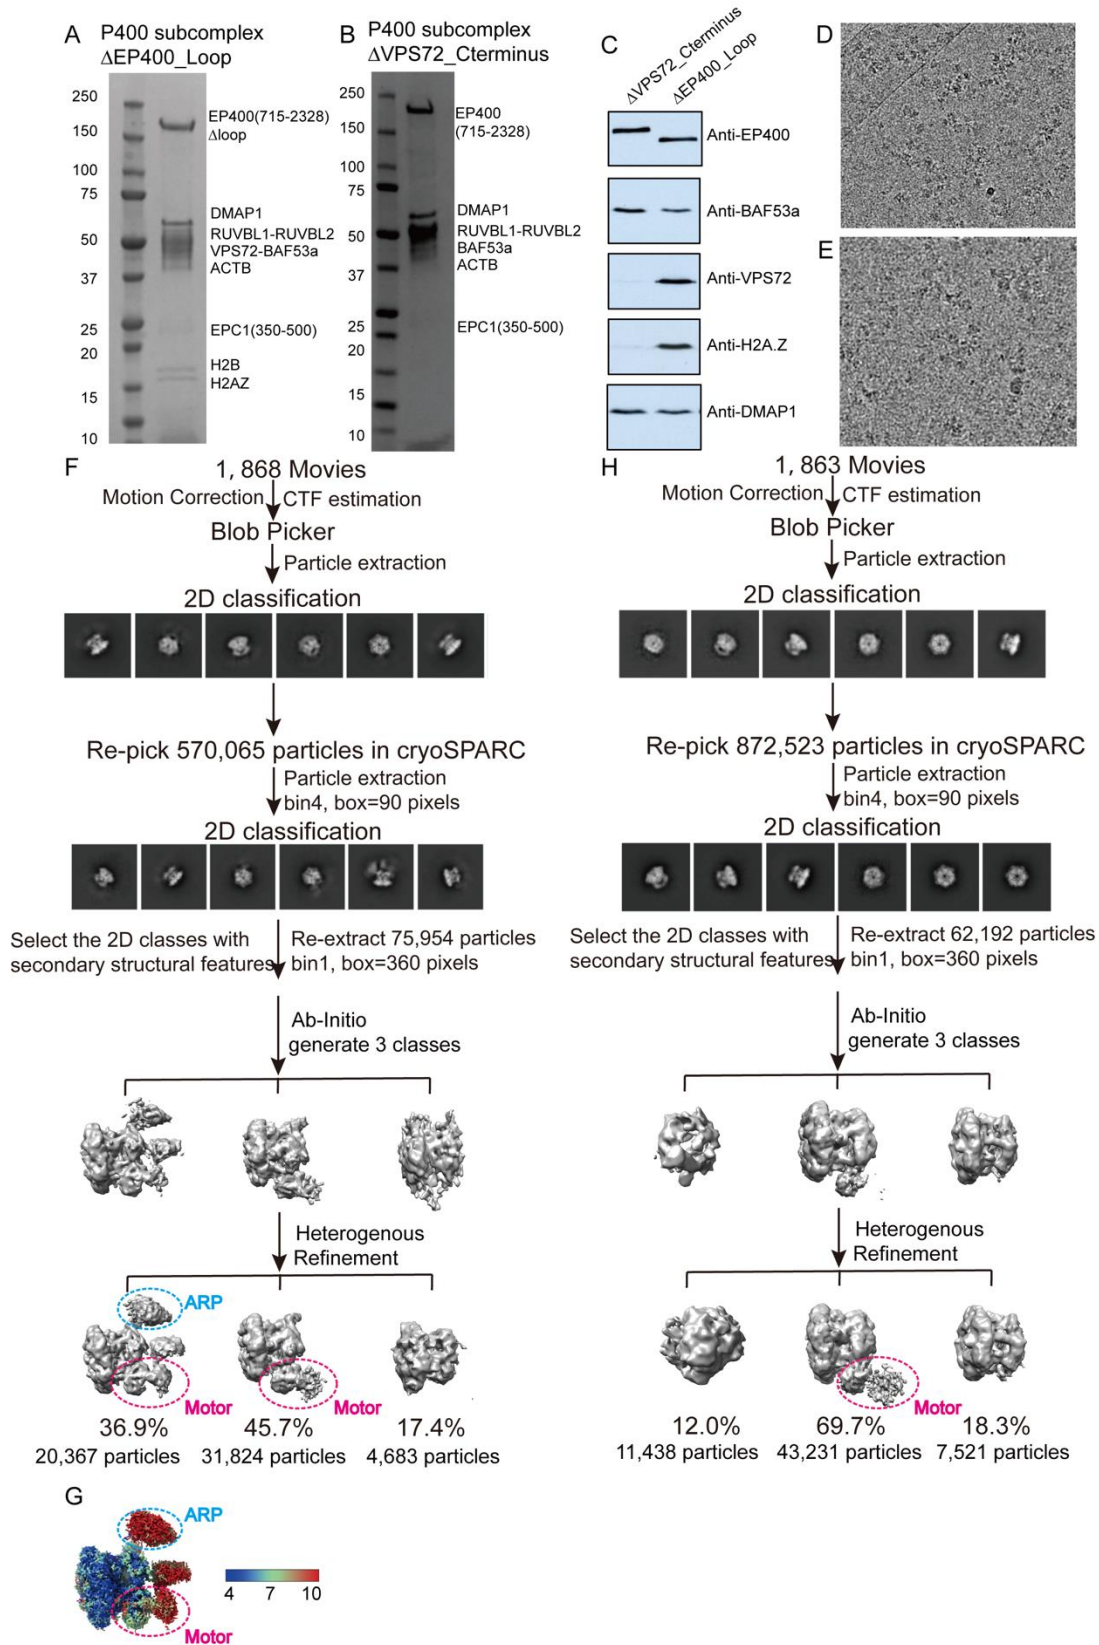

**Fig. S13. Cryo-EM analysis of reconstituted P400 subcomplex mutants.** (A, B) SDS-PAGE gel depicting the purified  $\Delta$ EP400\_Loop and  $\Delta$ VPS72 C-terminus mutants, respectively. (C) Western blot validation of the mutants shown in panels A and B indicates that DMAP1 and BAF53 are present in both mutants, while VPS72 and H2A.Z were depleted in the  $\Delta$ VPS72 C-terminus mutant. (D, E) Representative Cryo-EM micrographs of the  $\Delta$ EP400\_Loop and  $\Delta$ VPS72 C-terminus mutants. (F, H) Cryo-EM data processing workflows for the  $\Delta$ EP400\_Loop and  $\Delta$ VPS72 C-terminus mutants, respectively. (G) Local resolution estimation for the initial class of  $\Delta$ EP400\_Loop mutant reconstruction, indicating a significantly reduced resolution in the ARP module as compared to the rest of the complex, suggesting increased flexibility of the ARP module due to the EP400\_Loop deletion.

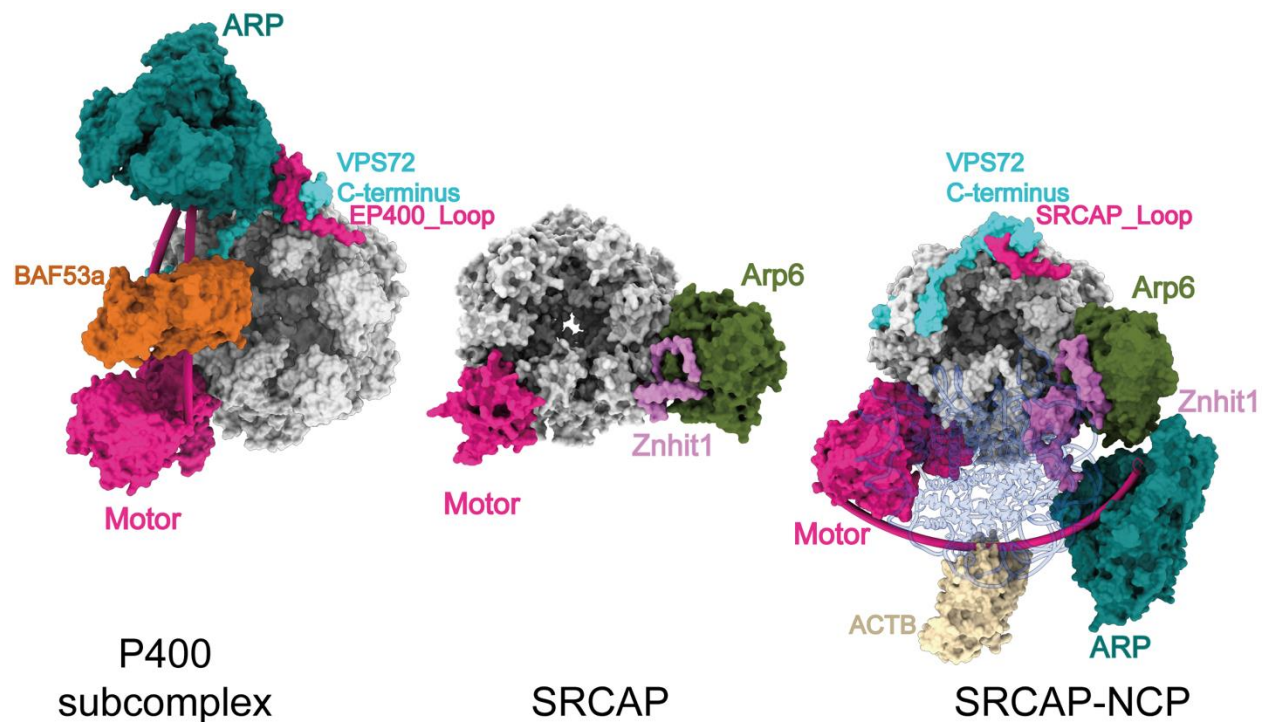

**Fig. S14. Side-by-side structural comparison between the P400 subcomplex described in this work (left), SRCAP complex (middle, PDB: 6IGM) and SRCAP-NCP complex (right, PDB: 8X19).** The motors (hot pink) are positioned so as to be approximately aligned to each other. Only the ARP module (turquoise), Arp6 (army green), AAA-ATPase hexamer (grey), motor and HAS domains of the remodeler (hot pink), BAF53a (brunt orange), VPS72 C-terminus (cyan), ZNHIT1 (orchid) and ACTB (wheat) are shown for clarity. The nucleosome engaged by SRCAP is shown for reference in grey ribbon. The VPS72 C-terminus, the SRCAP-Loop and the ARP module are not visible in the nucleosome-free structure of SRCAP.

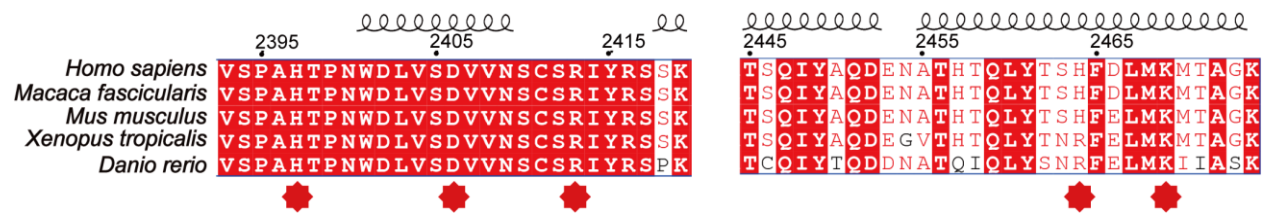

**Fig. S15. Conservation analysis of the SANT domain of EP400.** Amino acids shown in (Fig.4C) are marked with octagons.

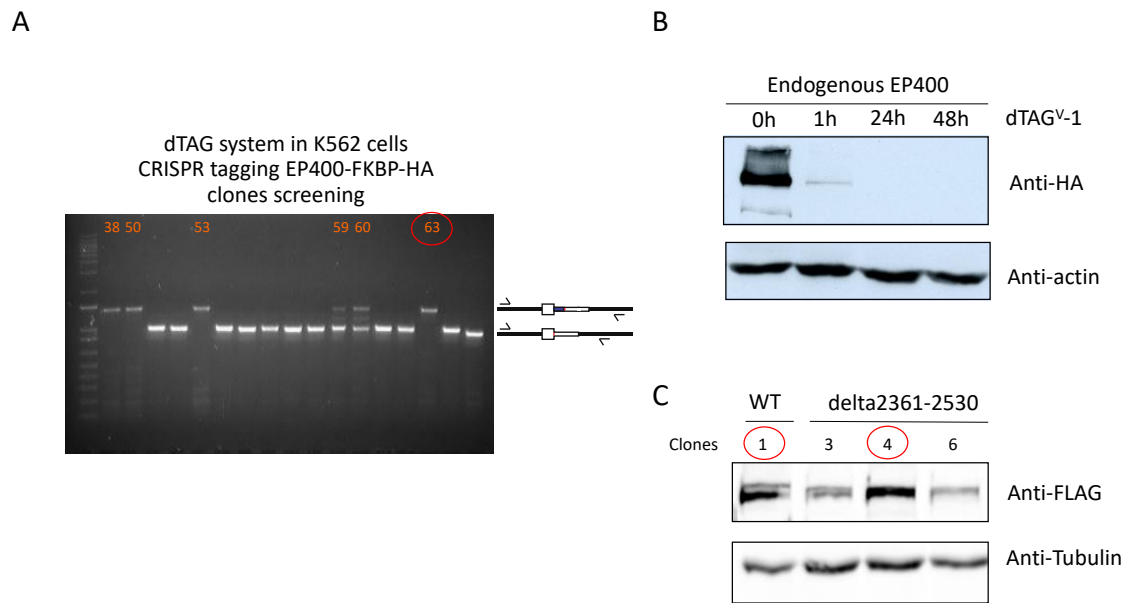

**Fig. S16. CRISPR-mediated construction of an endogenous EP400 degron cell line and its complementation with WT and mutant EP400 expressed for the AAVS1 locus. (A)** Agarose gel of out-out PCR on clones after CRISPR/Cas9 using gRNAs targeting the C-terminus of EP400 to introduce the FKBP12F36V-2HA cassette. Heterozygote and homozygote edited clones were obtained and homozygote clone 63 was selected for characterization. **(B)** Anti-HA western blot to show rapid acute depletion of endogenous EP400 after adding dTAG-V1 to the media. **(C)** Anti-Flag western of clones expressing WT and mutant EP400 from the AAVS1 locus (after genome editing of clone 63) to select clones with similar levels of expression (circled).

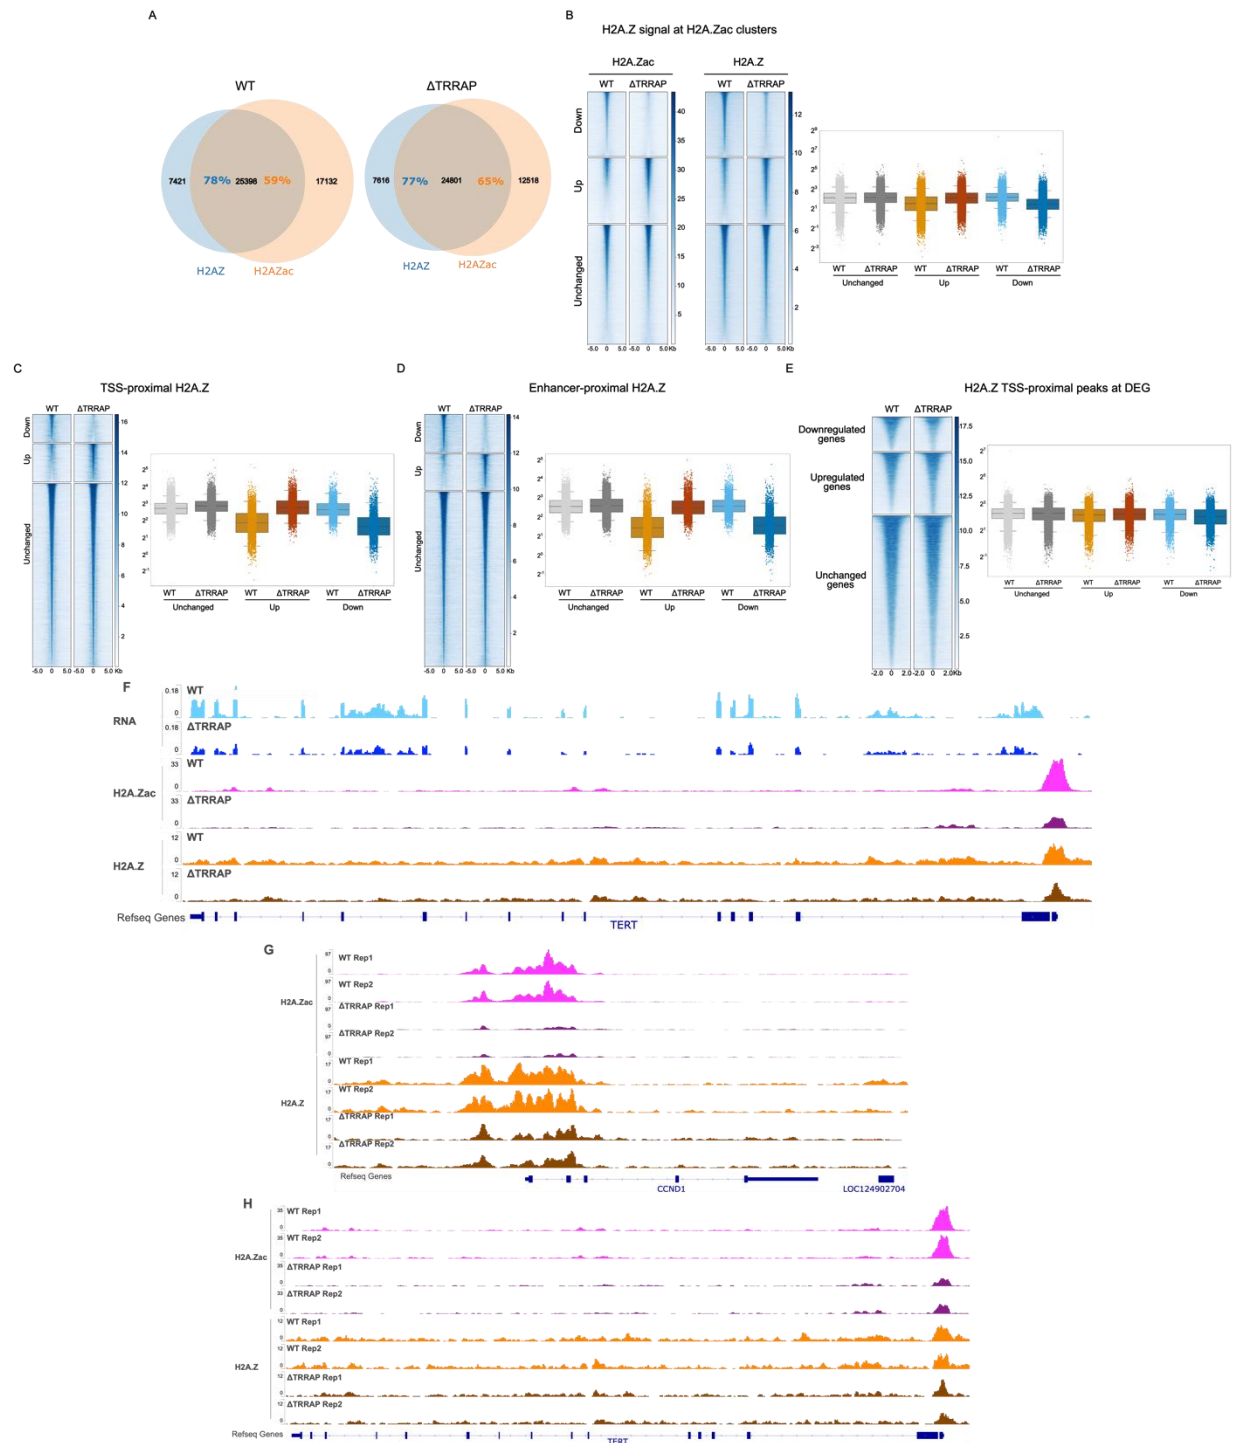

**Fig. S17. Coordinated changes in H2A.Z and H2A.Zac genome-wide occupancy in response to TRRAP dissociation.** (A) Venn diagrams showing overlaps between H2A.Z and H2A.Zac peaks in both the WT (left) and the  $\Delta$ TRRAP mutant (right) conditions. (B) Heatmap and box plot representation of H2A.Z peaks that overlap H2A.Zac peak clusters for  $\Delta$ TRRAP mutant vs WT. (C) TSS-proximal H2A.Z peaks (TSS  $\pm$  2Kb) clustered according to change in the mutant vs WT, represented by a heatmap (left) showing signal  $\pm$  5Kb from peak center, and a box plot (right). (D) Similar representation of enhancer-proximal H2A.Z peaks (enhancer  $\pm$  5Kb). (E) Heatmap and box plot representation of H2A.Z ChIP-seq signal for peaks that are located near the TSS ( $\pm$  2Kb) of DEGs. (F) Genome browser view of normalized read counts of RNA-seq, H2A.Zac ChIP-seq and H2A.Z ChIP-seq over the gene *TERT*. (G) Genome browser view of normalized read counts of H2A.Zac and H2A.Z ChIP-seq biological replicates over the gene *CCND1*. (H) Genome browser view of normalized read counts of H2A.Zac and H2A.Z ChIP-seq biological replicates over the gene *TERT*. Two-sided Mann Whitney U test was performed on all the box plots, and the p values are indicated in Table S3.

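Each class of H2A.Zac regions was set against the 3 H2A.Z lists, again with at least 25% of a region's length covered. Of the lost H2A.Zac regions, 7007 (28.6%; Wilson 95% confidence interval, 28.1 to 29.2%) overlapped a lost H2A.Z region, 8916 (36.4%, 35.8 to 37.0%) an unchanged one and 5 a gained one. Of the gained H2A.Zac regions, 4650 (18.7%, 18.2 to 19.2%) overlapped a gained H2A.Z region, 11415 (45.9%, 45.3 to 46.6%) an unchanged one and 8 a lost one. A region can overlap more than 1 class. No H2A.Z region of any class reached the required overlap with 45.2% of the lost and 43.1% of the gained H2A.Zac regions. Seen from H2A.Z, the 2 marks moved together more often, with 65.9% (65.1 to 66.8%) of the lost H2A.Z regions on a lost H2A.Zac region and 65.8% (64.8 to 66.8%) of the gained on a gained one. Among the 11670 H2A.Zac regions that changed and overlapped a changed H2A.Z region, 11657 (99.9%) went the same way and 13 the opposite way. When the H2A.Z directions were shifted along each chromosome 1000 times, the median was 55.0% and the highest value was 58.7%. The 2 marks were measured in the same chromatin of the same clones, so this shared direction is not an independent repeat.

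**Figure D5:**
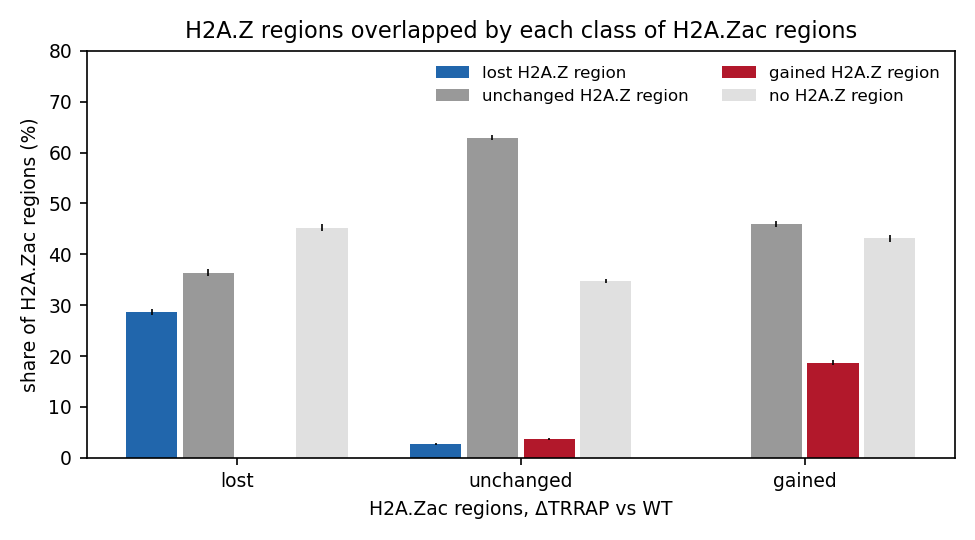
Share of lost, unchanged and gained H2A.Zac regions (in %, with Wilson 95% confidence intervals) that overlap a lost, unchanged or gained H2A.Z region, or none. Lost H2A.Zac regions overlap lost H2A.Z regions (28.6%) and gained ones overlap gained H2A.Z regions (18.7%), and the opposite combinations are too rare to be visible.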

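Over the genome, more H2A.Z regions were lost than gained in ΔTRRAP, with 12592 lost, 8965 gained and 41885 unchanged in the authors' deposited lists, a gained share of 41.6% (Wilson 95% confidence interval, 40.9 to 42.2%). Near a TSS the order was the opposite. In the 2-kb windows centered on TSSs, 3319 H2A.Z regions were gained, 2283 were lost and 16815 were unchanged, which gives a gained share of 59.2% (58.0 to 60.5%; 58.0 to 61.7% with each chromosome left out in turn). The highest of these values came from leaving out chromosome 19. In the wider window of TSS ± 2 kb the share was 55.6%, and for TSSs of protein-coding genes it was 65.4%. With a log10 likelihood ratio of at least 10, only 355 changed TSS-proximal regions were left, of which 46.5% (41.4 to 51.7%) were gained. Away from TSSs, 5646 regions were gained and 10309 were lost, a gained share of 35.4% (34.6 to 36.1%). As for H2A.Zac, the scaling to the same effective depth would hide a loss or gain shared by the whole genome.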

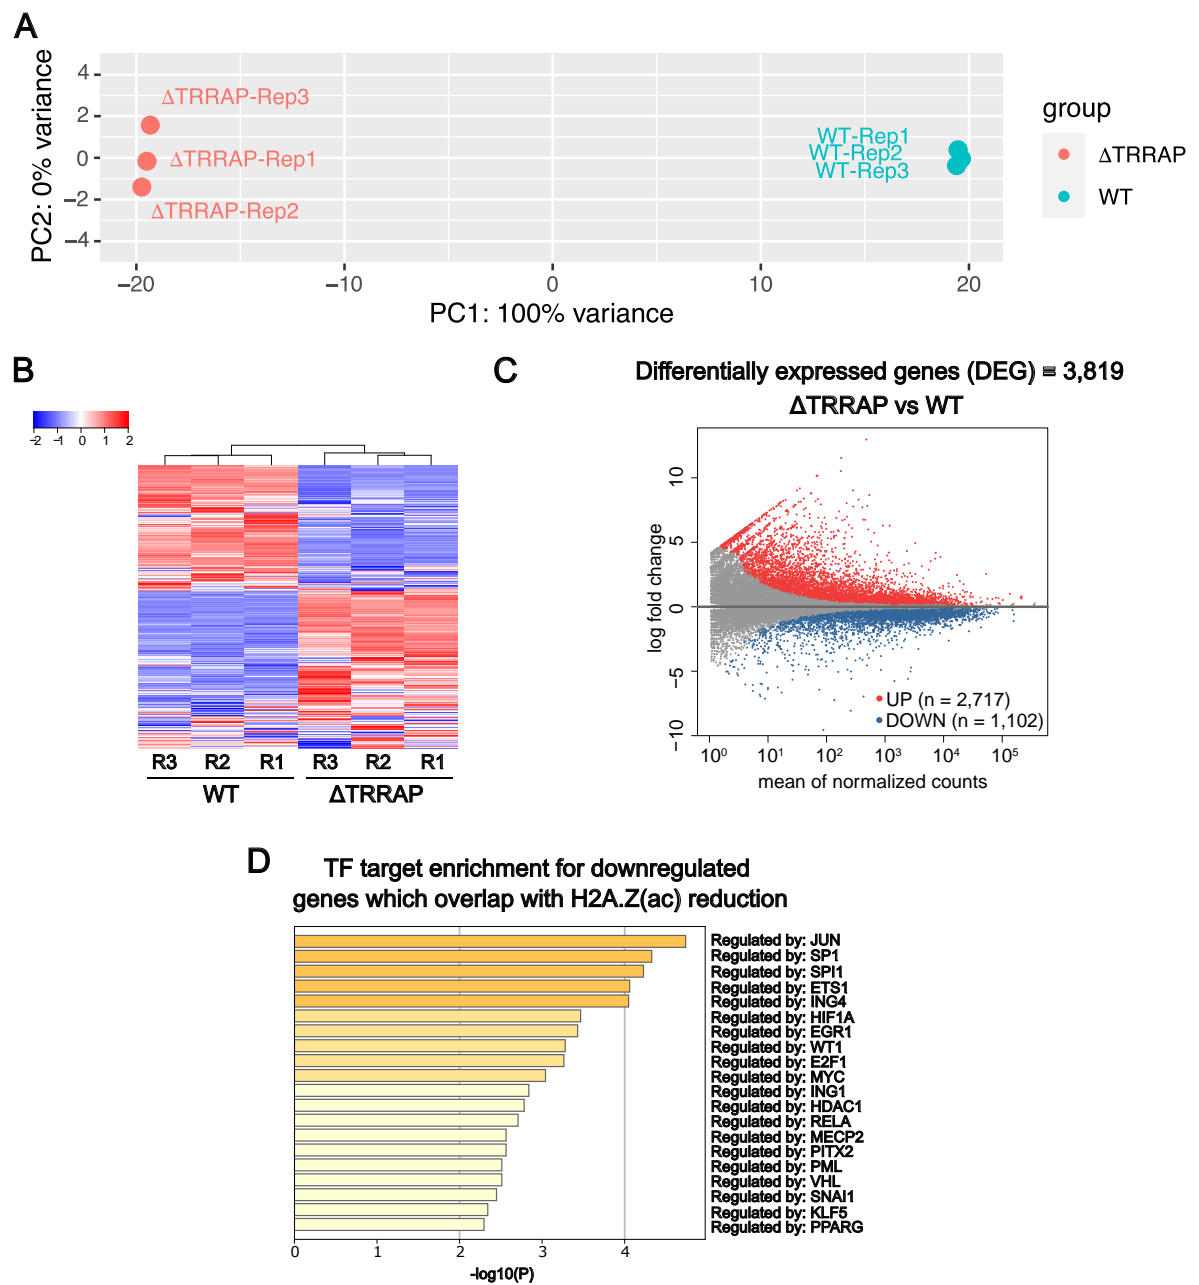

**Fig. S18. RNA-seq: ΔTRRAP vs WT.** (A) PCA analysis for biological replicates of the three conditions (n=3 each). Virtually all of the sample variability is described by the 1st principal component. (B) Z-score heatmaps of normalized transcript counts for ΔTRRAP vs WT. (C) MA plots showing significantly upregulated (red) or downregulated (blue) genes, with normalized counts for each. (D) Metascape-generated TRRUST analysis on the downregulated genes that show reduced H2A.Z(ac) signal in the ΔTRRAP mutant vs WT. The “Down” gene category identified in Fig. 5D shows enrichment of genes regulated by specific transcription factors.

**Table S1 Antibodies used in this study.**

|                    |                                                            |
|--------------------|------------------------------------------------------------|
| FLAG M2-Peroxidase | Sigma-Aldrich, Cat # A8592, RRID:AB_439702                 |
| EP400              | Abcam, Cat # ab5201, RRID:AB_304780                        |
| Tip60              | Santa Cruz Biotechnology, Cat # sc-5727, RRID:AB_2128817   |
| DMAP1              | Thermo Fisher Scientific, Cat # PA1-886, RRID:AB_2292767   |
| YEATS4             | Santa Cruz Biotechnology, Cat# sc-393708                   |
| BAF53a             | Abcam, Cat # ab3882, RRID:AB_304125                        |
| ActinB             | Bioshop, Cat # TLC002.100                                  |
| BRD8               | Bethyl Laboratories, Cat # A300-219A, RRID:AB_263340       |
| Histone H2B        | Abcam, Cat # ab1790, RRID:AB_302612                        |
| Histone H2A.Z      | Abcam, Cat # ab4174, RRID:AB_304345                        |
| Histone H3         | Abcam, Cat # ab1791, RRID:AB_302613                        |
| Histone H4K5ac     | Thermo Fisher Scientific, Cat # PA1-84334, RRID: AB_931272 |
| TRRAP              | Santa Cruz Biotechnology, Cat# sc-5405                     |
| HA                 | Roche, Cat # 12013819001                                   |
| Tublin             | Millipore, Cat # CP06                                      |
| Actin              | Fisher, Cat #AM4302                                        |
| SRCAP              | Gift of J. Chrivia                                         |

**Table S2 Cryo-EM data collection, processing, and refinement.**

|                                                           | ARP module<br>(PDB: 9C6N)<br>(EMDB: 45252 ) | P400 Subcomplex<br>(PDB: 9C62)<br>(EMDB: 45240 ) | TRRAP module<br>(PDB: 9C47)<br>(EMDB: 45176 ) | Recombinant<br>P400 Subcomplex<br>(PDB: 9C57)<br>(EMDB: 45206 ) | Second BAF53a<br>(PDB: 9C4B)<br>(EMDB: 45180 ) |
|-----------------------------------------------------------|---------------------------------------------|--------------------------------------------------|-----------------------------------------------|-----------------------------------------------------------------|------------------------------------------------|
| <b>Data collection and processing</b>                     |                                             |                                                  |                                               |                                                                 |                                                |
| Microscope                                                | Krios                                       | Krios                                            | Krios                                         | Krios                                                           | Krios                                          |
| Voltage (keV)                                             | 300                                         | 300                                              | 300                                           | 300                                                             | 300                                            |
| Camera                                                    | K3                                          | K3                                               | K3                                            | K3                                                              | K3                                             |
| Magnification                                             | 64,000                                      | 64,000                                           | 81,000                                        | 81,000                                                          | 81,000                                         |
| Pixel size at detector (Å/pixel)                          | 1.19                                        | 1.19                                             | 1.05                                          | 1.05                                                            | 1.05                                           |
| Total electron exposure (e <sup>-</sup> /Å <sup>2</sup> ) | 50                                          | 50                                               | 50                                            | 50                                                              | 50                                             |
| Number of frames/exposure                                 | 50                                          | 50                                               | 50                                            | 50                                                              | 50                                             |
| Defocus range (µm)                                        | -1 ~ -2                                     | -1 ~ -2                                          | -1 ~ -2                                       | -1 ~ -2                                                         | -1 ~ -2                                        |
| Automation software                                       | SerialEM                                    | SerialEM                                         | SerialEM                                      | SerialEM                                                        | SerialEM                                       |
| Micrographs collected (no.)                               | 14,351                                      | 14,351                                           | 14,037                                        | 13,219                                                          | 13,219                                         |
| Micrographs used (no.)                                    | 14,351                                      | 14,351                                           | 14,037                                        | 13,219                                                          | 13,219                                         |
| Total extracted particles (no.)                           | 2,888,429                                   | 2,888,429                                        | 2,751,524                                     | 9,623,505                                                       | 9,623,505                                      |
| <b>For each reconstruction:</b>                           |                                             |                                                  |                                               |                                                                 |                                                |
| Refined particles (no.)                                   | 214,481                                     | 214,481                                          | 214,481                                       | 214,481                                                         | 214,481                                        |
| Final particles (no.)                                     | 214,481                                     | 214,481                                          | 214,481                                       | 214,481                                                         | 214,481                                        |
| Point-group                                               | C1                                          | C1                                               | C1                                            | C1                                                              | C1                                             |
| Resolution (global, Å)                                    |                                             |                                                  |                                               |                                                                 |                                                |
| FSC 0.5 (unmasked/masked)                                 | 7.4/3.3                                     | 8.6/5.3                                          | 6.1/3.7                                       | 3.4/2.7                                                         | 5.9/3.4                                        |
| FSC 0.143 (unmasked/masked)                               | 7.4/3.29                                    | 8.6/5.28                                         | 6.1/3.4                                       | 3.4/2.59                                                        | 5.9/3.4                                        |
| Resolution range (local, Å)                               | 2.5 - 4.5                                   | 4.0 - 10.0                                       | 3.0 - 7.0                                     | 2.2 - 4.2                                                       | 3.0 - 5.0                                      |
| Map sharpening <i>B</i> factor (Å <sup>2</sup> )          | 77                                          | 207                                              | 84                                            | 77.7                                                            | 83.8                                           |
| Map sharpening methods                                    | cryoSPARC                                   | cryoSPARC                                        | cryoSPARC                                     | cryoSPARC                                                       | cryoSPARC                                      |
| <b>Model Composition</b>                                  |                                             |                                                  |                                               |                                                                 |                                                |
| Protein                                                   | 5                                           | 15                                               | 2                                             | 15                                                              | 1                                              |
| Ligand                                                    | 2                                           | 8                                                | 0                                             | 8                                                               | 0                                              |
| RNA/DNA                                                   | 0                                           | 0                                                | 0                                             | 0                                                               | 0                                              |
| <b>Model Refinement</b>                                   |                                             |                                                  |                                               |                                                                 |                                                |
| Refinement package                                        | Phenix                                      | Phenix                                           | Phenix                                        | Phenix                                                          | Phenix                                         |
| real or reciprocal space                                  | Real                                        | Real                                             | Real                                          | Real                                                            | Real                                           |
| resolution cutoff (Å)                                     | 3.3                                         | 5.3                                              | 3.4                                           | 2.6                                                             | 3.4                                            |
| Model-Map scores                                          |                                             |                                                  |                                               |                                                                 |                                                |
| CC                                                        | 0.85                                        | 0.77                                             | 0.78                                          | 0.84                                                            | 0.84                                           |
| Average FSC (Å)                                           | 3.5                                         | 7.4                                              | 3.7                                           | 2.9                                                             | 3.9                                            |
| <i>B</i> factor (Å <sup>2</sup> )                         |                                             |                                                  |                                               |                                                                 |                                                |
| Protein residues                                          | 83.6                                        | 339                                              | 111.9                                         | 25.84                                                           | 97                                             |
| Ligands                                                   | 99.31                                       | 158.98                                           | ---                                           | 75.91                                                           | ---                                            |
| R.m.s. deviations from ideal values                       |                                             |                                                  |                                               |                                                                 |                                                |
| Bond length (Å)                                           | 0.008                                       | 0.01                                             | 0.002                                         | 0.003                                                           | 0.003                                          |
| Bond angles (°)                                           | 0.609                                       | 0.58                                             | 0.518                                         | 0.658                                                           | 0.551                                          |
| <b>Validation</b>                                         |                                             |                                                  |                                               |                                                                 |                                                |
| MolProbity score                                          | 2.25                                        | 2.26                                             | 1.94                                          | 2.28                                                            | 1.96                                           |
| CaBLAM outliers                                           | 2.57                                        | 3.15                                             | 0.21                                          | 2.89                                                            | 3.15                                           |
| Clash score                                               | 22.18                                       | 21.3                                             | 10.17                                         | 10.55                                                           | 9.84                                           |
| Poor rotamers (%)                                         | 0                                           | 3.46                                             | 0.28                                          | 2.56                                                            | 0.3                                            |

Ramachandran plot

|              |      |      |      |       |       |
|--------------|------|------|------|-------|-------|
| Favored (%)  | 93.8 | 93.3 | 93.7 | 93.32 | 93.02 |
| Outliers (%) | 0.3  | 0.3  | 0.3  | 0.29  | 0     |

---

Table S3 P-values were calculated using the Mann-Whitney U test in this study.

| Figure                                     | WT Unchaged vs Mut Unchanged | WT Upregulated vs Mut Upregulated | WT Downregulated vs Mut Downregulated | WT Unchaged vs WT Upregulated | WT Unchanged vs WT Downregulated | WT Upregulated vs WT Downregulated |
|--------------------------------------------|------------------------------|-----------------------------------|---------------------------------------|-------------------------------|----------------------------------|------------------------------------|
| H2AZ at DEG delta-TRRAP vs WT              | 4.906e-01                    | 9.731e-14                         | 1.354e-23                             | 2.387e-40                     | 2.259e-11                        | 1.136e-04                          |
| H2AZ at H2AZac delta-TRRAP vs WT           | 2.089e-14                    | 0.000e+00                         | 0.000e+00                             | 0.000e+00                     | 2.276e-40                        | 0.000e+00                          |
| H2AZ enhancer-proximal delta-TRRAP vs WT   | 2.534e-19                    | 0.000e+00                         | 0.000e+00                             | 0.000e+00                     | 8.748e-04                        | 0.000e+00                          |
| H2AZ TSS-proximal delta-TRRAP vs WT        | 2.154e-168                   | 0.000e+00                         | 0.000e+00                             | 0.000e+00                     | 3.103e-07                        | 0.000e+00                          |
| H2AZ genome-wide delta-TRRAP vs WT         | 3.704e-12                    | 0.000e+00                         | 0.000e+00                             | 0.000e+00                     | 2.805e-04                        | 0.000e+00                          |
| H2AZac at DEG delta-TRRAP vs WT            | 2.117e-03                    | 1.974e-62                         | 2.994e-77                             | 0.000e+00                     | 4.719e-44                        | 2.603e-87                          |
| H2AZac at H2AZ delta-TRRAP vs WT           | 9.009e-01                    | 0.000e+00                         | 0.000e+00                             | 0.000e+00                     | 0.000e+00                        | 1.726e-271                         |
| H2AZac enhancer-proximal delta-TRRAP vs WT | 6.288e-17                    | 0.000e+00                         | 0.000e+00                             | 0.000e+00                     | 5.220e-03                        | 0.000e+00                          |
| H2AZac TSS-proximal delta-TRRAP vs WT      | 4.891e-43                    | 0.000e+00                         | 0.000e+00                             | 8.033e-99                     | 6.826e-117                       | 4.571e-01                          |
| H2AZac genome-wide delta-TRRAP vs WT       | 1.110e-09                    | 0.000e+00                         | 0.000e+00                             | 0.000e+00                     | 3.267e-58                        | 0.000e+00                          |

How the deposited data were processed for this re-analysis (not part of the article)

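H2A.Z and H2A.Zac were profiled by ChIP-seq in K562 cells whose tagged endogenous EP400 had been degraded and which expressed WT or ΔTRRAP EP400, with 2 biological replicates per mark and line, 2 inputs per line and 12 libraries in all. The authors aligned the reads to hg38, called peaks with MACS2, merged the replicates, and compared the lines with MACS2 bdgdiff after scaling to the same effective depth. The score of each region in the deposited lists is the authors' log10 likelihood ratio between WT and ΔTRRAP. It is at least 3 in the lists of changed regions and under 3 in the lists of unchanged regions. It was used here only to describe, rank and filter regions within a list. Regions were kept by the authors where at least 25% of their length lay in peaks with an IDR of at most 0.05. The merging of replicates, the scaling and these filters are already in the lists and were not repeated. The score depends on the depth and width of a region as well as on the size of the change, so it is not a fold change. Because bdgdiff assigns classes along the pileup, parts of 1 peak can appear as several regions, and the number of regions is not a number of peaks.

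The 6 lists were read as they are. No region reached past the end of its chromosome in the hg38 sequence used here, and no chromosome name was missing from it. Overlap was counted when at least 25% of a region's length was covered by the regions of the other list, the fraction named in the paper's methods. TSSs, exons and coding sequences were taken from GENCODE release 44, which is later than the release used in the paper. The TSS-proximal window was 1 kb to each side of a TSS. GC content came from the hg38 sequence. Shares were given with Wilson 95% confidence intervals from scipy 1.17.1, and with the range over the values that each left out 1 chromosome. Overlaps of lists and shared directions were compared with 1000 circular shifts, and neighboring regions and windows with 1000 permutations of the directions, with a fixed random seed and one-sided p-values. Windows were 5 Mb wide, were compared where they held at least 20 changed regions, and were called one-sided above 90% or under 10% gained. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9, bedtools 2.31.1 and samtools 1.23.1 were used.

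The calculations were tested on simulated data and against bedtools. The covered lengths of 54477 regions differed from those of bedtools in 0 cases. Of 20 simulations with random directions, 2 gave a neighbor test p-value of at most 0.05. In a simulation with few gained regions on chromosome 20, 8 of its 9 windows were found to be one-sided.

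The groups were the WT and ΔTRRAP lines as labelled. Since the lists come from 1 comparison of merged replicates per mark, they hold no value per replicate, and no replicate could be left out, no spread given and no test made across conditions. The depth of the libraries is unknown here, so the precision of a single region cannot be given. The alternatives tried were overlaps of 1 bp and 50%, likelihood ratio cutoffs of 5 and 10, merging of regions within 1 kb, base pairs in place of regions, chromosomes 1 to 22 only, other TSS windows and annotations, regions of at least 500 bp, windows of 2 Mb and loci with 2 kb to each side.

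The genes named are CCND1, TERT, DACH1, EP400 and PPP1R12C, which the study names or edited, and for each direction the 3 protein-coding genes with the highest likelihood ratio of an H2A.Zac region within 1 kb of a TSS among those with an H2A.Z region changed the same way within 1 kb of the same TSS. Gene expression, EP400 ChIP-qPCR, signal tracks, input libraries and enhancer annotations were not analysed here.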

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

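Both tests at EP400, the definition of a stretch as at least 3 neighboring one-sided windows, and the rule for judging the stretch on chromosome 20 were chosen only after the results were seen. The test on contigs was first set to look at gained regions alone, and the comparison with lost and unchanged regions was added after its value was seen. The counts per chromosome were known before the tests on chromosomes 19 and 20 were set. The regions below were not discussed in the paper, and each pattern rests on 1 clone per line.

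Changed H2A.Z regions on chromosome 20 were almost all lost. Only 56 of 635 (8.82%; Wilson 95% confidence interval, 6.85 to 11.3%) were gained, against 41.6% over the genome, and for H2A.Zac the share was 25.6% against 50.4%. GC content and closeness to TSSs were tested as the cause. Regions of the same GC class and TSS class on the other chromosomes gave an expected H2A.Z share of 37.9%, far outside the interval (48.0% expected for H2A.Zac), which argues against them. For H2A.Z, 10 of the 13 windows of 5 Mb had a share under the genome-wide share, which argues against a few small clusters of lost regions as the source. Of these windows, 8 form 1 stretch from 25 to 64.4 Mb, so the count does not show an effect over the whole chromosome. The H2A.Z shortfall lay in that stretch. From 30 to 64.4 Mb, 8 of 517 changed H2A.Z regions were gained. In the windows before 25 Mb, 25 of 47, 3 of 9, 3 of 7, 5 of 9 and 11 of 31 were gained, shares on both sides of the genome-wide 41.6%. In 8 contiguous windows, from 25 to 64.4 Mb, both marks were under their genome-wide share, which is what a difference in copy number between the 2 clonal lines would give. A regional response to the loss of TRRAP would give the same windows, and the chromosome already stood out as low in both marks. The check thus does not tell the 2 explanations apart. It remains a candidate explanation that the ΔTRRAP clone carries fewer copies of this part of chromosome 20 than the WT clone. The input libraries, which would show a difference in copy number directly, were not analysed here. In the windows from 30 to 64.4 Mb TSS-proximal H2A.Z regions were as one-sided as the rest, with 2 of 142 changed regions gained. A biological explanation, such as a shared dependence of this region on TRRAP, was not tested and stays open.

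On chromosome 19, 182 of 1169 changed H2A.Z regions (15.6%, 13.6 to 17.8%) were gained. GC content and TSS closeness gave an expected share of 38.4%, outside the interval, so they do not account for it. From 40 to 58.6 Mb, 28 of 563 changed H2A.Z regions were gained (4.97%), and 275 of 968 changed H2A.Zac regions (28.4%). This stretch holds PPP1R12C, the gene of the AAVS1 locus into which EP400 was integrated in both lines. In all 4 windows from 40 to 58.6 Mb, H2A.Zac was under its genome-wide share as well. Copy number and a regional biological response would both give this, and both stay open.

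Over the genome, 35 of the 384 windows of 5 Mb with at least 20 changed H2A.Z regions were one-sided, against at most 2 in 1000 permutations of the directions (one-sided permutation test, p = 0.001, the smallest they can give). For H2A.Zac 9 of 547 windows were one-sided, against at most 1 (one-sided permutation test, p = 0.001). The order of changes along the chromosomes was not random, since 68.0% of neighboring changed H2A.Zac regions had the same direction, above every permutation. Some of the one-sided H2A.Z windows formed 4 stretches of at least 3 neighboring windows. They lay on chromosome 12 from 115 to 130 Mb (2 of 206 changed regions gained), on chromosomes 19 and 20 as above, and on chromosome 5 from 145 to 165 Mb (181 of 187 gained). Other one-sided windows lay outside them, for example on chromosome 3 from 190 to 195 Mb (1 of 69 gained) and from 195 to 198.3 Mb (4 of 93 gained), and on chromosome 5 from 0 to 5 Mb (0 of 30 gained). No permutation gave a stretch of this length. Together the 4 stretches held 6.87% of the changed H2A.Z and 4.82% of the changed H2A.Zac regions on chromosomes, with the contigs left out. In every window of the 4 stretches, H2A.Zac lay on the same side of its genome-wide share as H2A.Z. These were 4 windows on chromosome 5, 3 on chromosome 12, 4 on chromosome 19 and 7 on chromosome 20. Copy number and a regional response to the loss of TRRAP would both give this, so it does not tell which underlies the stretches.

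On unplaced and random contigs of hg38, 94 H2A.Z regions were gained and 23 were lost, a gained share of 80.3% (72.2 to 86.5%), and for H2A.Zac 150 were gained and 65 were lost. Of the 32-base stretches in the gained H2A.Z regions on contigs, 83.1% occurred again elsewhere in the genome, against 13.1% in 300 gained regions on chromosomes. The share was nearly as high in the lost (79.9%) and unchanged (82.2%) H2A.Z regions of the contigs. Reads shared between repeat copies may thus affect all regions there, and the test does not tell why more were gained than lost. A gain of signal at repeats in ΔTRRAP and reads moved between copies cannot be told apart, because the lists carry no mapping quality. No biological explanation was tested.

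Inside EP400, which is expressed from an integrated coding sequence in both lines, 3 regions were lost in ΔTRRAP, and all 3 lay on coding exons, although coding sequence makes up 7.18% of the gene. On exon 53, the last, the H2A.Z region from 132077412 to 132077692 and the H2A.Zac region from 132077347 to 132077691 of chromosome 12 nearly coincide with the coding part of the exon, 132077401 to 132077670, and have likelihood ratios of 8.71 and 13.3 in the authors' deposited lists. On exon 2, the first with coding sequence, the H2A.Zac region reaches from 131960661 to 131961071. Reads spread evenly over the integrated coding sequence are argued against, since of the 6 coding exons of at least 250 bp, 33.3% carried a lost region. Reads from the ends of the integrated EP400 coding sequence are also a candidate source, as all 3 regions lie on the first or last coding exon. This was read from the same regions and is not an independent test. The endogenous gene was also edited at its end, but in the clone from which both lines were made, so the edit alone would not differ between them. A change in chromatin there was not tested.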

How the results depend on the processing

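The alternatives were set before the data were examined, except for the TSSs of transcripts, the removal of the stretches of one-sided windows and the merging of regions for the number of regions, which were chosen after seeing the data. No paired analysis was possible because the lists hold merged replicates and carry no replicate numbers, and for the same reason leaving out a replicate was not possible. With lists this long the confidence intervals are narrow, so most alternatives moved a share by more than its interval. For each value that moved, the cause was not tested unless given.

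The neighbor agreement of changed H2A.Zac regions stayed above all permutations under its 3 alternatives, between 55.8 and 70.9%, and so did the number of one-sided H2A.Zac windows, between 12 and 30. The number of regions at CCND1, TERT and DACH1 was 14 in place of 16 with 2 kb to each side. The gained share of changed H2A.Z regions stayed under 50% in all 6 alternatives.

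With an overlap of at least 1 bp, the share of H2A.Z regions overlapping H2A.Zac was 77.6% in WT and 78.2% in ΔTRRAP, the share overlapping a WT H2A.Z region was 51.7% of gained and 58.1% of lost H2A.Zac regions, and the same-direction share was 99.72%. With at least 50% of the length, these values were 71.2, 74.0, 35.9, 46.8 and 99.96%. With regions of at least 500 bp, the WT overlap was 75.2%.

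With a log10 likelihood ratio of at least 5, the gained share was 48.3% for H2A.Zac, 38.5% for H2A.Z, 61.0% for TSS-proximal H2A.Zac and 53.9% for TSS-proximal H2A.Z regions. The cutoff applied to both marks, so lost H2A.Z regions under it were left out of the WT set. A region of this reduced WT set overlapped 42.0% of gained and 53.2% of lost H2A.Zac regions, and the same-direction share was 99.98%. With a ratio of at least 10, these values were 40.7, 39.1, 46.0, 46.5, 22.3, 30.4 and 100%. Both TSS-proximal gained shares thus fell from above to under 50% at this cutoff, where 3233 H2A.Zac and 355 H2A.Z regions were left. The 30.4% for lost H2A.Zac regions is not their share with H2A.Z in WT, because of the reduced set. With all H2A.Z regions kept, 56.1% of the lost H2A.Zac regions in the group with the highest ratios (median 19.0) overlapped one. The 22.3% for gained regions is hardly affected, since only 8 of all gained H2A.Zac regions overlapped a lost H2A.Z region.

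With regions of the same class within 1 kb merged, the gained share was 48.9% for H2A.Zac and 61.4% for TSS-proximal H2A.Zac regions. In base pairs, it was 39.0% for H2A.Z, 62.9% for TSS-proximal H2A.Zac and 55.3% for TSS-proximal H2A.Z. On chromosomes 1 to 22 the 4 gained shares stayed within their intervals. With TSS ± 2 kb, the gained share near TSSs was 60.7% for H2A.Zac and 55.6% for H2A.Z. With TSSs of protein-coding genes it was 67.7 and 65.4%, and with TSSs of all transcripts 62.3 and 57.1%.

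Without the stretches of one-sided H2A.Z windows, the gained share was 51.5% for H2A.Zac, 43.5% for H2A.Z, 65.5% for TSS-proximal H2A.Zac and 62.6% for TSS-proximal H2A.Z regions, so the stretches moved each by under 5 percentage points. With all regions of a condition within 1 kb merged, the number of H2A.Zac regions was 42800 in WT and 38628 in ΔTRRAP. The depth of the libraries is unknown here, which limits any statement on regions that were not called.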

Differences from the paper's values

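The numbers of regions in the Venn diagrams of fig. S17A are lower than those in the lists. For H2A.Z the paper's diagram shows about 33000 peaks in WT, read by eye, against 54477 regions here, and about 32000 in ΔTRRAP against 50850. For H2A.Zac it shows about 43000 in WT against 69742 and about 37000 in ΔTRRAP against 70104. None of the alternatives set before the data were examined concerned these numbers. With regions within 1 kb of each other merged and counted once, a setting chosen after seeing the values, the numbers were 37789 and 35966 for H2A.Z and 42800 and 38628 for H2A.Zac, each within 1.5 times the paper's.

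The paper states that TERT follows the same trends as CCND1, with loss of both marks. The lists hold a lost H2A.Zac region at the TERT TSS and 0 H2A.Z regions of any class within 10 kb of the gene. The paper's statement rests on views of read counts (fig. S17, F and H), which were not analysed here. Absence from the lists therefore does not rule out a lower H2A.Z signal.

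The paper describes the numbers of regulatory regions that lose and gain H2A.Zac as similar, although the heights of the clusters in its Fig. 5A, read by eye, give a gained share near TSSs of about 62%. Over all regions 24482 were lost and 24844 were gained here, but near TSSs 5303 were lost and 9404 were gained, and with a log10 likelihood ratio of at least 10 the gained share near TSSs was 46.0%. Enhancer-proximal regions were not analysed here.

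The paper describes DACH1 as lacking significant enrichment of both marks in WT. The lists hold 1 unchanged H2A.Z region over the DACH1 TSS, from 71867066 to 71867503, and so a region called in both lines.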

Other observations

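The tests in this part were set before their results were seen, although the counts of regions per class and chromosome were already known.

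Many H2A.Zac regions changed without a changed H2A.Z region. One hypothesis is that weak changes of H2A.Zac go with changes of H2A.Z that fall under the cutoff. When the lost H2A.Zac regions were divided into 4 equal groups by their likelihood ratio, the share with a lost H2A.Z region rose from 11.4% in the lowest group over 19.7 and 33.4% to 50.0% in the highest. For gained regions, the share with a gained H2A.Z region rose from 7.70% over 12.5 and 19.1% to 35.6%. The hypothesis would give such a rise for part of the regions, but the groups also differed in other ways. From the lowest to the highest group, the median width rose from 403 to 1147 bp for lost and from 401 to 1157 bp for gained regions. The TSS-proximal share fell from 24.5 to 17.1% for lost and from 46.0 to 22.3% for gained regions. The part of these differences in the rise was not tested. The highest groups still left about equal or larger numbers of regions without a changed H2A.Z partner. Most of these had no listed H2A.Z region at all, since 56.1% of the lost and 48.7% of the gained regions in the highest groups overlapped any. In the lowest groups these shares were 53.5 and 62.1%. For the regions without a changed partner, acetylation that changes without H2A.Z and a lower sensitivity of the H2A.Z ChIP stay open. The 2 marks were compared at 1 cutoff, and the depth of the libraries is unknown here.

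A second hypothesis, that differences in copy number between the 2 clonal lines account for the lost and gained H2A.Zac regions of the whole genome, was argued against. Among 43325 pairs of neighboring changed H2A.Zac regions at most 100 kb apart, 30.4% (Wilson 95% confidence interval, 29.9 to 30.8%) went opposite ways, whereas copy number would move both the same way. For H2A.Z the share was 20.5% (19.9 to 21.1%). Copy number may still shift regions in single stretches, and a shift that is present together with other changes is not excluded by this test.

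By the rule for named genes, the strongest losses near a TSS were at DDN on chromosome 12, DLK1 on chromosome 14 and GATA5 on chromosome 20, with log10 likelihood ratios for H2A.Zac of 129.4, 96.7 and 83.6 in the authors' deposited lists. DDN lies in the window from 45 to 50 Mb of chromosome 12, where 7 of 89 changed H2A.Z and 47 of 171 changed H2A.Zac regions were gained. GATA5 lies in the window from 60 to 64.4 Mb of chromosome 20, where 0 of 58 changed H2A.Z and 6 of 106 changed H2A.Zac regions were gained. The strongest gains were at DTNA on chromosome 18, ZNF608 on chromosome 5 and RIPOR2 on chromosome 6, with ratios of 120.2, 90.7 and 78.4. ZNF608 lies in the window from 120 to 125 Mb, where 43 of 47 changed H2A.Z and 45 of 56 changed H2A.Zac regions were gained. The H2A.Z windows of these 3 genes are one-sided, and those of DLK1 (12 of 53 gained), DTNA (48 of 64) and RIPOR2 (77 of 119) are not. These ratios grow with the number of reads as well as with the size of the change.

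At PPP1R12C on chromosome 19, in whose gene the EP400 transgenes were integrated, both H2A.Z regions that changed were lost. One, from 55112506 to 55113766, overlaps exons 2 and 3, and the other, from 55114861 to 55115638, lies in intron 1. For H2A.Zac, 5 regions were lost within the gene and 10 kb to each side and 1 over the TSS was gained. In the window that holds the gene, 2 of 68 changed H2A.Z regions were gained.

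The 3 widest regions of all lists were gained H2A.Zac regions on chromosome 5, picked after their widths were seen. They reach from 173846503 to 173868502 (22000 bp), from 173833709 to 173844834 (11126 bp) and from 164351869 to 164362264 (10396 bp). The last lies in the stretch from 145 to 165 Mb in which nearly all changed H2A.Z regions were gained.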
